# *Plasmodium*-specific atypical memory B cells are short-lived activated B cells

**DOI:** 10.7554/eLife.39800

**Published:** 2018-11-02

**Authors:** Damián Pérez-Mazliah, Peter J Gardner, Edina Schweighoffer, Sarah McLaughlin, Caroline Hosking, Irene Tumwine, Randall S Davis, Alexandre J Potocnik, Victor LJ Tybulewicz, Jean Langhorne

**Keywords:** atypical memory B cells, age-associated B cells, Plasmodium, malaria, mosquito, FCRL5, Mouse

## Abstract

A subset of atypical memory B cells accumulates in malaria and several infections, autoimmune disorders and aging in both humans and mice. It has been suggested these cells are exhausted long-lived memory B cells, and their accumulation may contribute to poor acquisition of long-lasting immunity to certain chronic infections, such as malaria and HIV. Here, we generated an immunoglobulin heavy chain knock-in mouse with a BCR that recognizes MSP1 of the rodent malaria parasite, *Plasmodium chabaudi*. In combination with a mosquito-initiated *P. chabaudi* infection, we show that *Plasmodium*-specific atypical memory B cells are short-lived and disappear upon natural resolution of chronic infection. These cells show features of activation, proliferation, DNA replication, and plasmablasts. Our data demonstrate that *Plasmodium*-specific atypical memory B cells are not a subset of long-lived memory B cells, but rather short-lived activated cells, and part of a physiologic ongoing B-cell response.

## Introduction

Atypical memory B cells (AMB) are an unusual B-cell subset detected in both mouse models and humans in the context of certain infections and autoimmune disorders, including HIV, HCV, tuberculosis, malaria, rheumatoid arthritis and systemic lupus erythematosus, and accumulated with age (Knox et al., 2017b; Naradikian et al., 2016a; Portugal et al., 2017; Rubtsov et al., 2017). In the context of infections, AMB were first described in HIV-viremic subjects, and termed tissue-like memory B cells, due to their similarity to an FCRL4-expressing memory B-cell subset found in human tonsillar tissues (Ehrhardt et al., 2005; Moir et al., 2008). In addition to FCRL4, these cells express relatively high levels of other potentially inhibitory receptors including CD22, CD85j, CD85k, LAIR-1, CD72, and PD-1, and show a profile of trafficking receptors including expression of CD11b, CD11c and CXCR3, consistent with migration to inflamed tissues. They are antigen-experienced class-switched B cells, which lack the expression of CD21 and the hallmark human memory B-cell marker CD27. Further studies demonstrated the expression of the transcription factor T-bet and the cytokine IFNγ by these cells, also characteristic of Th1 CD4^+^ T cells (Knox et al., 2017b; Obeng-Adjei et al., 2017; Portugal et al., 2017). Due to their poor functional capacity upon in vitro re-stimulation with BCR ligands, AMB were characterized as dysfunctional B cells, and increased frequencies of these cells was proposed to be a consequence of B-cell exhaustion driven by chronic inflammation and stimulation, drawing parallels with T-cell exhaustion during chronic viral infections (Moir et al., 2008; Portugal et al., 2015; Sullivan et al., 2015). It has been hypothesized that expansion of AMB might contribute to the mechanisms driving autoimmune disorders and deficiencies in acquisition of immunity to chronic infections. However, due to lack of good tools and animal models to analyze antigen-specific atypical B cells in greater depth, many of these concepts remain speculative.

Several studies suggest that AMB might contribute to poor acquisition of long-term immunity to *Plasmodium* infection (Illingworth et al., 2013; Portugal et al., 2015; Sullivan et al., 2015; Sullivan et al., 2016; Weiss et al., 2011; Weiss et al., 2009; Weiss et al., 2010). Indeed, some studies demonstrated that in the absence of constant re-exposure, *Plasmodium*-specific serum antibody levels rapidly wane, and full protection from clinical symptoms is lost, suggesting that B-cell memory is functionally impaired (Portugal et al., 2013). However, others have reported long-lasting maintenance of *Plasmodium*-specific antibodies and/or memory B cells in settings of differing malaria endemicity, and similar responses are also observed in mouse malaria models (Dorfman et al., 2005; Ndungu et al., 2009; Ndungu et al., 2013; Ndungu et al., 2012; Wipasa et al., 2010). Moreover, it has been shown that BCRs cloned from *P. falciparum*-specific AMB from malaria-exposed adults encode *P. falciparum*-specific IgG antibodies, which could contribute to *P. falciparum*-specific IgG antibodies in serum (Muellenbeck et al., 2013). These authors proposed that *P. falciparum*-specific AMB do not prevent, but rather contribute to the control of *Plasmodium* infection. These apparently contradictory results may reflect the fact that some studies were performed on the general peripheral blood B-cell pool and others focused on *Plasmodium*-specific B cells. In determining a role for these cells in a chronic infection it would be important to follow antigen-specific responses and to distinguish these from non-specific polyclonal B cell activation.

The study of the development of AMB is challenging and requires suitable mouse models, which allow for identification and isolation of antigen-specific B cells that exist often at very low frequency. Here, we generated a knock-in transgenic mouse with a high frequency of B cells specific to the 21 kDa C-terminal fragment of *Plasmodium chabaudi* Merozoite Surface Protein 1 (MSP1_21_), to investigate memory B cells generated following mosquito-transmission of the rodent malaria, *P. chabaudi*. We identified a CD11b^+^CD11c^+^FCRL5^hi^ subset of MSP1_21_-specific B cells during the chronic infection with phenotypical and transcriptional features strikingly similar to those of human AMB. These AMB disappeared as the infection progressed, leaving a CD11b^—^CD11c^—^FCRL5^hi^ MSP1_21_-specific B-cell compartment with characteristics of long-lived classical memory B cells (B_mem_) after the resolution of the infection. These short-lived MSP1_21_-specific AMB were also generated in response to immunization, suggesting they may be a normal but transient component of a B-cell response to antigen. In this chronic *P. chabaudi* infection, it appears that AMB require ongoing antigenic stimulation driven by the sub-patent infection to persist, and do not represent a true long-lived ‘memory’ B cell subset. Moreover, we show that generation of *Plasmodium*-specific AMB does not prevent the generation of *Plasmodium*-specific B_mem_, and does not prevent resolution of the infection.

## Results

### Generation of an immunoglobulin heavy chain knock-in transgenic mouse model to study *Plasmodium*-specific B cell responses

To study Plasmodium-specific B cell responses in a rodent malaria model, we generated an *Igh*^NIMP23/+^ mouse strain on the C57BL/6J background (Materials and methods and Figure 1—figure supplement 1).

The *Igh*^NIMP23/+^ mice were healthy, with no unusual behavioral or physical characteristics. There were no alterations in total cellularity, pro-B, pre-B, immature B, mature B, total B220^+^CD19^+^ B cells, and plasma cells in the bone marrow (Figure 1A–B), and no alterations in number of T1, T2, T3, follicular, marginal zone, germinal center B cells, plasmablasts, plasma cells, and total cellularity in the spleen of *Igh*^NIMP23/+^ mice (Figure 1C–D) (Sen et al., 1990; Young et al., 1994). Importantly, The *Igh*^NIMP23/+^ mice had a greatly increased frequency of B cells specific for MSP1_21_ (approximately 60% of the total B-cell compartment), as demonstrated by flow cytometry analysis of splenocytes with a MSP1_21_ fluorescent probe consisting of biotinylated recombinant MSP1_21_ loaded on streptavidin-PE (Figure 1E–F). Thus, in this model, a recombinant light chain is not required to bring about specificity. This suggest that most endogenous light chains will pair with the NIMP23 heavy chain to generate a BCR with detectable binding to MSP1_21_.

**Figure 1.**
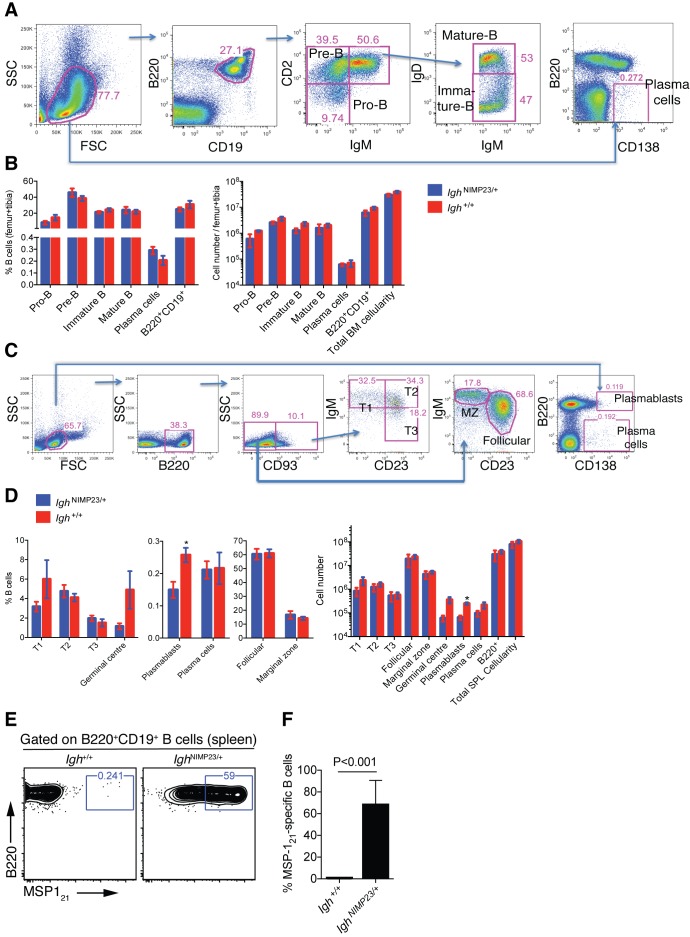
Analysis of total bone marrow and splenic B-cell populations in *Igh*^NIMP23/+^ and *Igh*^+/+^littermates. (**A**) Flow cytometry gating strategy to identify different B-cell populations in bone marrow of *Igh*^NIMP23/+^ mice. Arrows indicate flow of analysis. The same strategy was used for *Igh*^+/+^ littermates. (**B**) Percentages and numbers of different B-cell populations in bone marrow of *Igh*^NIMP23/+^ and *Igh*^+/+^ littermates as defined in (**A**). (**C**) Flow cytometry gating strategy to identify different B-cell populations in spleen of *Igh*^NIMP23/+^ mice. (**D**) Percentages and numbers of different B-cell populations in spleen of *Igh*^NIMP23/+^ and *Igh*^+/+^ littermates as defined in (**C**). Data are representative of two independent experiments with four mice per group. (**E**) Flow cytometry analysis of B cells obtained from spleen of *Igh*^+/+^ (left) and *Igh*^NIMP23/+^ (right) mice stained with anti-B220 and CD19 antibodies in combination with an MSP1_21_ fluorescent probe. The gates show the frequency of B cells specific to MSP1_21_. (**F**) Frequencies of MSP1_21_-specific splenic B cells in *Igh*^NIMP23/+^ and wild-type *Igh*^+/+^ littermate controls (Mann Whitney U test). Data pooled from two independent experiments with 3–5 mice per group. Mann Whitney U test. *p<0.05. Error bars are SEM.

**Figure 1—figure supplement 1.**
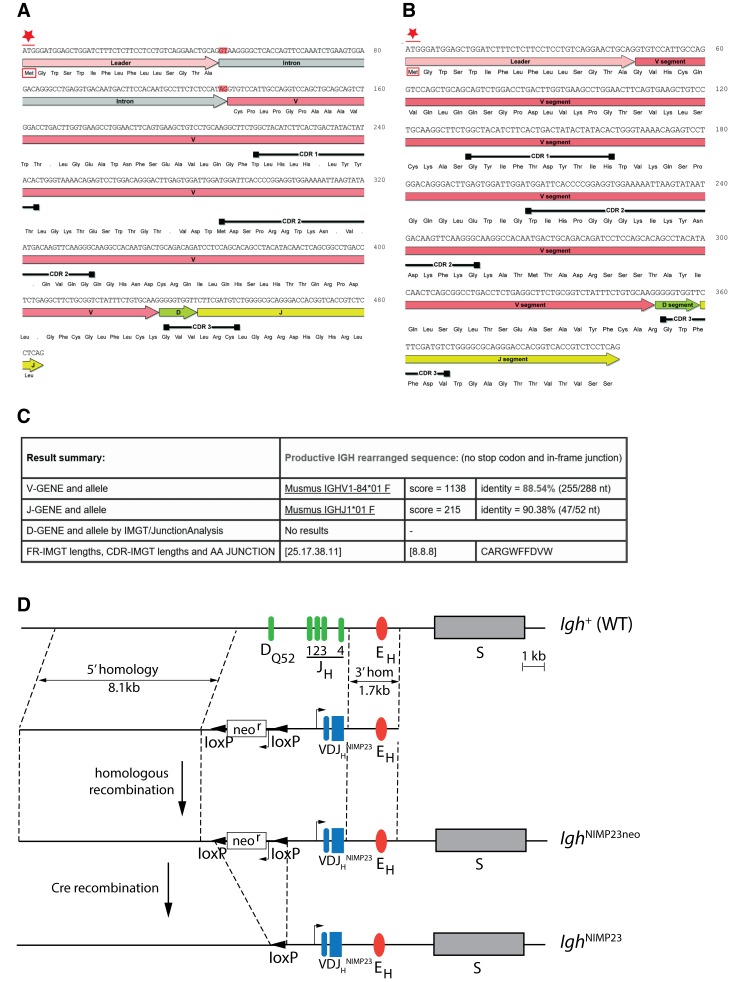
Generation of *Igh*^NIMP23/+^knock in mice. Annotated DNA and corresponding amino acid sequence of VDJ_H_^NIMP23^ obtained from (**A**) gDNA including the Leader-V intron and (**B**) cDNA, of the NIMP23 hybridoma: start Methionine (Met) indicated by red star, intron splice donor and acceptor sites highlighted in red, dots indicate STOP codons, black bars indicate predicted complementarity determining regions according to the Kabat database (Johnson and Wu, 2001) (**C**) IMGT/V-Quest mouse Ig database (Lefranc et al., 1999) comparative analysis result summary of the gDNA derived VDJ_H_^NIMP23^ sequence reveals the identity of the closest matching endogenous V and J genes (**D**) Schematic representation of (*Igh*^+^) Endogenous IgH locus showing the 4 JH segments, the DQ52 element, the Igh intronic enhancer (E_H_), the switch region for the constant µ gene (**S**), and (below) targeting construct indicating 5’ and 3’ homology arms and the inverted loxP-neo^r^-loxP cassette and rearranged VDJ_H_^NIMP23^ variable heavy chain region gene of the NIMP23 hybridoma, replacing DQ52 and all four JH segments of the endogenous IgH gene. *Igh*^NIMP23neo^: Targeted *Igh* locus after homologous recombination. *Igh*^NIMP23^: Final allele after Cre-mediated removal of neo^r^.

**Figure 1—figure supplement 2.**
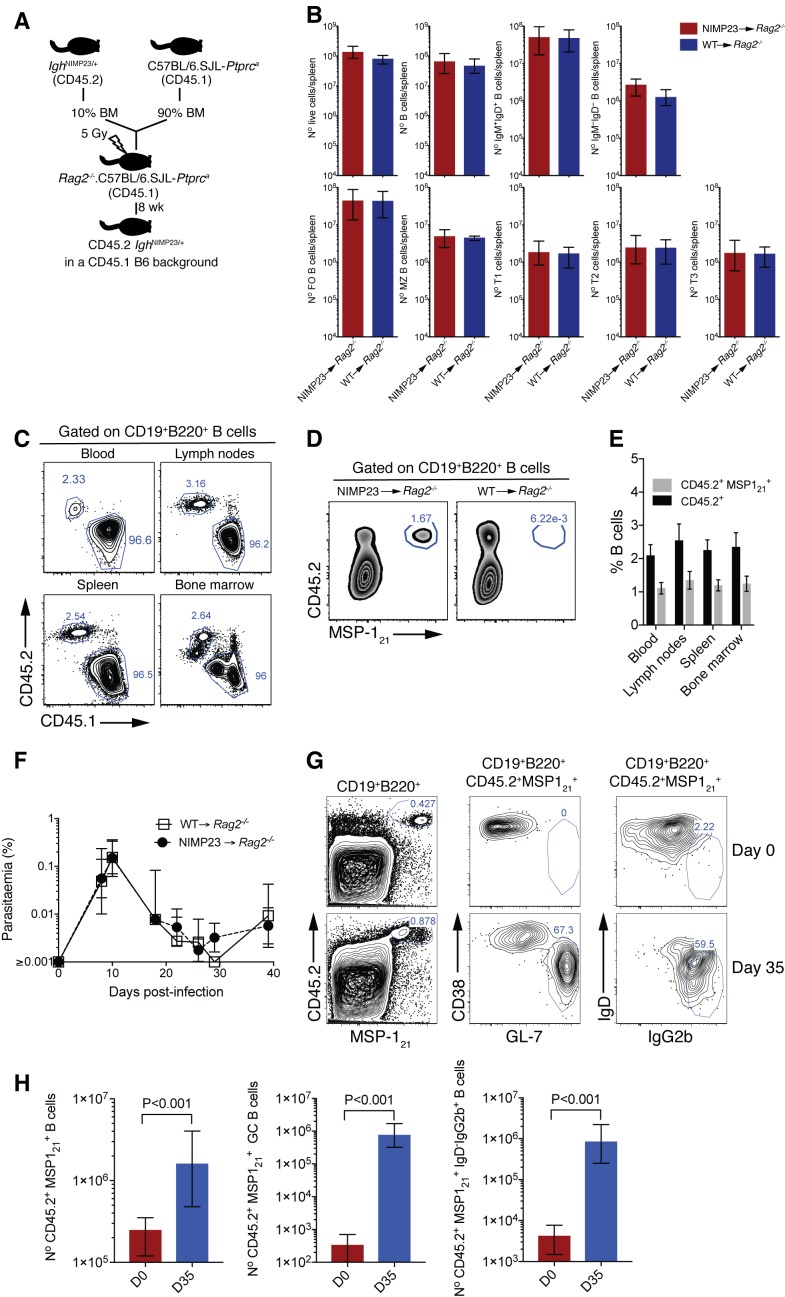
Generation of mixed bone marrow chimera model with reduced precursor frequency of *Igh*^NIMP23*/+ *^B cells to study MSP1_21_-specific B cell responses during *P. chabaudi* infection. (**A**) Experimental strategy to generate mixed bone marrow chimeric mice. (**B**) Numbers of different splenic B-cell populations defined by flow cytometry in *Rag2^-/-^*.C57BL/6.SJL-*Ptprc^a^* mice reconstituted with a mixture of *Igh*^NIMP23/+^ and C57BL/6.SJL-*Ptprc^a^* bone marrow in a 10:90 ratio (NIMP23→ *Rag2^-/-^*), and control mice reconstituted with C57BL/6.SJL-*Ptprc^a^* bone marrow (WT→ *Rag2^-/-^*). Mann Whitney U test. Error bars are SEM. Data are representative of two independent experiments with five mice per group. (**C**) Flow cytometry of B cells obtained from different tissues of NIMP23→*Rag2^-/-^* chimeric mice. Gates show frequencies of CD45.1^+^CD45.2^-^ and CD45.1^-^CD45.2^+^ (**D**) Flow cytometry of B cells obtained from spleen of NIMP23→*Rag2^-/-^* and WT→*Rag2^-/-^* control chimeric mice. Gates show frequencies of MSP1_21_-specific B cells as determined by CD45.2 vs MSP1_21_ staining. (**E**) Frequencies of CD45.1^-^CD45.2^+^ (black) and CD45.2^+^MSP1_21_^+^ (grey) B cells as gated in C and D, obtained from different organs of NIMP23→*Rag2^-/-^* chimeric mice. (**F**) Blood-stage *P. chabaudi* parasitemia following mosquito transmission in NIMP23→*Rag2^-/-^* and WT→*Rag2^-/-^* control chimeric mice. (**G**) Flow cytometry data showing frequencies of MSP1_21_-specific GC (CD38^lo^GL-7^hi^) and class-switched (IgD^—^IgG2b^hi^) B cells in the spleen of NIMP23→*Rag2^-/-^* chimeric mice before infection (day 0) and at day 35 post-mosquito transmitted *P. chabaudi* infection. (**H**) Numbers of MSP1_21_-specific B cells, GC and class-switched B cells in the spleen of NIMP23→*Rag2^-/-^* chimeric mice as gated in B and E. Mann Whitney U test. Error bars are SEM. Data representative of two independent experiments with 3–7 mice per group.

### Increase in *Plasmodium*-specific B cells after mosquito transmission of *P. chabaudi*

To investigate B cells in *P. chabaudi* infections, which last several weeks, and to avoid potential problems with activation arising from very high frequencies of MSP1-specific B cells, we reduced the precursor frequency of MSP1_21_-specific B cells to match the natural level expected for antigen-specific B cells more closely, yet still readily detectable by flow cytometry. We generated mixed bone marrow (BM) chimeras by adoptively transferring a mixture of 10% bone marrow from either *Igh*^NIMP23/+^ or *Igh*^+/+^ mice (CD45.2^+^) together with 90% bone marrow from C57BL/6.SJL-*Ptprc^a^* mice (CD45.1^+^) into sub-lethally irradiated *Rag2^-/-^*.C57BL/6.SJL-*Ptprc^a^* mice (CD45.1^+^) to generate NIMP23→*Rag2^-/-^* and WT→*Rag2^-/-^* bone marrow chimeric mice respectively (Figure 1—figure supplement 2A–B). In both types of chimeras, 2–3% of the B cells were CD45.2^+^ and in NIMP23→*Rag2^-/-^* mice approximately 1–2% of the B cells were MSP1_21_-specific (Figure 1—figure supplement 2C–E). No MSP1_21_-specific B cells were detected in the control WT→*Rag2^-/-^* chimeras (Figure 1—figure supplement 2D).

Infection of C57BL/6J *wt* mice with *P. chabaudi* by mosquito bite gives rise to a short (48 hr) pre-erythrocytic infection, followed by an acute blood parasitemia peaking approximately 10d post-transmission. Thereafter, the infection is rapidly controlled, reaching very low parasitemias by 15d post-transmission, with a subsequent prolonged (~90 d), but low-level chronic infection before parasite elimination (Brugat et al., 2017; Spence et al., 2013). NIMP23→*Rag2^-/-^* mice infected with *P. chabaudi* by mosquito bite, showed a similar course of parasitemia to that of control WT→*Rag2^-/-^* mice (Figure 1—figure supplement 2F), and C57BL/6J *wt* mice (Brugat et al., 2017; Spence et al., 2013; Spence et al., 2012). Importantly, the MSP1_21_-specific *Igh*^NIMP23/+^ B cells (CD45.2^+^MSP1_21_^+^) in NIMP23→*Rag2^-/-^* chimeras showed a robust response to the infection, as demonstrated by a dramatic increase in the proportions and numbers of GL-7^+^CD38^lo^ germinal centers (GC) and IgG2b^+^IgD^—^ class-switched B cells in the spleen at 35 days post-infection (dpi) (Figure 1—figure supplement 2G–H).

Thus, we have generated a mouse model with detectable numbers of functional MSP1_21_-specific B cells capable of responding to *P. chabaudi* infection.

### Generation of *Plasmodium*-specific AMB after mosquito transmission of *P. chabaudi* infection

We investigated whether *Plasmodium*-specific AMB could be identified in mice during a blood-stage *P. chabaudi* infection. We selected a series of mouse homologues to human cell surface markers described on human AMB (Charles et al., 2011; Kardava et al., 2014; Kardava et al., 2011; Knox et al., 2017a; Li et al., 2016; Moir et al., 2008; Muellenbeck et al., 2013; Portugal et al., 2015; Russell Knode et al., 2017; Sullivan et al., 2015). Human AMB express CD11b, CD11c, Fc receptor-like (FCRL) 3–5, high levels of CD80, low levels of CD21, and are Ig class-switched. Mouse FCRL5 most closely resembles human FCRL3 and is the only mouse FCRL-family member which contains both ITIM and ITAM motifs in its cytoplasmic tail (Davis, 2007; Davis et al., 2004; Won et al., 2006; Zhu et al., 2013). Therefore, our flow cytometry panel for mouse AMB included antibodies against CD11b, CD11c, FCRL5, CD21, IgD, and also CD80 and CD273 which identify mouse B cells that are antigen-experienced and potentially memory cells (Anderson et al., 2007; Tomayko et al., 2010; Zuccarino-Catania et al., 2014).

We detected an increased number of cells in a distinct CD11b^+^CD11c^+^ MSP1_21_-specific B-cell subset at 28-35dpi, in the chronic phase of *P. chabaudi* infection (Figure 2A–B). This subset showed several AMB characteristics, including high expression of FCRL5 and low expression of CD21 and IgD (Figure 2C–E). In addition, the CD11b^+^CD11c^+^ MSP1_21_-specific B-cell subset was enriched with cells expressing CD80 and CD273 (Figure 2C–E).

**Figure 2.**
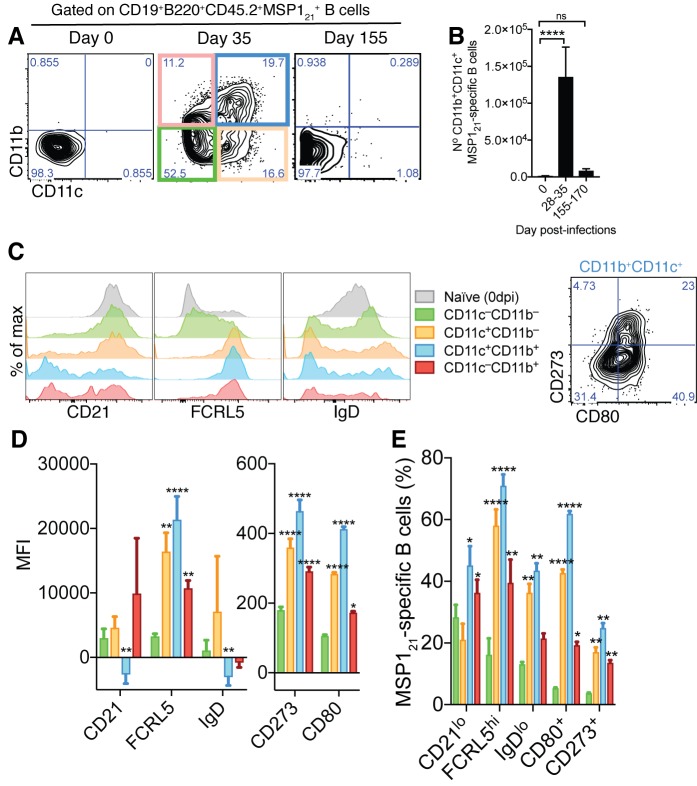
Generation of MSP1_21_-specific AMB in response to mosquito transmitted *P.chabaudi* infection. (**A**) Flow cytometry showing differential expression of CD11b and CD11c on splenic MSP1_21_-specific B cells from NIMP23→*Rag2^-/-^* chimeric mice before infection (day 0) and at 35 and 155dpi. (**B**) Numbers of splenic MSP1_21_-specific CD11b^+^CD11c^+^ AMB from NIMP23→*Rag2^-/-^* during the course of mosquito transmitted *P. chabaudi* infection. Kruskal-Wallis test vs day 0. ****, p<0.0001 (**C**) Flow cytometry showing expression of CD21/35, FCRL5, IgD, CD273 and CD80 on different subsets of splenic MSP1_21_-specific B cells from NIMP23→*Rag2^-/-^* chimeric mice defined based on CD11b and CD11c expression at 35dpi. (**D**) Geometric mean fluorescence intensity (MFI) of CD21/35, FCRL5, IgD, CD273 and CD80 expression on different subsets of splenic MSP1_21_-specific B cells from NIMP23→*Rag2^-/-^* chimeric mice defined based on CD11b and CD11c expression at 35dpi. (**E**) Frequencies of CD21/35, FCRL5, IgD, CD273 and CD80 positive cells among different subsets of splenic MSP1_21_-specific B cells from NIMP23→*Rag2^-/-^* chimeric mice defined based on CD11b and CD11c expression at 35dpi. Two-way ANOVA vs CD11b^-^CD11c^-^ subset. *p<0.05; **p<0.01, ***p<0.001; ****p<0.0001. Error bars are SEM. Data pooled from three independent experiments with 3–5 mice per group.

We then explored whether this CD11b^+^CD11c^+^ MSP1_21_-specific B cell subset was detected during the memory phase,that is after resolution of the infection. As it takes up to 90 days for a blood-stage *P. chabaudi* infection to be eliminated from C57BL/6J mice (Achtman et al., 2007; Spence et al., 2013), we measured these responses from 155dpi onwards. Unexpectedly, the numbers of CD11b^+^CD11c^+^ MSP1_21_-specific B cells were not significantly higher than background level (Figure 2A–B).

These data demonstrate that a mosquito-borne infection with *P. chabaudi* generates *Plasmodium*-specific B cells resembling human AMB. However, these cells do not persist and are not detected above background level after parasite clearance.

### Transcriptome analysis confirms the AMB nature of CD11b^+^CD11c^+^ MSP1_21_-specific B cells, and reveals a plasmablast-like signature for this subset

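B cells specific for MSP1_21_, a fragment of the parasite's merozoite surface protein 1, were sorted from the spleens of mixed bone marrow chimeras. These are irradiated *Rag2*-deficient mice given bone marrow in which a minor part carries the NIMP23 knock-in heavy chain, which supplies a receptor for this antigen, and the rest is wild-type. The RNA of AMB (CD11b+CD11c+) and of CD11b-CD11c- B cells (called non-AMB here, as in the legend of Figure 8) came from 5 mice at 35dpi, and that of naïve B cells from 5 uninfected mice (day 0), 1 library per mouse and group. SMART-Seq and Ovation Ultralow kits were used, which do not mark the strand of the RNA, so that a gene and an antisense neighbour cannot be told apart. The authors trimmed the reads with cutadapt (version 1.9.1), aligned them with STAR (2.5.1b) to the mouse genome (GRCm38) with Ensembl's genes, and estimated the count of each gene with RSEM (1.2.31). These deposited estimates are expected counts, which need not be whole because RSEM divides reads that match several genes between them. The values of close relatives, such as the immunoglobulin constant regions, the *Fcgr* genes and the leukocyte immunoglobulin-like receptors, are therefore uncertain. The counts per library summed to 7240354 to 17237978 in naïve cells (median 10571990), 12724506 to 27287651 in non-AMB (median 23196782) and 23650923 to 49068712 in AMB (median 25087452). A median of 15872 genes had a count in naïve libraries, 16404 in non-AMB and 19049 in AMB. The counts were rounded to whole numbers and compared with edgeR's quasi-likelihood test after TMM scaling and its filter on low counts, with Benjamini-Hochberg adjustment and the study's threshold of 0.01. AMB and non-AMB share their mice, so the replicate number entered that comparison as a block, as the paper's methods describe for subsets of the same mouse. Between groups of different mice the number as a block was run only as an alternative. It pairs no mice there, and calls can be lost because the block leaves less to estimate the spread from. Levels are given as CPM scaled by TMM over all 25 libraries, as mean ± SD with n = 5 mice in every group. Fold changes are log2 values with their standard error (SE). The comparisons, the rules by which genes are named, 28 gene lists and the alternative settings were fixed before the data were examined. A further setting, without AMB replicates 2 and 3, was added after seeing the data because these libraries held the most counts of *Lyz2*, a gene of myeloid cells. Against non-AMB this setting also leaves out non-AMB replicates 2 and 3. Calls lost there can therefore come from the smaller number of mice as well as from those libraries. CD11b (*Itgam*) and CD11c (*Itgax*) defined the sort, so their difference between AMB and non-AMB is no finding. The labels give days post-infection and no dates of the sorts, so whether naïve and infected groups were sorted together is not known. A difference in handling between them could not be separated from the infection.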

To gain a better understanding of the identity of the CD11b^+^CD11c^+^ *Plasmodium*-specific B cell subset, we isolated both CD11b^+^CD11c^+^ and CD11b^-^CD11c^-^ MSP1_21_-specific B cells from spleens of *P. chabaudi*-infected NIMP23→*Rag2^-/-^* mice (35dpi) (Figure 3—figure supplement 1), and MSP1_21_-specific B cells from the spleen of naïve NIMP23→*Rag2^-/-^* mice (Figure 2A), by flow cytometric sorting, and performed an mRNAseq transcriptional analysis on the three populations.

We then selected a large series of key genes previously shown to be either up or downregulated on human AMB (Supplementary file 1), and explored the expression of their mouse homologues on the three different B-cell subsets we sorted at day 35pi. 

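Of the 22 genes listed as higher in human AMB, 20 could be tested between AMB and naïve cells: 14 were higher in AMB by edgeR's test. *Cd84*, a receptor of the SLAM family, was lower, at a log2 fold change of -1.03 (SE 0.17, adjusted p = 2e-04). The largest rises were those of the chemokine receptor *Cxcr3* and the transcription factor *Tbx21*. Of the 9 genes listed as lower, 6 were lower in AMB and the other 3, *Cd40*, *Ccr6* and *Ccr7*, did not pass the test. Among the lower genes, *Icosl*, the ligand of the costimulatory receptor ICOS, stood at 79.3 ± 30.7 CPM in AMB and 375 ± 62.0 CPM in naïve cells. Its level fell by 2.30 (SE 0.26, adjusted p = 1.08e-05) on the log2 scale. Against non-AMB of the same mice, 13 of 20 listed genes were higher and 8 of 9 were lower in AMB. Of the 9, 5 were lower without AMB replicates 2 and 3, and likewise with no replicate block. Adjusted over the list alone, 16 of the genes listed as higher rose and 1 fell against naïve cells, and 7 of those listed as lower fell. Against non-AMB, 17 rose and 8 fell. The study chose these genes from reports on human cells. *Itgax* and *Itgam* among them set the gate, and Lilrb1 among them has no mouse gene of that name while *Siglecf* had too few counts for a test. As sets, the genes listed as higher passed camera, a test of a list against all other genes, against naïve cells (adjusted p = 8.94e-08) and non-AMB (adjusted p = 4e-12). They did not pass with the correlation between genes estimated (adjusted p = 0.0545 and 0.0887 with an estimated correlation). The genes listed as lower passed in the other direction, at adjusted p = 4.31e-05 and 3.41e-08. Again the call was lost with an estimated correlation (adjusted p = 0.0545 and 0.0827). *Csf1r*, a receptor of monocytes and macrophages, rose with them: its level was 326 ± 205 CPM in AMB, 4.34 ± 2.36 CPM in non-AMB and 7.49 ± 2.33 CPM in naïve cells.

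**Figure D1:**
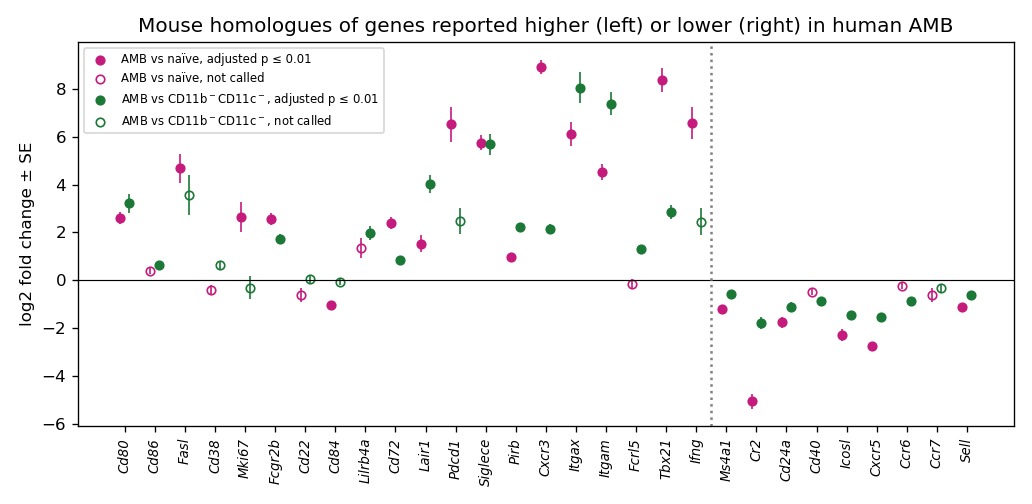
Log2 fold change of AMB against naïve cells and against CD11b-CD11c- cells (y axis, points, with the standard error as a bar) for the mouse homologues in Supplementary file 1 (x axis). Those listed as higher in human AMB stand to the left of the dotted line and those listed as lower to the right. Filled points passed edgeR's test at an adjusted p of 0.01; *Cd84* is the filled point below 0 on the left.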

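Of 12952 genes tested, 3205 were higher and 3044 lower in AMB than in naïve cells, and of 13123 genes tested, 1440 were higher and 513 lower than in non-AMB of the same mice. Of 16 genes of T-bet-positive age-associated B cells, a population described in older and infected mice, 12 were higher and 1 lower than in naïve cells (13 and 1 adjusted over the list alone). Against non-AMB, 13 were higher and the other 3 did not pass the test (14 adjusted over the list alone). By camera this list had adjusted p = 1.93e-09 against naïve cells and 6.5e-15 against non-AMB, calls that were lost at adjusted p = 0.0545 and 0.102 with an estimated correlation. It holds *Itgam* and *Itgax*, which set the gate, and shares 10 of its 16 genes with other lists. *Zeb2*, a transcription factor, and *Ahnak*, a scaffold protein, rose in it by 1.85 (SE 0.32, adjusted p = 3e-04) and 1.47 (SE 0.20, adjusted p = 4.23e-05) on the log2 scale against naïve cells. Against non-AMB they rose by 3.12 (SE 0.34, adjusted p = 0.000369) and 3.94 (SE 0.28, adjusted p = 4.4e-05). The receptor of single-stranded RNA *Tlr7* went the other way against naïve cells, at -1.31 (SE 0.19, adjusted p = 8.02e-05). Of 21 genes of B cell identity, 12 were lower and *H2-Ab1*, a class II molecule, was higher than in naïve cells (12 and 1 adjusted over the list alone). Against non-AMB, 10 were lower and the other 11 did not pass the test (11 lower adjusted over the list alone), with 6 lower without AMB replicates 2 and 3 and 6 with no replicate block. By camera the list had adjusted p = 3.57e-06 against naïve cells, and adjusted p = 0.0587 with an estimated correlation. The lower genes include *Fcer2a*, which encodes CD23 (1498 ± 451 CPM in naïve cells and 82.2 ± 26.9 CPM in AMB), and *Spib*, a transcription factor of B cells (711 ± 125 and 72.6 ± 19.8 CPM). Of the 10 largest rises against naïve cells among genes with at least 10 CPM in AMB and no overlap between the groups, 3 were in genes of the neutrophil list that encode granule proteins: *Ltf*, *Ngp* and *Camp* stood at 467 ± 433, 1053 ± 1039 and 182 ± 190.0 CPM in AMB and at 0.0704 ± 0.157, 0.266 ± 0.541 and 0.0469 ± 0.105 CPM in naïve cells. *Lcn2*, lipocalin 2, was at 169 ± 158 and 0.0352 ± 0.0787 CPM and *S1pr5*, a receptor for sphingosine-1-phosphate, at 166 ± 103 and 0.0117 ± 0.0262 CPM. The other 5, *Lrg1*, *Nupr1*, the complement receptor *C5ar1*, the lipoxygenase *Alox5* and *Fcnb*, a ficolin, were at 38.4 ± 28.2, 34.1 ± 23.2, 26.1 ± 15.2, 20.0 ± 16.5 and 14.4 ± 15.5 CPM in AMB and at 0 in every naïve library. The adjusted p of these genes by edgeR ran from 1.45e-07 for *S1pr5* to 0.000675 for *Fcnb*. Among the largest rises against non-AMB were the peptidase *Ace* at 36.4 ± 19.6 CPM in AMB and 0.0177 ± 0.0244 CPM in non-AMB, and *Mmp12*, an elastase of macrophages, at 25.0 ± 12.8 and 0.0169 ± 0.0232 CPM (edgeR's adjusted p = 3.64e-06 and 3.64e-06). Other genes with the largest falls against naïve cells were *Myof*, which encodes a membrane protein, at -5.45 (SE 0.32, adjusted p = 1.51e-07), and the chemokine receptor *Ackr3* at -5.59 (SE 0.41, adjusted p = 5.6e-07). *Il12a*, a chain of interleukin 12, fell by 2.94 (SE 0.26, adjusted p = 0.000126) against non-AMB. Transcripts of other cell types were present in the AMB libraries. *Lyz2*, which encodes the lysozyme of myeloid cells, was at 4478 ± 3336 CPM in AMB, from 703.5 in replicate 5 to 8772 in replicate 2. It was at 38.4 ± 16.7 CPM in non-AMB and 16.9 ± 3.02 CPM in naïve cells. Against non-AMB, 16 of 17 genes of monocytes and macrophages, 12 of 12 of NK cells and 9 of 11 of dendritic cells were higher in AMB. Naïve B cells express 4, 1 and 1 of the listed genes at 10 CPM or more, and 1 of the dendritic cell genes is in another list. Without AMB replicates 2 and 3, 2784 genes were higher than in naïve cells, and 582 higher and 130 lower than in non-AMB. The fit against non-AMB left out the same replicates of non-AMB. Counts against non-AMB moved by over 1.5 times without replicate 1 (945 higher, 180 lower), replicate 3 (922 and 184) and replicate 4 (242 lower), without the replicate block (211 lower) and by DESeq2 (2347 higher, 994 lower). The call for *H2-Ab1* against naïve cells was lost at adjusted p = 0.0157 with the replicate number as a block, 0.0119 without AMB replicate 4, and 0.0144, 0.0133, 0.0145 and 0.0138 without naïve replicates 1, 3, 4 and 5 in turn (0.000163 to 0.0157 over 17 alternatives).

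**Figure D2:**
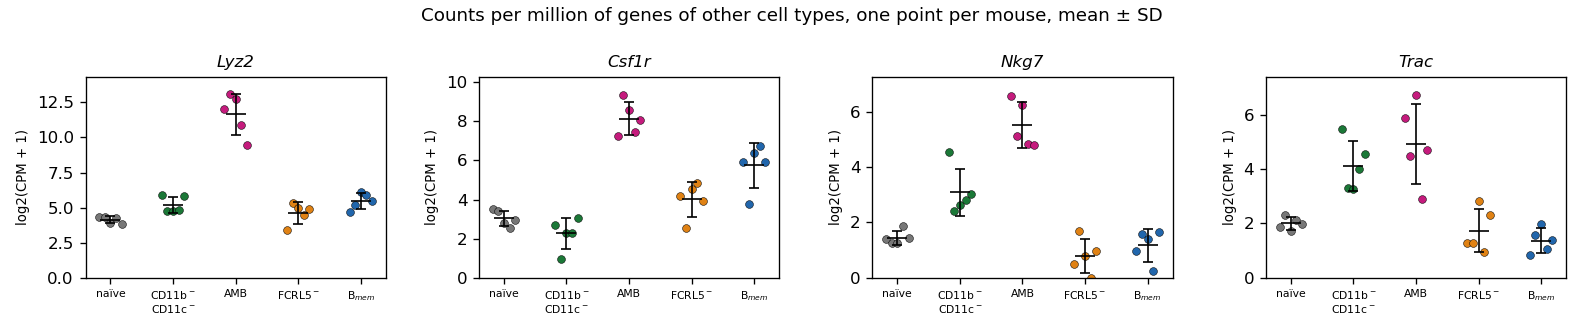
Levels of *Lyz2* (myeloid cells), *Csf1r* (monocytes and macrophages), *Nkg7* (NK cells) and *Trac* (T cells) in log2(CPM + 1) (y axis) for the 5 groups (x axis). Points are mice, and the dash and bar are their mean and SD. The mean of each gene is highest in AMB; for *Trac* the libraries of AMB and CD11b-CD11c- cells overlap.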

The transcriptome of CD11b^+^CD11c^+^ MSP1_21_-specific B cells highly resembled that of human AMB. A series of hallmark genes upregulated in human AMB were also upregulated in CD11b^+^CD11c^+^ MSP1_21_-specific B cells, including IgG (*Ighg2c* and *Ighg2b*), *Cxcr3*, *Tbx21* (T-bet), *Lair1* and *Fcrl5* (Figure 3, genes in red boxes, and references in Supplementary file 1). In addition, the MSP1_21_-specific CD11b^+^CD11c^+^ B-cell subset showed upregulation of *Ifng*, *Aicda*, a large array of inhibitory receptors [including *Pd1*, *Cd72*, *Cd85k*, *Fcgr2b* (CD32b), S*iglece*], antigen-experienced/memory markers [*Cd80*, *Cd86*, *Nt5e* (CD73) and high *Cd38*], and additional class-switched immunoglobulins (i.e. *Igha*, *Ighg1* and *Ighg3*), all of which have been shown to be upregulated on human AMB (Figure 3C–G, references in Supplementary file 1). These cells also expressed Galectins (*Lgals1* and *Lgals3*), previously implicated in B-cell anergy (Clark et al., 2007) (Figure 3H), and displayed a pro-apoptotic program (e.g. high expression of *Fasl*, and low expression of *Bcl2*) (Figure 3I). 

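The switched heavy chain genes *Ighg2c* and *Ighg2b* were higher in AMB than in non-AMB and naïve cells. So were *Cxcr3*, a receptor that guides cells to inflamed tissue, and *Tbx21*, which encodes the T-box factor T-bet. *Ighg2c* (ENSMUSG00000076612, chromosome 12, 113285325 to 113288932 of GRCm38) stood at 2247 ± 1382 CPM in AMB, 259.7 ± 97.0 CPM in non-AMB and 0.223 CPM in naïve cells, which held 0 to 14 counts each. *Ighg2b* stood at 2349 ± 862, 331 ± 84.7 and 4.33 ± 1.36 CPM. *Cxcr3* (ENSMUSG00000050232, chromosome X, 101731535 to 101734269) was at 589 ± 147 CPM in AMB, 134 ± 25.2 CPM in non-AMB and 1.19 ± 0.388 CPM in naïve cells. For *Tbx21* (ENSMUSG00000001444, chromosome 11, 97098071 to 97115331) the levels were 455 ± 214, 60.1 ± 18.6 and 1.25 ± 0.642 CPM. Against naïve cells, edgeR gave a log2 fold change of 9.01 (SE 0.37, adjusted p = 2.75e-08) for *Ighg2b*, 8.92 (SE 0.30, adjusted p = 8.05e-09) for *Cxcr3* and 8.38 (SE 0.51, adjusted p = 1.77e-07) for *Tbx21*. Against non-AMB the values were 3.01 (SE 0.21, adjusted p = 3.74e-05) for *Ighg2c* and 2.82 (SE 0.22, adjusted p = 6.21e-05) for *Ighg2b*. They were 2.14 (SE 0.21, adjusted p = 0.000199) for *Cxcr3* and 2.84 (SE 0.29, adjusted p = 0.000263) for *Tbx21*. All 4 genes were higher in AMB in 5 of 5 mice. Reads of *Ighg2c* and *Ighg2b* may be shared, as their sequences are alike. *Lair1*, an inhibitory receptor for collagen, was at 99.3 ± 45.7 CPM in AMB, 5.74 ± 1.195 CPM in non-AMB and 32.4 ± 10.4 CPM in naïve cells. Its log2 fold changes were 4.03 (SE 0.38, adjusted p = 0.000167) against non-AMB and 1.53 (SE 0.34, adjusted p = 0.00197) against naïve cells. *Fcrl5* (ENSMUSG00000048031, chromosome 3, 87435773 to 87500678), an Fc receptor-like protein of B cells, was at 209.5 ± 58.0 CPM in AMB, 87.8 ± 35.2 CPM in non-AMB and 222 ± 25.9 CPM in naïve cells. It was higher than in non-AMB at 1.31 (SE 0.15, adjusted p = 0.00053), and its difference of -0.15 from naïve cells did not pass the test (SE 0.20, adjusted p = 0.535). *Nkg7*, a gene of NK and cytotoxic T cells, was also higher in AMB (51.3 ± 30.97 CPM) than in non-AMB (8.98 ± 7.53 CPM). Against naïve cells the call for *Lair1* was lost at adjusted p = 0.0188 with the replicate number as a block and 0.0151 without AMB replicates 2 and 3 (1.43e-05 to 0.0188 over 17 alternatives). Against non-AMB that for *Fcrl5* was lost at adjusted p = 0.0156 without AMB replicates 2 and 3 (2.95e-13 to 0.0156 over 11 alternatives).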

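Most of these genes were higher in AMB than in naïve cells. *Cd80*, a costimulatory ligand, rose to 10.6 ± 2.46 CPM from 1.64 ± 0.258 CPM in naïve and 1.23 ± 0.578 CPM in non-AMB cells, and *Nt5e*, the ectoenzyme CD73, to 26.6 ± 8.35 CPM from 3.45 ± 0.488 CPM in naïve cells. *Cd86*, another costimulatory ligand, was higher than in non-AMB (155 ± 17.9 against 102 ± 11.9 CPM) but did not pass the test against naïve cells (113 ± 7.85 CPM). *Cd38*, an ectoenzyme of the cell surface, was at 726 ± 217 CPM in AMB, 914 ± 109 CPM in naïve cells and 466 ± 69.1 CPM in non-AMB, and passed neither test. Of the study's 6 memory genes, *Nt5e* and *Cd80* were higher in AMB than in naïve cells and *Bcl2* lower, also adjusted over the list alone. As the study picked these genes, they are not independent evidence. Against naïve cells edgeR gave log2 fold changes of 2.62 (SE 0.26, adjusted p = 4.32e-06) for *Cd80* and 2.88 (SE 0.28, adjusted p = 3.54e-06) for *Nt5e*. Those against non-AMB were 3.22 (SE 0.40, adjusted p = 0.00066) for *Cd80* and 0.65 (SE 0.09, adjusted p = 0.00146) for *Cd86*. The differences that did not pass were those of *Cd86* and *Cd38* from naïve cells (log2 fold changes 0.40 and -0.39, adjusted p = 0.0148 and 0.103). Nor did those of *Cd38* and *Nt5e* from non-AMB (0.63 and 0.84, adjusted p = 0.0224 and 0.0203). The inhibitory receptors *Fcgr2b*, *Cd72* and *Siglece* were at 1290.0 ± 509, 2112 ± 939 and 25.7 ± 5.93 CPM in AMB and 207 ± 13.4, 384 ± 13.7 and 0.453 ± 0.17 CPM in naïve cells. Their log2 fold changes were 2.57, 2.40 and 5.75 (adjusted p = 3.2e-06, 1.02e-05 and 1.02e-07). *Pdcd1*, which encodes PD-1, was at 6.67 ± 4.70 CPM in AMB and at 0 to 2 counts in each naïve library (adjusted p = 1.07e-05). In non-AMB it was at 1.25 ± 1.053 CPM (adjusted p = 0.0115). *Lilrb4a*, the mouse gene for CD85k, was at 74.3 ± 19.2 CPM in AMB and 27.3 ± 18.9 CPM in naïve cells (log2 fold change 1.36, adjusted p = 0.0126). It passed the test against non-AMB at 1.99 (SE 0.29, adjusted p = 0.00168). *Lilrb4a*, *Siglece* and *Fcgr2b* have close relatives that may share their reads. The cytokine gene *Ifng* was at 5.32 ± 2.54 CPM in AMB and 0.972 ± 0.512 CPM in non-AMB (adjusted p = 0.0151). It had 0 to 2 counts in each naïve library (adjusted p = 5.92e-06). *Aicda*, which encodes the enzyme of somatic hypermutation and class switching, was at 61.5 ± 16.9 CPM in AMB, above naïve cells by 6.18 (SE 0.43, adjusted p = 4.25e-07). Non-AMB had more, at 170.2 ± 72.1 CPM, so that AMB lay at -1.38 (SE 0.18, adjusted p = 0.00103) against them. *Igha*, *Ighg1* and *Ighg3* were above naïve cells by 5.97 (SE 1.07, adjusted p = 0.000418), 6.34 (SE 0.79, adjusted p = 2.63e-05) and 3.88 (SE 0.38, adjusted p = 3.77e-06), and *Igha* varied widely between mice (887 ± 1151 CPM). *Adgre1*, which encodes the macrophage antigen F4/80, was at 335 ± 208 CPM in AMB and 5.13 ± 2.44 CPM in non-AMB. Against non-AMB the call for *Cd86* was lost at adjusted p = 0.0193 without AMB replicates 2 and 3 (1.5e-08 to 0.0193 over 11 alternatives). That for *Lilrb4a* was lost at adjusted p = 0.0113 without replicate 1 (4.19e-11 to 0.0113 over 11 alternatives), and that for *Aicda* was lost at adjusted p = 0.0149 without AMB replicates 2 and 3 (8.43e-12 to 0.0149 over 11 alternatives).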

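Both galectin genes, whose products bind sugars on the cell surface, were higher in AMB. *Lgals1* stood at 64.8 ± 14.8 CPM in AMB, 10.9 ± 3.73 CPM in non-AMB and 7.23 ± 1.895 CPM in naïve cells, and *Lgals3* at 221 ± 118, 15.2 ± 1.77 and 10.6 ± 3.44 CPM. *Fasl*, the ligand of the death receptor *Fas*, was at 3.76 ± 1.53 CPM in AMB and 0.151 ± 0.148 CPM in naïve cells, where it had 0 to 3 counts per library. *Bcl2* (ENSMUSG00000057329, chromosome 1, 106538178 to 106714274), which protects cells from apoptosis, fell by 1.25 (SE 0.19, adjusted p = 0.000107) on the log2 scale against naïve cells. Against non-AMB its difference of -0.53 did not pass the test (SE 0.16, adjusted p = 0.0416). By edgeR the log2 fold changes against naïve cells were 3.09 (SE 0.23, adjusted p = 5.76e-07) for *Lgals1* and 4.32 (SE 0.42, adjusted p = 3.73e-06) for *Lgals3*. Against non-AMB they were 2.63 (SE 0.15, adjusted p = 2.04e-05) and 3.70 (SE 0.36, adjusted p = 0.000188). The adjusted p of *Fasl* was 3.38e-05 against naïve cells and 0.0167 against non-AMB (0.415 ± 0.453 CPM). Apoptosis genes went both ways. Of 17 pro-apoptotic genes measured, 6 were higher in AMB than in naïve cells and 3 lower (6 and 3 adjusted over the list alone). Those that rose include *Bbc3* and *Pmaip1*, which encode the BH3-only proteins PUMA and NOXA, at 3.67 (SE 0.54, adjusted p = 9.46e-05) and 1.47 (SE 0.20, adjusted p = 4.46e-05). Those that fell include the apoptosome gene *Apaf1*, at -1.48 (SE 0.23, adjusted p = 0.000134), and *Bcl2l11*, which encodes BIM, at -1.35 (SE 0.19, adjusted p = 6.39e-05). Of 11 anti-apoptotic genes, 4 were higher and 4 lower (4 and 4 adjusted over the list alone). *Bcl2l1*, which encodes BCL-XL, rose by 2.04 (SE 0.22, adjusted p = 9.26e-06), and *Bcl2a1d* by 2.37 (SE 0.25, adjusted p = 7.24e-06), although it has near-identical copies that may share its reads. As sets, neither list passed camera (adjusted p = 0.494 and 0.552). The test fry, which asks whether a list's own genes move on balance 1 way, called the pro-apoptotic list higher (adjusted p = 3.08e-05). Of its 17 measured genes, 7 had a log2 fold change above 0. Fry did not call the anti-apoptotic list (adjusted p = 0.0329). *C1qb*, a complement gene of macrophages, was at 186 ± 102 CPM in AMB and 3.89 ± 1.24 CPM in naïve cells.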

Interestingly, in agreement with data on human AMB, MSP1_21_-specific CD11b^+^CD11c^+^ B cells showed upregulation of *Mki67* (Figure 3J), indicative of proliferation, and had characteristics of plasmablasts and/or plasma cells, including upregulation of *Cd138*, *Prdm1* (*Blimp1*) and *Xbp1*, and low expression of *Cxcr5*, *Pax5*, and *Bcl6* (Figure 3B and K). However, these cells showed low expression of *Irf4* and *S1p1*, suggesting that they may be in a pre-plasmablast or pre-migratory plasma-cell stage (Kabashima et al., 2006; Kallies et al., 2007) (Figure 3K). 

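Genes of proliferation and of secretion were partly higher in AMB, and transcription factors that keep B cell identity were lower. *Mki67*, a gene of dividing cells, stood at 60.0 ± 47.8 CPM in AMB and 59.8 ± 31.5 CPM in non-AMB, both above the 9.32 ± 5.07 CPM of naïve cells. *Xbp1*, which drives the secretory program, was at 609 ± 258 CPM in AMB, 384 ± 55.6 CPM in non-AMB and 115 ± 44.8 CPM in naïve cells. *Prdm1*, which encodes BLIMP1, was at 12.3 ± 7.12 CPM in AMB, higher than in non-AMB (1.93 ± 1.47 CPM), and at 11.1 ± 1.78 CPM in naïve cells. *Sdc1*, which encodes CD138, was at 14.9 ± 12.3, 8.79 ± 4.30 and 5.88 ± 3.44 CPM in the 3 groups and passed neither test. The follicle-homing receptor *Cxcr5* and the factors *Pax5* and *Bcl6* were at 143 ± 39.3, 18.8 ± 6.03 and 17.3 ± 3.63 CPM in AMB and 928 ± 47.6, 61.7 ± 13.8 and 79.6 ± 23.3 CPM in naïve cells. Against naïve cells, edgeR gave a log2 fold change of 2.63 (SE 0.63, adjusted p = 0.003) for *Mki67* and 2.33 (SE 0.39, adjusted p = 0.000247) for *Xbp1*. For *Cxcr5*, *Pax5* and *Bcl6* it gave -2.77 (SE 0.20, adjusted p = 4.78e-07), -1.78 (SE 0.26, adjusted p = 7.76e-05) and -2.26 (SE 0.22, adjusted p = 3.73e-06). *Prdm1* differed from naïve cells by 0.08 (adjusted p = 0.848) and from non-AMB by 2.799 (SE 0.30, adjusted p = 0.000321). For *Sdc1* the log2 fold changes were 1.27 (SE 0.66, adjusted p = 0.115) against naïve cells and 0.34 (SE 0.51, adjusted p = 0.667) against non-AMB. The differences of *Mki67* and *Bcl6* from non-AMB did not pass the test (adjusted p = 0.666 and 0.0769). *Cxcr5* was lower than there, at -1.56 (SE 0.14, adjusted p = 0.000119). Of 26 plasma cell and secretory genes, 11 were higher and 3 lower in AMB than in naïve cells (11 and 3 adjusted over the list alone). *Edem1*, which helps to degrade misfolded proteins, rose by 2.30 (SE 0.30, adjusted p = 4.29e-05) and *Pdia4*, a folding enzyme, fell by 2.43 (SE 0.29, adjusted p = 2e-05). Of 27 against non-AMB, 7 were higher and the other 20 did not pass the test (8 adjusted over the list alone). The count of higher genes was 2 without AMB replicates 2 and 3 and 3 with no replicate block. The list did not pass camera against naïve cells (adjusted p = 0.171). *Trac*, the constant region of the T cell receptor, was at 43.1 ± 39.6 CPM in AMB, 19.6 ± 14.3 CPM in non-AMB and 3.05 ± 0.659 CPM in naïve cells. The call for *Mki67* was lost at adjusted p = 0.0128 with the replicate number as a block (6.88e-06 to 0.0128 over 17 alternatives).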

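*Irf4*, a transcription factor that plasma cells need, and *S1pr1*, the receptor that lets lymphocytes leave the tissue, were both far lower in AMB than in naïve cells. *Irf4* was at 15.0 ± 4.45 CPM in AMB, 23.1 ± 4.11 CPM in non-AMB and 150.2 ± 13.7 CPM in naïve cells. *S1pr1* was at 353 ± 130.2, 341 ± 110.2 and 1205 ± 116 CPM. Against naïve cells, edgeR gave a log2 fold change of -3.38 (SE 0.21, adjusted p = 1.8e-07) for *Irf4* and -1.84 (SE 0.25, adjusted p = 4.93e-05) for *S1pr1*. Non-AMB of the same mice were also lower than naïve cells, at -2.78 (SE 0.14, adjusted p = 7.37e-08) and -1.901 (SE 0.21, adjusted p = 1.1e-05). The differences of AMB from non-AMB did not pass the test (log2 fold changes -0.61 and 0.05, SE 0.19 and 0.15, adjusted p = 0.0476 and 0.833).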

Finally, and similar to human AMB, CD11b^+^CD11c^+^ MSP1_21_-specific B cells showed low expression of *Cd40*, *Cr2* (CD21), *Ms4a1* (CD20), and *Cd24a* (Figure 3L).

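*Cr2*, the complement receptor CD21, showed one of the largest falls in AMB, while the falls of *Ms4a1* (CD20) and *Cd24a* (CD24) were smaller. *Cd40*, the receptor of T cell help, was lower than in non-AMB and did not pass the test against naïve cells. *Cr2* (ENSMUSG00000026616, chromosome 1, 195136811 to 195176716) was at 94.7 ± 41.5 CPM in AMB, 314 ± 49.3 CPM in non-AMB and 3031 ± 437 CPM in naïve cells. *Ms4a1* was at 2169 ± 82.1, 3274 ± 166 and 4846 ± 268 CPM. *Cd24a* was at 203 ± 71.8, 429 ± 95.2 and 655 ± 66.9 CPM, and *Cd40* at 215 ± 42.0, 402 ± 65.1 and 289 ± 18.1 CPM. Against naïve cells the log2 fold changes by edgeR were -5.07 (SE 0.31, adjusted p = 1.8e-07) for *Cr2*, -1.23 (SE 0.11, adjusted p = 2.34e-06) for *Ms4a1* and -1.76 (SE 0.23, adjusted p = 4.44e-05) for *Cd24a*. *Cd40* was at -0.49 (SE 0.14, adjusted p = 0.0113), not past the threshold. Against non-AMB they were -1.79 (SE 0.23, adjusted p = 0.000853) for *Cr2* and -0.56 (SE 0.09, adjusted p = 0.0021) for *Ms4a1*. *Cd24a* and *Cd40* were lower there at -1.11 (SE 0.18, adjusted p = 0.00249) and -0.88 (SE 0.09, adjusted p = 0.000304). Against non-AMB the call for *Ms4a1* was lost at adjusted p = 0.0379 without AMB replicates 2 and 3 and 0.0173 and 0.012 without replicates 1 and 3 in turn (1.19e-08 to 0.0379 over 11 alternatives), and that for *Cd24a* was lost at adjusted p = 0.0117 with no replicate block, 0.0418 without AMB replicates 2 and 3, and 0.0117 and 0.0154 without replicates 1 and 3 in turn (3.13e-08 to 0.0418 over 11 alternatives).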

**Figure 3.**
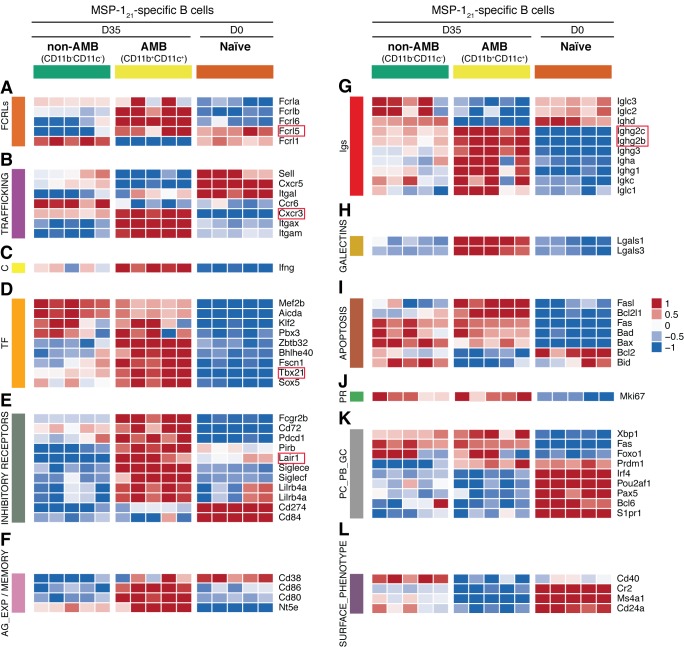
Transcriptome analysis of sorted splenic MSP1_21_-specific CD11b^+^CD11c^+^AMB. MSP1_21_-specific CD11b^+^CD11c^+^ (AMB) and CD11b^—^CD11c^—^ B cells were flow cytometry sorted from the spleen of NIMP23→*Rag2^-/-^* chimeric mice at 35dpi; MSP1_21_-specific B cells were flow cytometry sorted from the spleen of naïve NIMP23→*Rag2^-/-^*, and these three B cell populations were submitted to mRNAseq analysis. The heat maps display level of expression of selected individual genes, organized in functional clusters related to (**A**) Fc receptor like molecules, (**B**) cell trafficking, (**C**) cytokines, (**D**) transcription factors, (**E**) inhibitory receptors, (**F**) antigen experience/memory, (**G**) immunoglobulins, (**H**) galectins, (**I**) apoptosis, (**J**) proliferation, (**K**) plasma cells/plasmablasts/germinal centers, (**L**) surface markers. Each column corresponds to data from an individual mouse (n = 5 35 dpi, n = 5 0 dpi).

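Among the genes of the heat maps that the text does not name, AMB had less of the Fc receptor-like gene *Fcrl1* than both other groups (216 ± 10.5 CPM in AMB, 460.2 ± 38.1 in non-AMB and 392 ± 27.0 in naïve cells). The transcription factors *Zbtb32* and *Bhlhe40*, both repressors, were higher (179.5 ± 61.0 and 229 ± 92.7 CPM in AMB, 7.43 ± 2.59 and 40.2 ± 4.29 CPM in naïve cells). So was *Fscn1*, which encodes an actin-bundling protein. *Ighd*, the heavy chain gene of IgD, stood at 172 ± 68.0 CPM in AMB, 1569 ± 227 CPM in non-AMB and 2062 ± 667 CPM in naïve cells. *Cd274*, which encodes the inhibitory ligand PD-L1, was lower than in naïve cells (38.6 ± 7.45 against 137 ± 14.1 CPM), and the octamer coactivator gene *Pou2af1* too (224 ± 70.9 against 1108 ± 149 CPM). By edgeR the log2 fold changes against naïve cells were -0.93 (SE 0.11, adjusted p = 1.41e-05) for *Fcrl1*, 4.52 (SE 0.32, adjusted p = 4.41e-07) for *Zbtb32* and 2.45 (SE 0.27, adjusted p = 1.1e-05) for *Bhlhe40*. They were 6.27 (SE 0.60, adjusted p = 3.34e-06) for *Fscn1* and -3.64 (SE 0.30, adjusted p = 1.27e-06) for *Ighd*. *Cd274* fell by 1.896 (SE 0.16, adjusted p = 1.59e-06) and *Pou2af1* fell by 2.37 (SE 0.21, adjusted p = 1.86e-06). The inhibitory receptor *Pirb* rose by 0.96 (SE 0.17, adjusted p = 0.000498) against naïve cells and 2.24 (SE 0.15, adjusted p = 3.8e-05) against non-AMB, though it has close relatives whose reads may be shared. *Sell*, which encodes the lymph node homing receptor L-selectin, fell by 1.13 (SE 0.17, adjusted p = 9.78e-05) and the transcription factor gene *Sox5* rose by 3.19 (SE 0.37, adjusted p = 1.37e-05). *Mef2b*, a factor of germinal centre B cells, was above naïve cells in AMB at 6.01 (SE 0.26, adjusted p = 4.18e-08). Non-AMB had still more of it, and AMB lay at -1.54 (SE 0.16, adjusted p = 0.000298) against them. *Klf2*, a factor of resting lymphocytes, rose by 3.86 (SE 0.68, adjusted p = 0.000383) and varied between mice (214 ± 209.8 CPM). Without AMB replicates 2 and 3 its rise was 2.40. *Fcrla*, *Pbx3*, *Foxo1*, *Bid*, *Ccr6* and *Cd22* did not pass the test against naïve cells (adjusted p = 0.0355, 0.0149, 0.0106, 0.0126, 0.145 and 0.0889). *Ccr6*, a chemokine receptor, was lower than in non-AMB, at -0.88 (SE 0.09, adjusted p = 0.000282). The integrin gene *Itgal* fell by 1.203 (SE 0.25, adjusted p = 0.00111) against naïve cells. Against non-AMB it was at 1.35 (SE 0.31, adjusted p = 0.0136), which did not pass by edgeR and did by DESeq2 (adjusted p = 1.72e-05), with no filter on low counts (0.000441) and without replicate 5 (0.00725). Of the light chain constant genes, *Igkc* and *Iglc1* were higher and *Iglc2* and *Iglc3* lower than in naïve cells, but near-identical sequences leave their reads uncertain. *Cd300e*, a receptor of monocytes, was at 159 ± 132 CPM in AMB and 0.31 ± 0.205 CPM in non-AMB. The call for *Itgal* was lost at adjusted p = 0.0196 with all 25 libraries in the fit (0.000125 to 0.0196 over 17 alternatives).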

**Figure 3—figure supplement 1.**
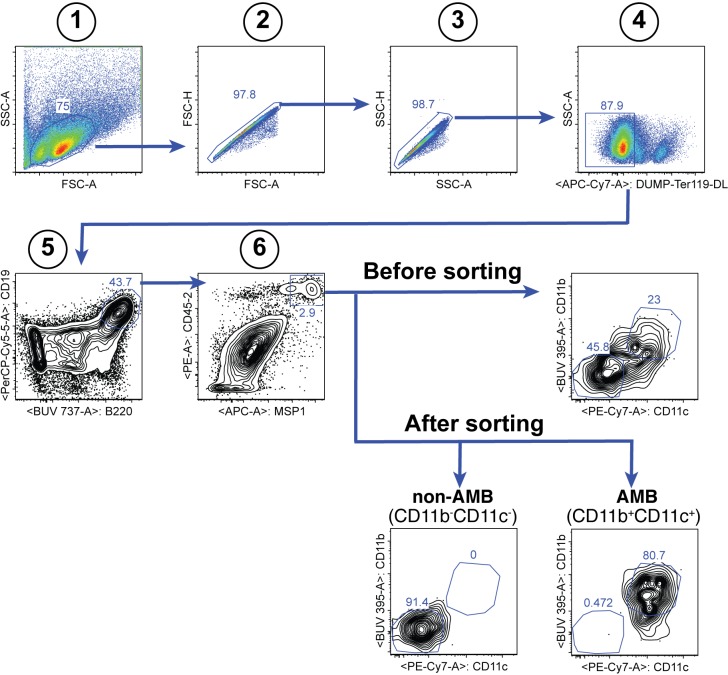
Gating strategy for the sorting of splenic MSP1_21_-specific CD11b^+^CD11c^+^ AMB and CD11b^—^CD11c^—^ B cells at 35dpi.

**Figure 3—figure supplement 2.**
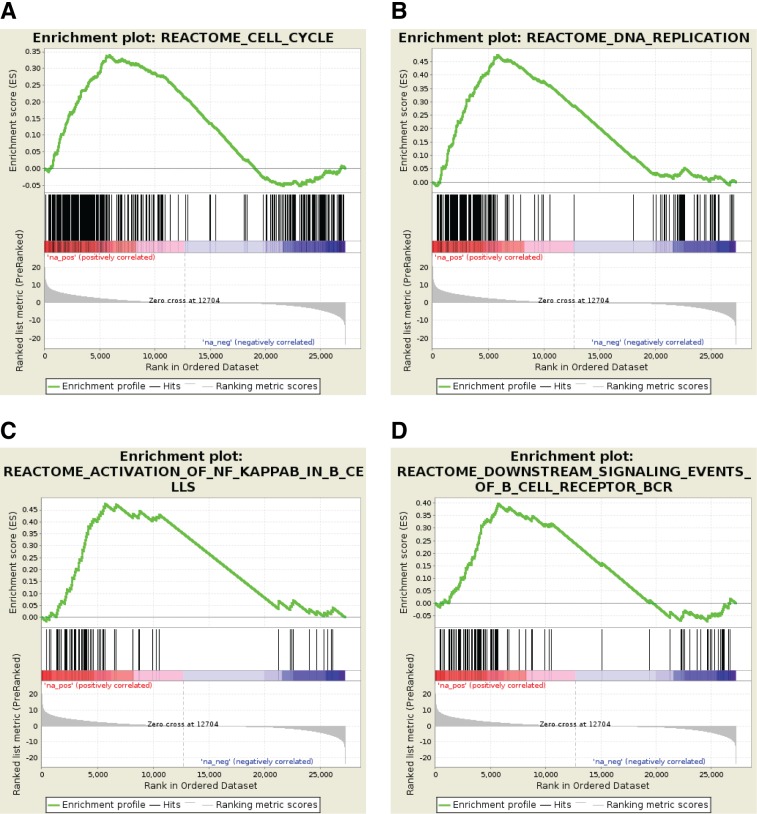
Profile of the Running *ES* Score and positions of GeneSet members on the rank ordered list for selected Reactome pathway gene sets.

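Gene groups were examined with 28 lists of genes, which cover the processes named in the paper, B cell subsets and the other cell types that a sort could hold. The Reactome sets of the study were not used here, so these lists differ from them in content. For every list and comparison, the members that passed edgeR's test were counted (adjusted p of at most 0.01 over all genes, and again adjusted over the list alone) and the median log2 fold change was taken. The test camera of limma (version 3.58.1) then asked whether a list's genes move more than the other genes do. It was run with a preset correlation between genes of 0.01 and again with a correlation estimated from the libraries, the p-values of the 28 lists being adjusted together within a comparison. Between AMB and naïve cells, 16 lists passed camera with the preset correlation. With an estimated correlation 0 lists passed at 0.01, and 10 lists had an unadjusted p under 0.05. The test fry, which asks whether a list's own genes move on balance 1 way, called 21.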

We ran a Gene Set Enrichment Analysis (GSEA) (Subramanian et al., 2005) with a gene list ranked according to their differential expression between MSP1_21_-specific CD11b^+^CD11c^+^ AMB sorted from infected mice and MSP1_21_-specific B cells sorted from naïve mice, using gene sets *a priori* obtained from Reactome (Fabregat et al., 2018). Among the gene sets yielding the top 50 significant (fdr <0.001) highest normalized enrichment score (*NES*) we obtained gene sets corresponding to cell cycle, DNA replication, generation/consumption of energy, regulation of apoptosis, activation of NF-κB on B cells, and downstream signaling events of the BCR (Supplementary file 2 and Figure 3—figure supplement 2). These data further corroborate the activated and proliferative nature of MSP1_21_-specific CD11b^+^CD11c^+^ AMB.

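Of 41 mitotic genes, 34 were higher in AMB than in naïve cells and the other 7 did not pass the test (35 adjusted over the list alone), with a median log2 fold change of 2.63. By camera this list had adjusted p = 1.12e-05, and adjusted p = 0.635 with an estimated correlation. Of 42 genes of DNA replication, 17 were higher and 2 lower (17 and 2 adjusted over the list alone). *Rrm2*, a subunit of ribonucleotide reductase, rose by 3.34 (SE 0.57, adjusted p = 0.000298) and *Cdc6*, which licenses origins, by 2.67 (SE 0.50, adjusted p = 0.000594) in edgeR's test. *Rfc1*, the large subunit of the clamp loader, fell by 1.38 (SE 0.21, adjusted p = 0.000106). Of 61 genes of the respiratory chain, 16 were higher and 2 lower (12 and 2 adjusted over the list alone; 27 higher by DESeq2), with 56 at a log2 fold change above 0. Their camera adjusted p was 0.00938, and adjusted p = 0.639 with an estimated correlation. *Uqcrfs1* and *Cyc1* of complex III rose by 1.53 (SE 0.30, adjusted p = 0.000729) and 1.24 (SE 0.25, adjusted p = 0.00108), and *Ndufs1* of complex I fell by 0.97 (SE 0.17, adjusted p = 0.000368). Of 17 genes of the tricarboxylic acid cycle 3 were higher and 3 lower (3 and 3 adjusted over the list alone). Of 16 of glycolysis 6 were higher and 2 lower (6 and 2 adjusted over the list alone), with 13 above 0. Without AMB replicates 2 and 3, 1 gene each of DNA replication, the respiratory chain and the tricarboxylic acid cycle was lower and 0 of glycolysis were. With the replicate number as a block 1 each of DNA replication and glycolysis was lower, and DESeq2 called 1 of glycolysis lower. Of 37 proteasome subunits, 21 were higher and the other 16 did not pass the test (21 adjusted over the list alone), and 13 were higher with the replicate number as a block. Camera gave this list adjusted p = 0.0047, and adjusted p = 0.635 with an estimated correlation. *Psmb9* and *Psma7* rose by 0.90 (SE 0.14, adjusted p = 0.000126) and 0.80 (SE 0.15, adjusted p = 0.000664). Of 38 genes of NF-kB and B cell receptor signalling without proteasome subunits, 7 were higher and 13 lower (7 and 13 adjusted over the list alone). *Relb*, an NF-kB subunit, and the adaptor *Grb2* rose by 2.89 (SE 0.31, adjusted p = 7.22e-06) and 2.87 (SE 0.39, adjusted p = 5.12e-05). *Btk*, a kinase of the receptor's signal, fell by 2.39 (SE 0.18, adjusted p = 7.74e-07). Camera's adjusted p missed the threshold for DNA replication (0.0244), glycolysis (0.18), the tricarboxylic acid cycle (0.934) and NF-kB and receptor signalling (0.208, on the side of a fall). Fry called the proteasome and glycolysis lists higher (adjusted p = 0.00113 and 0.00732) and NF-kB and receptor signalling lower (0.00844). It did not call the mitotic genes (0.0159), the respiratory chain (0.0163), DNA replication (0.0497) or the tricarboxylic acid cycle (0.904). *Klrk1*, a receptor of NK cells, was at 36.0 ± 12.8 CPM in AMB and 1.31 ± 0.663 CPM in naïve cells.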

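The mitotic genes with the largest rises in AMB were *Ccna2*, which encodes cyclin A2, at a log2 fold change of 4.59 (SE 0.62, adjusted p = 5.1e-05) from edgeR, and *Birc5*, which encodes survivin of the chromosomal passenger complex, at 4.06 (SE 0.59, adjusted p = 8.39e-05). Next came *Ube2c*, a ubiquitin-conjugating enzyme that helps cells to leave mitosis, at 3.83 (SE 0.74, adjusted p = 0.000699), and *Cdk1*, the kinase that starts it, at 3.81 (SE 0.62, adjusted p = 0.000201). *Ccna2* rose to 93.7 ± 71.5 CPM from 3.70 ± 1.43 CPM in naïve cells and *Cdk1* to 85.5 ± 68.6 CPM from 5.81 ± 2.48 CPM. Every measured member of this list lay above naïve cells, whether or not it passed the test. *Ccl5*, a chemokine of T and NK cells, was at 60.8 ± 37.9 CPM in AMB and 0.92 ± 0.227 CPM in naïve cells.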

Taken together, these data demonstrate that CD11b^+^CD11c^+^ MSP1_21_-specific mouse AMB present during the chronic phase of *P. chabaudi* infection are very similar to human AMB described in several chronic infections. In addition, this B-cell subset shows features of activation, proliferation, DNA replication and plasmablasts, resembling previous observations in human AMB (Muellenbeck et al., 2013).

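Of 41 mitotic genes, 37 were higher in non-AMB than in naïve cells and the other 4 did not pass the test (37 adjusted over the list alone). By camera the list had adjusted p = 1.85e-14, and adjusted p = 0.411 with an estimated correlation. *Ccna2* rose in them by 4.56 (SE 0.38, adjusted p = 1.64e-06). Between AMB and non-AMB 0 of the 41 passed edgeR's test, 1 was higher at an unadjusted p under 0.05 and 1 was higher by DESeq2. Of 42 DNA replication genes, 30 were higher and 2 lower in non-AMB than in naïve cells (30 and 2 adjusted over the list alone). In AMB 4 of them were lower than in non-AMB and the other 38 did not pass the test (4 adjusted over the list alone). There was 1 lower gene without AMB replicates 2 and 3, and likewise with no replicate block. Of 61 respiratory genes, 43 were higher and 2 lower in non-AMB than in naïve cells (48 and 2 adjusted over the list alone). Of 37 proteasome subunits, 33 were higher and the others did not pass (33 higher and 1 lower adjusted over the list alone). Against non-AMB, 1 gene of each list was lower in AMB, *Ndufs7* and *Psma2*, and 0 of either list when edgeR's p was adjusted over the list alone. DESeq2 called 4 and 5 lower, and 31 and 17 were lower at an unadjusted p under 0.05. Camera called both lists lower in AMB than in non-AMB, at adjusted p = 5.74e-05 and adjusted p = 0.000917, with 1 of 61 and 2 of 37 genes at a log2 fold change above 0, and both had adjusted p = 0.637 with an estimated correlation. In all, 2810 genes were higher and 3159 lower in non-AMB than in naïve cells, of 11962 tested. By camera DNA replication between AMB and non-AMB had adjusted p = 0.000718, on the side of a fall, and adjusted p = 0.638 with an estimated correlation. *Slamf7*, a surface receptor of plasma cells, was higher in AMB than in non-AMB at 0.90 (SE 0.10, adjusted p = 0.000512). *Gzma*, a protease of NK and cytotoxic T cells, was at 53.5 ± 42.4 CPM in AMB and 1.62 ± 1.67 CPM in non-AMB. From the hallmark genes shared with human AMB, the enriched gene sets and the plasmablast genes, the paper concludes that AMB of this mouse infection closely resemble those of humans and are activated, dividing cells with some plasmablast traits.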

### Generation of *Plasmodium*-specific AMB in response to immunization

The occurrence of CD11b^+^CD11c^+^ AMB might be a consequence of aberrant B-cell activation driven exclusively by certain pathogens. Alternatively, they might be part of a normal B-cell response, which is exacerbated by the persistent nature of certain infections. To test whether CD11b^+^CD11c^+^FCRL5^+^ AMB could be generated in the absence of persistent infection, we immunized mice with MSP1_21_. A previous report had demonstrated the presence of CD11b^+^CD11c^+^Tbet^+^ B-cells 24 hr post-immunization with R848, a TLR7/8 ligand (Rubtsova et al., 2013). Therefore, we immunized *Igh*^NIMP23/+^ mice with R848 together with the antigen MSP1_21_ and looked for the appearance of MSP1_21_-specific CD11b^+^CD11c^+^FCRL5^+^ atypical B cells. We observed substantial numbers of MSP1_21_-specific CD11b^+^CD11c^+^ B cells in the spleens of *Igh*^NIMP23/+^ mice 24 hr post-immunization (Figure 4A). These cells expressed increased levels of both FCRL5 and CD80 (Figure 4B–C) and did not display GC characteristics (Figure 4D), similar to the MSP1_21_-specific CD11b^+^CD11c^+^FCRL5^+^ atypical B cells generated following *Plasmodium* infection. The MSP1_21_-specific CD11b^+^CD11c^+^ B cells observed after immunization appeared only transiently, as they could no longer be detected at 3 and 7d post-immunization (Figure 4A and E).

**Figure 4.**
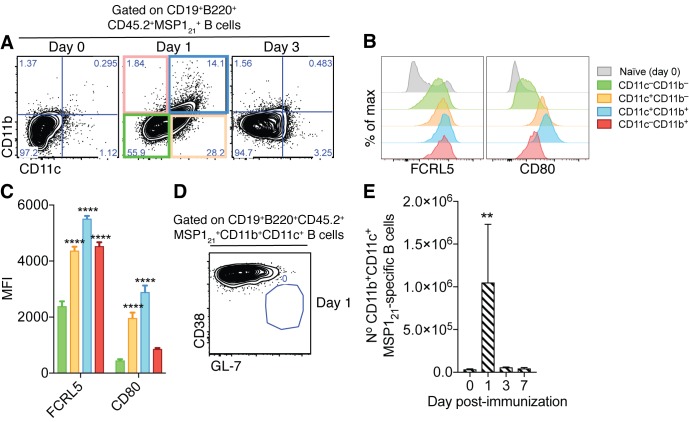
Generation of splenic MSP1_21_-specific CD11b^+^CD11c^+^AMB in response to immunization. (**A**) Flow cytometry showing differential expression of CD11b and CD11c on splenic MSP1_21_-specific B cells from *Igh*^NIMP23/+^ mice before immunization (day 0) and at days 1 and 3 post-immunization with R848 and MSP1_21_. (**B**) Flow cytometry showing expression of FCRL5 and CD80 on different subsets of splenic MSP1_21_-specific B cells from *Igh*^NIMP23/+^ defined based on CD11b and CD11c expression at day one post-immunization and naïve mice. (**C**) Geometric MFI of FCRL5 and CD80 expression on different subsets of splenic MSP1_21_-specific B cells from *Igh*^NIMP23/+^ defined based on CD11b and CD11c expression at day one post-immunization. Two-way ANOVA vs CD11b^—^CD11c^—^ subset. ****p<0.0001. (**D**) Flow cytometry of CD38 vs GL-7 (GC markers) on CD11b^+^CD11c^+^ MSP1_21_-specific B cells from *Igh*^NIMP23/+^ at day one post-immunization. (**E**) Numbers of splenic CD11b^+^CD11c^+^ MSP1_21_-specific B cells from *Igh*^NIMP23/+^ during the course of immunization. Kruskal-Wallis test compared to day 0. **p<0.01. Error bars are SEM. Data pooled from three independent experiments with 3–5 mice per group.

These data demonstrate that MSP1_21_-specific CD11b^+^CD11c^+^ AMB with no functional characteristics of memory B cells can be generated independently of the infection and the presence of the pathogen, and that they are short-lived cells.

### *Plasmodium*-specific CD80^+^CD273^+^ B_mem_ are generated and persist after resolution of *P. chabaudi* infection

Identification of mouse B_mem_ by flow cytometry originally relied on detecting B cells that had undergone Ig class-switching from IgM to IgG, and that did not express GC markers (i.e. IgG^+^CD38^hi^GL-7^lo^) (Lalor et al., 1992; Ridderstad and Tarlinton, 1998). More recently, this set of markers has been extended to include CD80, CD273 (PD-L2) and CD73, with CD273 and CD80 being the most useful to discriminate memory from naïve B cells (Tomayko et al., 2010; Zuccarino-Catania et al., 2014). In combination, these markers allow the identification of different subsets of switched as well as non-class switched (i.e. IgM/D^+^) B_mem_. Therefore, we used cell surface expression of CD80 and CD273 on MSP1_21_-specific B cells to identify B_mem_ during and after resolution of P. *chabaudi* infection.

MSP1_21_-specific B cells from spleens of naïve NIMP23→*Rag2^-/-^* mixed BM chimeras showed little expression of either CD80 or CD273 (Figure 5A). By contrast, CD80^+^CD273^+^, CD80^+^CD273^—^ and CD80^—^CD273^+^ MSP1_21_-specific B cells, both class-switched (IgM/D^lo^) and non-class-switched (IgM/D^hi^), were readily detected above background levels at 28-35dpi in *P. chabaudi*-infected NIMP23→*Rag2^-/-^* mixed BM chimeras (Figure 5B and D). After resolution of infection (155-170dpi), the numbers of CD80^+^CD273^+^ and CD80^+^CD273^—^ MSP1_21_-specific B cells were either sustained or increased, while the CD80^—^CD273^+^ population decreased, compared with 28-35dpi (Figure 5A–D). All three MSP1_21_-specific B_mem_ subsets showed high CD38 expression (Figure 5E,F). Importantly, the MSP1_21_-specific GC B cells detected at 28-35dpi did not express either CD80 or CD273, further distinguishing GC from memory and atypical memory *P. chabaudi*-specific B-cell subsets (Figure 5G). No MSP1_21_-specific GC B cells were detected above background level after resolution of the infection (Figure 5H). Finally, and in accordance with Figure 3, approximately 70% of the MSP1_21_-specific CD11b^+^CD11c^+^ AMB observed at days 28-35pi expressed either CD80, CD273 or a combination of both (Figure 5I).

**Figure 5.**
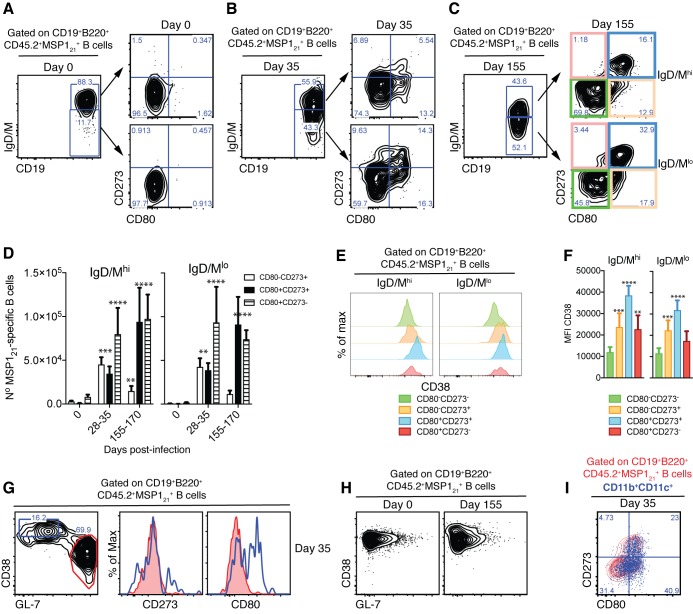
Detection of MSP1_21_-specific B_mem_ after resolution of *P.chabaudi* infection. (**A**), (**B**) and (**C**) Flow cytometry showing gating strategy to identify splenic IgM/D^hi^ and IgM/D^lo^ CD273^+^ and/or CD80^+^ MSP1_21_-specific B_mem_ in NIMP23→*Rag2^-/-^* chimeric mice before infection (day 0), at 35 and 155dpi, respectively. (**D**) Numbers of splenic IgM/D^hi^ and IgM/D^lo^ CD273^+^ and/or CD80^+^ MSP1_21_-specific B_mem_ in NIMP23→*Rag2^-/-^* chimeric mice during the course of mosquito transmitted *P. chabaudi* infection. Two-way ANOVA vs day 0. **p<0.01; ***p<0.001; ****p<0.0001. (**E**) Flow cytometry showing expression of CD38 on different subsets of splenic IgM/D^hi^ and IgM/D^lo^ MSP1_21_-specific B cells from NIMP23→*Rag2^-/-^* chimeric mice defined based on CD273 and CD80 expression at 155dpi. (**F**) Geometric MFI of CD38 expression on different subsets of IgM/D^hi^ and IgM/D^lo^ splenic MSP1_21_-specific B cells from NIMP23→*Rag2^-/-^* chimeric mice defined based on CD273 and CD80 expression at day 155 post-mosquito transmitted *P. chabaudi* infection. Two-way ANOVA vs CD273^-^CD80^-^ subset. **p<0.01; ***p<0.001; ****p<0.0001. Error bars are SEM. (**G**) Flow cytometry of CD273 and CD80 expression on non-GC (CD38^hi^GL-7^lo^, blue) and GC (CD38^lo^GL-7^hi^, red) splenic MSP1_21_-specific B cells from NIMP23→*Rag2^-/-^* chimeric mice at 35dpi. (**H**) Flow cytometry of CD38 vs GL-7 (GC markers) on splenic MSP1_21_-specific B cells from NIMP23→*Rag2^-/-^* chimeric mice at 0 and 155dpi. (**I**) CD11b^+^CD11c^+^ MSP1_21_-specific B cells overlaid on the CD80 vs CD273 plot corresponding to total MSP1_21_-specific B cells. Data pooled from three independent experiments with 3–7 mice per group.

These data show that, in contrast to the transient AMB, splenic CD80^+^CD273^+^ and CD80^+^CD273^—^ class-switched and non-class-switched MSP1_21_-specific B_mem_ persist after resolution of *P. chabaudi* infection.

### *Plasmodium*-specific B_mem_ express high levels of FCRL5

As discussed above, no single marker has been described so far that can identify all mouse B_mem_ subsets. Surprisingly, we observed that after resolution of infection (155-170dpi), MSP1_21_-specific B cells expressing different combinations of CD80 and CD273 (CD80^+^CD273^+^, CD80^-^CD273^+^ or CD80^+^CD273^-^) all expressed very high levels of FCRL5, in contrast to CD80^-^CD273^-^ MSP1_21_-specific B cells that express no memory markers at this stage (Figure 6A). This suggests that FCRL5 might be a marker for all B_mem_. In order to confirm this, we used unsupervised methods to analyze our multiparameter flow cytometry data. We used PhenoGraph and t-SNE within the Cytofkit package (Materials and methods, Chen et al 2016) to analyze MSP1_21_-specific B cells based on the expression of FCRL5, CD38, IgD, CD80 and CD273 on these cells, as determined by flow cytometry (Figure 6A and B). The analysis identified six clusters of cells with memory characteristics displaying high expression of CD38, CD80 and/or CD273, and variable expression of IgD, all of which expressed high levels of FCRL5 (Figure 6C: clusters identified with purple arrows). We then used Isomap, (Cytofkit package) to infer the relatedness between those cell subsets identified by PhenoGraph. This confirmed high similarities between the cell clusters expressing high levels of FCRL5 with the clusters expressing high levels of the memory markers CD80, CD273 and CD38 (Figure 6D).

**Figure 6.**
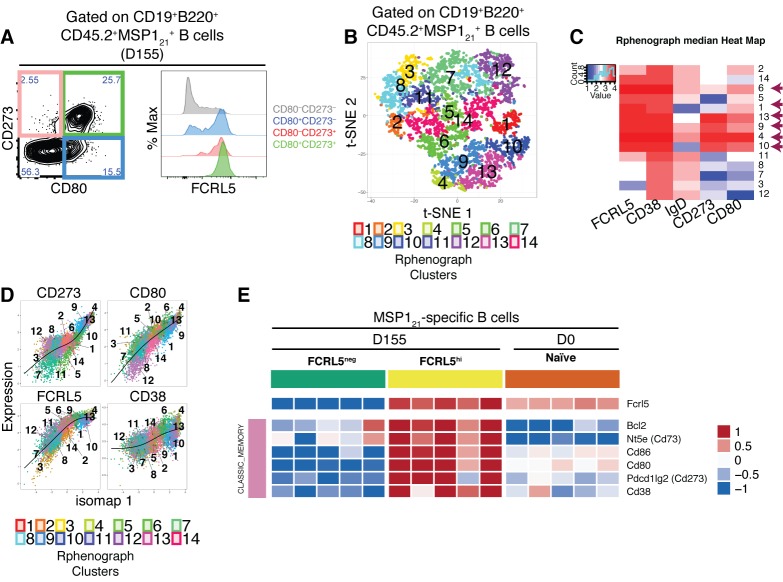
FCRL5^hi^ identifies MSP1_21_-specific B_mem_ after resolution of *P.chabaudi* infection. (**A**) Flow cytometry showing expression of FCRL5 (right) on different subsets of splenic MSP1_21_-specific B cells from NIMP23→*Rag2^-/-^* chimeric mice defined based on CD273 and CD80 expression (left) at 155dpi. (**B**) t-SNE analysis of splenic MSP1_21_-specific B cells based on FCRL5, CD38, IgD, CD273 and CD80 expression measured by flow cytometry (n = 5). Clusters identified by PhenoGraph are colored and numbered. (**C**) PhenoGraph heat map showing median expression of FCRL5, CD38, IgD, CD273 and CD80 on the different clusters of MSP1_21_-specific B cells. Arrows point at the different clusters displaying a memory B cell phenotype. (**D**) Expression profiles of FCRL5, CD38, CD273 and CD80 for the different PhenoGraph clusters visualized on the first component of ISOMAP. The regression line estimated using the generalized linear model (GLM) is added for each marker. Data representative of three independent experiments with 4–7 mice per group. (**E**) Heat map showing expression levels of different genes on splenic FCRL5^—^ and FCRL5^hi^ MSP1_21_-specific B cells sorted at 155dpi, and MSP1_21_-specific B cells sorted before infection (naïve), determined by RNAseq analysis. Each column corresponds to data from an individual mouse (n = 5 155 dpi, n = 5 0 dpi).

**Figure 6—figure supplement 1.**
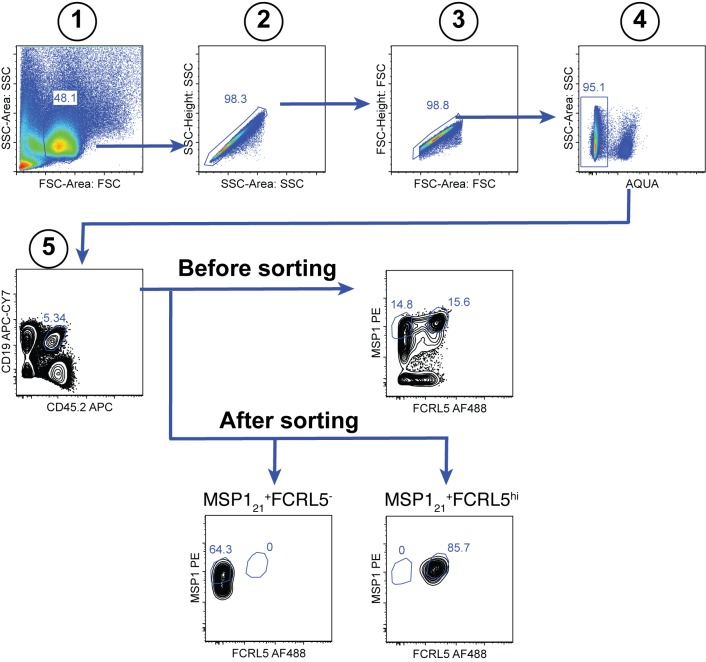
Gating strategy for the sorting of splenic MSP1_21_-specific FCRL5^hi^ B_mem_ and FCRL5^—^ B cells at 155dpi.

**Figure 6—figure supplement 2.**
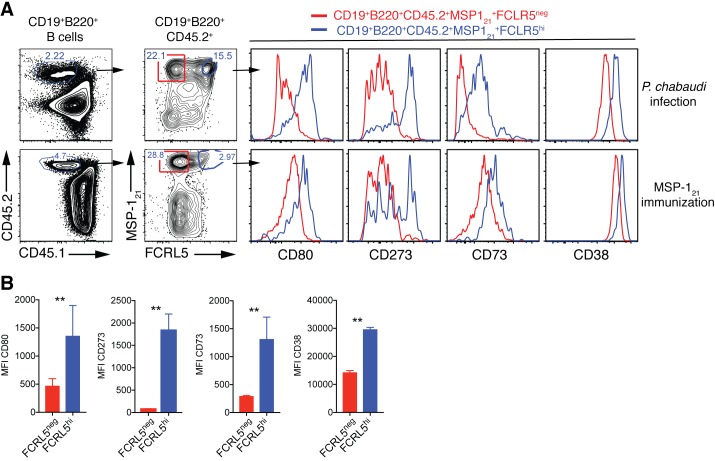
High expression of FCRL5 identifies B_mem_. (**A**) Flow cytometry gating strategy to identify splenic MSP1_21_-specific FCRL5^neg^ (red) and FCRL5^hi^ (blue) B cells, and additional surface markers expressed on these cells, in NIMP23→ *Rag2^-/-^* mixed bone marrow chimeras infected with *P. chabaudi* (155dpi, top row) and immunized with recombinant MSP1_21_ in Titermax Gold emulsion (day 29 post-immunization, bottom row). (**B**) Cumulative data showing geometric MFI for CD80, CD273, CD73, and CD38 memory markers on splenic MSP1_21_-specific FCRL5^neg^ and FCRL5^hi^ B cells obtained from immunized mice. Mann Whitney U test. **, p<0.01. Error bars are SEM. Data representative of two independent experiments with 3–5 mice per group.

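For this experiment MSP1_21_-specific B cells with high surface FCRL5 (B_mem_) and with none (FCRL5-negative) were sorted from the spleens of 5 NIMP23 chimeras at 155dpi, and compared with each other and with the naïve cells of day 0. Kits and processing were those of the libraries of 35dpi. The counts per library summed to 9686298 to 20662769 in B_mem_ (median 17678525) and 8095799 to 18472403 in FCRL5-negative cells (median 17602709), and a median of 17704 and 17127 genes had a count. B_mem_ and FCRL5-negative cells share their mice, so their comparison has the replicate number as a block. The comparison with naïve cells has none, as the mice differ. The replicate number as a block is an alternative there that pairs no mice. FCRL5 defined the sort, so *Fcrl5* itself, at 431 ± 96.9 CPM in B_mem_ and 7.54 ± 4.49 CPM in FCRL5-negative cells, checks the sort and is no finding between them. Simulated changes of 4 times the level were recovered in 77.3% of genes for B_mem_ against FCRL5-negative cells and in 74.2% for B_mem_ against naïve cells, and changes of 2 times in 52.2% and 11.9%. The simulation changed 200 genes, fewer than the tests called, so its adjusted threshold was stricter.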

To confirm the memory identity of MSP1_21_-specific FCRL5^hi^ B-cells detected after resolution of the infection, we isolated MSP1_21_-specific B cells expressing either high levels of FCRL5 or not expressing FCRL5 (i.e. FCRL5^hi^ and FCRL5^—^ MSP1_21_-specific B cells) from the spleen of *P. chabaudi*-infected NIMP23→*Rag2^-/-^* mice (155dpi) (Figure 6—figure supplement 1), and MSP1_21_-specific B cells from the spleen of naïve NIMP23→*Rag2^-/-^* mice, by flow cytometric sorting, and performed mRNAseq analysis on these three sorted cell populations (Figure 6E). As expected, the MSP1_21_-specific FCRL5^hi^ B cell subset showed high expression of genes encoding the hallmark memory B cell markers *Cd38*, *Cd80*, *Cd86*, *Nt5e* (CD73) and *Pdcd1lg2* (CD273), when compared with either MSP1_21_-specific FCRL5^—^ B cells sorted at the same time or MSP1_21_-specific B cells sorted from naïve mice (Figure 6E). Moreover, the MSP1_21_-specific FCRL5^hi^ B cells sorted after resolution of the infection upregulated the anti-apoptotic *Bcl2* gene, which is an additional hallmark characteristic of memory B cells (Figure 6E). 

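All of these marker genes were higher in B_mem_ than in FCRL5-negative cells, and some of them also than in naïve cells. *Cd80* stood at 7.41 ± 4.19 CPM in B_mem_ and had 0 to 5 counts in each library of FCRL5-negative cells. *Cd86* was at 239 ± 64.9 and 54.6 ± 22.2 CPM, *Nt5e* at 38.5 ± 22.3 and 10.4 ± 5.70 CPM, *Pdcd1lg2*, which encodes the PD-1 ligand CD273, at 36.2 ± 21.5 and 7.94 ± 0.981 CPM, and *Cd38* at 1290.0 ± 222 and 767 ± 77.1 CPM. Against naïve cells *Nt5e*, *Cd80* and *Cd86* were higher, whereas *Pdcd1lg2* (12.0 ± 2.01 CPM in naïve cells) and *Cd38* did not pass the test. With *Bcl2*, 6 of the study's 6 memory genes were higher than in FCRL5-negative cells and 4 than in naïve cells (6 and 6 adjusted over the list alone). As the study picked them, this is not independent evidence of their direction. Against FCRL5-negative cells edgeR's log2 fold changes were 2.18 (SE 0.29, adjusted p = 0.00244) for *Cd86* and 1.95 (SE 0.26, adjusted p = 0.00246) for *Nt5e*, and the adjusted p of *Cd80* was 0.00051. They were 2.01 (SE 0.34, adjusted p = 0.00563) for *Pdcd1lg2* and 0.74 (SE 0.09, adjusted p = 0.002) for *Cd38*. All 5 genes were higher in 5 of 5 mice. Against naïve cells they were 3.52 (SE 0.38, adjusted p = 0.000346) for *Nt5e*, 2.20 (SE 0.40, adjusted p = 0.00491) for *Cd80* and 1.12 (SE 0.19, adjusted p = 0.00319) for *Cd86*. *Pdcd1lg2* and *Cd38* were at 1.63 (SE 0.37, adjusted p = 0.0169) and 0.54 (SE 0.15, adjusted p = 0.0398) there. By camera the list had adjusted p = 5.28e-08 and 2.3e-07, and adjusted p = 0.117 and 0.0948 with an estimated correlation. *Cd68*, a lysosomal protein of macrophages, was at 33.2 ± 8.47 CPM in B_mem_ and 4.73 ± 1.59 CPM in FCRL5-negative cells. Against FCRL5-negative cells the call for *Cd86* was lost at adjusted p = 0.0156, 0.0179, 0.0151 and 0.0103 without replicates 1, 2, 3 and 5 in turn (1.49e-15 to 0.0179 over 10 alternatives), and that for *Nt5e* was lost at adjusted p = 0.0339 with no replicate block and 0.0172, 0.0135 and 0.0108 without replicates 1, 3 and 5 in turn (1.24e-12 to 0.0339 over 10 alternatives). That for *Pdcd1lg2* was lost at adjusted p = 0.0305, 0.0278, 0.0298 and 0.0137 without replicates 1, 2, 3 and 5 in turn (2.53e-09 to 0.0305 over 10 alternatives), and that for *Cd38* was lost at adjusted p = 0.0154 and 0.0157 without replicates 1 and 3 in turn (4.27e-08 to 0.0157 over 10 alternatives). With the replicate number as a block, which pairs no mice in this comparison, 1 of the 6 memory genes was higher than in naïve cells. Against naïve cells the call for *Cd80* was lost at adjusted p = 0.0255 with the replicate number as a block, 0.0127 and 0.0119 without B_mem_ replicates 1 and 3 in turn, and 0.0198, 0.0171, 0.0166, 0.0148 and 0.0132 without naïve replicates 1, 2, 3, 4 and 5 in turn (3.71e-06 to 0.0255 over 16 alternatives), and that for *Cd86* was lost at adjusted p = 0.0295 with the replicate number as a block, 0.0113 without B_mem_ replicate 3, and 0.015, 0.0111 and 0.0149 without naïve replicates 1, 2 and 3 in turn (4.54e-06 to 0.0295 over 16 alternatives).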

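*Bcl2* was higher in B_mem_ than in both other groups of this comparison, by less than 2 times. By edgeR its log2 fold change was 0.54 (SE 0.09, adjusted p = 0.00568) against FCRL5-negative cells, higher in 5 of 5 mice, and 0.94 (SE 0.16, adjusted p = 0.004) against naïve cells. The related genes *Bcl2a1a*, *Bcl2a1b* and *Bcl2a1d* were also higher than in FCRL5-negative cells, though their near-identical sequences may share reads, while *Cflar*, an inhibitor of caspase 8, was lower. Of 11 anti-apoptotic genes 4 were higher and 1 lower (4 and 1 adjusted over the list alone). With no replicate block 1 was higher and 0 were lower. Against FCRL5-negative cells the call for *Bcl2* was lost at adjusted p = 0.0407 with no replicate block and 0.0345, 0.0216 and 0.0346 without replicates 1, 2 and 3 in turn (0.000169 to 0.0407 over 10 alternatives). Against naïve cells it was lost at adjusted p = 0.0289 with the replicate number as a block, 0.0101, 0.0131 and 0.01 without B_mem_ replicates 1, 3 and 5 in turn, and 0.0161 and 0.0175 without naïve replicates 1 and 3 in turn (2.42e-06 to 0.0289 over 16 alternatives), where the p of 0.01 lay above the threshold before rounding.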

Importantly, FCRL5 also identified CD80^+^ and CD273^+^ MSP1_21_-specific B_mem_ subsets generated following immunization with a model antigen (Figure 6—figure supplement 2).

Thus, after resolution of the infection, high expression of FCRL5 identifies *P. chabaudi*-specific B_mem_.

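B_mem_ differed from FCRL5-negative cells of the same mice in 955 genes that were higher and 498 that were lower, of 12476 tested. Among the largest rises were those of *Ackr2* and *Ackr3*, receptors that take up chemokines, at 153 ± 74.2 and 128 ± 63.2 CPM in B_mem_ and 0.957 ± 0.691 and 0.811 ± 0.355 CPM in FCRL5-negative cells. Naïve cells also held *Ackr3*, at 160 ± 59.6 CPM. The protease inhibitor *Serpine2* (89.7 ± 42.0 and 0.615 ± 0.531 CPM) and the semaphorin receptor *Nrp2* (72.2 ± 33.8 and 0.921 ± 0.517 CPM) rose too. *Vpreb3*, a gene of B cell development, was lower (5.93 ± 4.37 and 49.8 ± 25.7 CPM). Of 9 marginal zone B cell genes 7 were higher and the other 2 did not pass the test (8 adjusted over the list alone). Between B_mem_ and naïve cells 0 of these 9 passed, with 1 higher and 1 lower at an unadjusted p under 0.05 and 0 called by DESeq2. Camera's adjusted p for that list there was 0.881. Of 16 genes of T-bet-positive age-associated B cells 11 were higher, *Fcrl5* that set the gate among them, and the other 5 did not pass (13 adjusted over the list alone). Against naïve cells, 379 genes were higher and 110 lower in B_mem_, of 12163 tested, among the rises those of *Cxcr3*, of *Tnfsf13b*, which encodes the B cell survival factor BAFF, and of *Tbx21*. *Cd300e*, a receptor of monocytes, was also among the 10 largest, at 4.36 (SE 0.60, edgeR's adjusted p = 0.00111). Of 16 genes of monocytes and macrophages, 13 were higher and 0 lower than in naïve cells. Which cells of the B_mem_ libraries hold *Tnfsf13b* was not tested. Log2 fold changes by edgeR against FCRL5-negative cells were 7.43 (SE 0.43, adjusted p = 0.000254) for *Ackr2*, 7.32 (SE 0.56, adjusted p = 0.000486) for *Ackr3* and 7.30 (SE 0.65, adjusted p = 0.000772) for *Serpine2*. They were 6.37 (SE 0.43, adjusted p = 0.000313) for *Nrp2* and -3.25 (SE 0.27, adjusted p = 0.000555) for *Vpreb3*. Against naïve cells they were 7.62 (SE 0.44, adjusted p = 1.43e-05) for *Cxcr3* and 4.63 (SE 0.34, adjusted p = 4.98e-05) for *Tbx21*. *Tnfsf13b* stood at 23.2 ± 13.1 CPM in B_mem_ and had 1 to 3 counts in each naïve library (adjusted p = 0.000242). By camera the marginal zone list had adjusted p = 1.65e-15 and the age-associated list adjusted p = 1.93e-13. These were adjusted p = 0.0929 and 0.0335 with an estimated correlation. *Hmox1*, which encodes heme oxygenase and is abundant in splenic macrophages, was at 49.6 ± 14.4 CPM in B_mem_ and 8.69 ± 2.44 CPM in FCRL5-negative cells, and 11 of 16 genes of monocytes and macrophages were higher in B_mem_. With no replicate block 7 of these and 6 of the age-associated genes were. Replicate 2 stood apart in both groups by its share of mitochondrial counts, 2.82% in B_mem_ and 1.48% in FCRL5-negative cells, where the other libraries held at most 0.912% and 0.629%. The counts against FCRL5-negative cells moved when a mouse was left out, which also leaves fewer mice to test, and the cause was not tested. They were 185 higher and 22 lower without replicate 1, 253 and 41 without replicate 2, and 212 and 31 without replicate 3. Without replicate 4 they were 1593 and 1415, and without replicate 5 they were 470 and 131. The counts were 500 and 126 without the replicate block and 1500 and 1043 by DESeq2. Those against naïve cells were 753 higher and 557 lower without B_mem_ replicate 2, 40 lower without B_mem_ replicate 1, 216 and 44 without B_mem_ replicate 3, 197 lower without B_mem_ replicate 4, 186 and 37, 240 and 50, 188 and 39 and 238 and 53 without naïve replicates 1, 2, 3 and 5, 66 lower without naïve replicate 4, 70 and 6 with the replicate number as a block, 1039 and 394 by DESeq2 and 268 lower with all 25 libraries in the fit. From memory genes, *Bcl2* and flow cytometry after infection and immunization, the paper concludes that high FCRL5 identifies B_mem_ once the infection has resolved.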

### *Plasmodium*-specific AMB are a distinct short-lived activated B cell subset

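AMB and B_mem_ differed in many genes. Of 13380 tested, 2090 were higher in AMB and 2311 higher in B_mem_. Among the 10 largest rises in AMB, of genes with at least 10 CPM and no overlap between the groups, were the neutrophil granule genes *Ngp* and *Ltf*, at 2.55 ± 2.86 and 1.24 ± 1.96 CPM in B_mem_, and *Chil3*, a chitinase-like protein of myeloid cells, at 368 ± 343 CPM in AMB and 1.01 ± 1.33 CPM in B_mem_ (edgeR's adjusted p = 0.000558, 0.000546 and 0.000255). *Cyp17a1*, a steroid hydroxylase, was at 12.2 ± 8.20 and 0.0181 ± 0.0405 CPM (adjusted p = 5.14e-05), and *Ptger3*, a receptor for prostaglandin E2, at 13.3 ± 6.82 CPM in AMB and at 0 in every B_mem_ library. The genes with the largest falls in AMB include *Myof* at -5.26 (SE 0.57, adjusted p = 8.52e-05) and *Ackr3* at -5.21 (SE 0.63, adjusted p = 0.000147) from edgeR. *Cr2* and *Il5ra* stood at -4.66 (SE 0.45, adjusted p = 5.06e-05) and -4.52 (SE 0.49, adjusted p = 9.16e-05). Of 16 genes of T-bet-positive age-associated B cells 8 were higher in AMB than in B_mem_. Lower was 1, *Fcrl5*, whose product set the gate of B_mem_ (8 and 2 adjusted over the list alone). By DESeq2 3 of the 16 were lower, and without AMB replicates 2 and 3 0 were. Of 21 B cell identity genes 9 were lower and 1, *H2-Ab1*, higher (10 and 1 adjusted over the list alone). *Cd7*, which encodes a receptor of T and NK cells, was at 179 ± 38.5 CPM in AMB and 0.477 ± 0.315 CPM in B_mem_, a log2 fold change of 8.55 (SE 0.45, adjusted p = 2.86e-06). *Ly6c2*, a surface antigen of monocytes, was at 136 ± 57.5 CPM in AMB and 5.19 ± 4.17 CPM in B_mem_. The mice differ between these groups, so edgeR's test had no block. The time after infection differs too, and the dates of the sorts are not given. Without B_mem_ replicate 2, 3174 genes were higher in AMB, by DESeq2 3184, and without AMB replicates 2 and 3, 1108 were higher and 986 lower.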

After identifying and sorting MSP1_21_-specific AMB during chronic *P. chabaudi* infection, and MSP1_21_-specific B_mem_ after resolution of the infection, we then compared the transcriptome of these two B-cell subsets. Principal component analysis (PCA) demonstrated a strikingly distinct transcriptome of MSP1_21_-specific AMB from that of MSP1_21_-specific B_mem_, as well as all other MSP1_21_-specific B-cell subsets sorted in this study (Figure 7A). 

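On the first principal component the AMB libraries lay apart from every other group. Their score was 69.2 ± 12.4 (SD, n = 5 mice). That of B_mem_ was -11.6 ± 4.81, of non-AMB -11.7 ± 4.33, of FCRL5-negative cells -20.4 ± 4.62 and of naïve cells -25.5 ± 1.52. The lowest AMB library was at 53.3 and the highest library of any other group at -6.14, a gap wider than the spread within any group. Within AMB the highest scores were those of replicates 3 (82.35) and 2 (78.5), the libraries with the most *Lyz2*. The lowest was that of replicate 5, which held the least. How much of this component comes from transcripts of other cell types was not tested. The scores come from the rlog values of DESeq2 over the 500 most variable genes of all 25 libraries, the transform named in the paper's methods and the default of its plot function. *Siglech*, a gene of plasmacytoid dendritic cells, was at 8.61 ± 2.02 CPM in AMB and 0.987 ± 0.615 CPM in B_mem_.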

The MSP1_21_-specific AMB sorted at 35dpi formed a separated cluster at the extreme right of the PC1 axis of the PCA plot, which accounts for the majority of the variance (Figure 7A). 

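The first component held 68.97% of the variance of the 500 genes and the second 10.1%. The distance of the AMB libraries from the mean of the naïve libraries, measured over the same genes, was 98.6 ± 11.7 (SD, n = 5), against 27.3 ± 4.99 for FCRL5-negative cells. The naïve libraries themselves lay 8.36 ± 0.9 from their own mean. What part of the distance of AMB comes from transcripts of other cell types was not tested.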

All the other subsets [including MSP1_21_-specific CD11b^—^CD11c^—^ B-cells sorted from the same mice and at the same day post-infection as the MSP1_21_-specific AMB (i.e. 35dpi)] clustered on the left of the PC1 axis, and showed differences mostly along the PC2 axis of the PCA plot, which accounts for only 10% of the variance (Figure 7A). 

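Along the second component the groups other than AMB spread out: non-AMB lay at -23.5 ± 7.53 (SD, n = 5 mice), FCRL5-negative cells at 1.70 ± 6.44, naïve cells at 7.19 ± 0.78 and B_mem_ at 12.7 ± 7.71. AMB were at 1.94 ± 5.60, inside the range of the other groups. One B_mem_ library, replicate 2, was at -1.11 and the other 4 lay higher. The third component held 3.56% of the variance.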

Interestingly, MSP1_21_-specific CD11b^—^CD11c^—^ and MSP1_21_-specific B_mem_ clustered on opposite sides of the MSP1_21_-specific naïve B-cell subset along the PC2 axis (Figure 7A), which suggests that the MSP1_21_-specific B_mem_ more closely resemble MSP1_21_-specific naïve B cells than MSP1_21_-specific CD11b^—^CD11c^—^ B cells sorted at 35dpi.

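Measured as a distance over all 500 genes, B_mem_ lay nearer to naïve cells than non-AMB did, but the difference did not pass the test. The distance to the mean of the naïve libraries was 32.0 ± 5.31 (SD, n = 5 mice) for B_mem_ and 39.5 ± 5.50 (SD, n = 5 mice) for non-AMB. The difference of -7.55 had p = 0.0714 in a two-sided exact permutation test over 252 splits. It passed 0.05 with log2 CPM in place of rlog (-13.9, exact permutation p = 0.0159) and over all genes that passed the low-count filter (-34.9, exact permutation p = 0.0238). Leaving out single libraries, it passed without B_mem_ replicate 4 (difference -9.37, exact permutation p = 0.0476) and without non-AMB replicate 4 (difference -9.10, exact permutation p = 0.0397); over 13 alternatives p ran from 0.0159 to 0.143. The paper proposes from the order of the groups on the second component that B_mem_ resemble naïve cells more closely than non-AMB do.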

**Figure 7.**
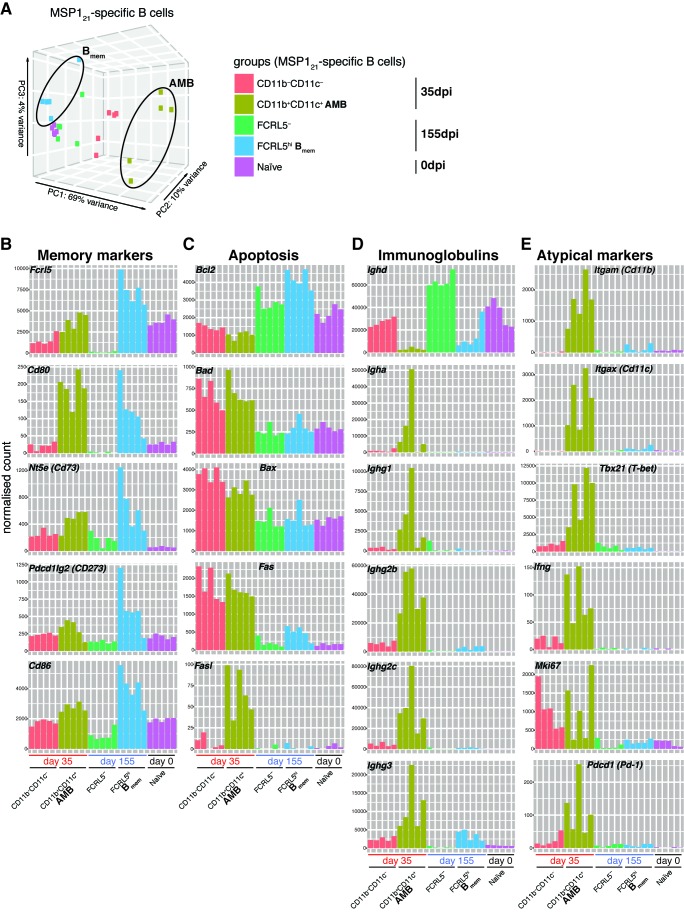
MSP1_21_-specific AMB are a distinct short-lived activated B cell subset. (**A**) Principal component analysis of RNAseq transcriptome data from splenic MSP1_21_-specific AMB (CD11b^+^CD11c^+^, 35dpi), CD11b^—^CD11c^—^ B cells (35dpi), B_mem_ (FCRL5^hi^, 155dpi), FCRL5^—^ B cells (155dpi) and B cells from naïve mice (0dpi). The MSP1_21_-specific AMB and B_mem_ are contained inside ellipses. (**B**) (**C**) (**D**) (**E**) Normalized counts corresponding to selected genes representing memory B-cell markers, anti and pro-apoptotic genes, immunoglobulins and atypical memory B-cell markers, respectively, for all five groups described in (**A**). Each bar represents an individual mouse. Data generated with five mice per group.

MSP1_21_-specific AMB sorted during chronic *P. chabaudi* infection, and MSP1_21_-specific B_mem_ sorted after resolution of the infection shared the expression of a series of mouse memory markers, including *Cd80*, *Fcrl5*, *Nt5e* (CD73), and *Cd86* (Figure 7B). However, these two subsets showed differences in the expression pattern of anti- and pro-apoptotic genes (Figure 7C). 

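Between AMB and B_mem_ the differences of *Cd80*, *Nt5e* and *Cd86* did not pass the test, and AMB had less *Fcrl5*. The log2 fold changes by edgeR were 0.50 (SE 0.39, adjusted p = 0.298) for *Cd80*, -0.55 (SE 0.39, adjusted p = 0.258) for *Nt5e* and -0.63 (SE 0.20, adjusted p = 0.0223) for *Cd86*. *Fcrl5* fell by 1.055 (SE 0.23, adjusted p = 0.0031). High surface FCRL5 defined the sort of B_mem_ and not that of AMB, so the gate can account for part of this difference. Of the study's 6 memory genes, *Bcl2* and *Cd38* were lower in AMB and the other 4 did not pass the test (2 lower adjusted over the list alone), with *Cd38* at -0.84 (SE 0.23, adjusted p = 0.00922). The study's choice of these genes is not independent evidence. A p above the threshold does not show equal levels. Changes of 2 times were recovered in 0 of 67 simulated genes in this comparison and changes of 4 times in 31.8% of 66. The simulation changed only 200 genes, so its adjusted threshold was stricter than that of the test, which called 4401. The call for *Fcrl5* was lost at adjusted p = 0.0106 without AMB replicate 3 and 0.0287 without AMB replicates 2 and 3 (0.000385 to 0.0287 over 17 alternatives). That for *Cd38* was lost at adjusted p = 0.0184 with no low-count filter, 0.0249 with the replicate number as a block, 0.0192, 0.0164, 0.0282 and 0.0188 without AMB replicates 1, 2, 3 and 5 in turn, 0.0562 without AMB replicates 2 and 3, and 0.0225, 0.0246, 0.014 and 0.0233 without B_mem_ replicates 1, 3, 4 and 5 in turn (0.000245 to 0.0562 over 17 alternatives).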

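Genes of both kinds went up and down between AMB and B_mem_. Of 17 pro-apoptotic genes measured, 5 were higher in AMB and 2 lower (5 and 3 adjusted over the list alone). Of 11 anti-apoptotic genes 4 were higher and 3 lower (4 and 3 adjusted over the list alone). *Bcl2l1*, which encodes BCL-XL, was at 27.1 ± 7.24 CPM in AMB and 4.45 ± 2.96 CPM in B_mem_, a log2 fold change of 2.59 (SE 0.44, adjusted p = 0.000749) from edgeR. *Bcl2a1a*, whose reads its near-identical copies may share, was higher in AMB by 3.35 (SE 0.51, adjusted p = 0.000418). *Birc3*, an inhibitor of apoptosis of the NF-kB pathway, was lower in AMB at -1.25 (SE 0.21, adjusted p = 0.000669). In a fit without AMB replicates 2 and 3, 2 pro-apoptotic genes were higher and 0 lower, and 2 anti-apoptotic genes were higher. By camera neither list passed (adjusted p = 0.357 and 0.786). Fry called the pro-apoptotic list higher in AMB (adjusted p = 0.00325), with 8 of its 17 measured genes above 0. It did not call the anti-apoptotic list (adjusted p = 0.274). *Batf3*, a gene of dendritic cells, was at 23.6 ± 11.5 CPM in AMB and 1.06 ± 0.098 CPM in B_mem_.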

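The level of *Bcl2* ran from 246 ± 29.6 CPM in B_mem_ (mean ± SD, n = 5 mice in every group) over 171 ± 33.5 in FCRL5-negative cells, 132 ± 21.9 in naïve cells and 84.5 ± 8.36 in non-AMB to 57.9 ± 11.2 CPM in AMB. Between AMB and B_mem_ edgeR gave a log2 fold change of -2.10 (SE 0.18, adjusted p = 3.71e-05), and the libraries of the 2 groups did not overlap. Non-AMB were also below naïve cells, at -0.72 (SE 0.14, adjusted p = 0.00082).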

While MSP1_21_-specific B_mem_ from after infection resolution showed the highest levels of expression of the anti-apoptotic *Bcl2* gene, MSP1_21_-specific AMB sorted during chronic *P. chabaudi* infection showed the lowest levels of expression of this hallmark anti-apoptotic gene (Figure 7C). In contrast to MSP1_21_-specific B_mem_, MSP1_21_-specific AMB expressed high levels of the pro-apoptotic genes *Bad*, *Bax*, *Fas* and *Fasl* (Figure 7C). 

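Against B_mem_, AMB had more of the death receptor gene *Fas* (95.7 ± 12.2 against 28.8 ± 10.9 CPM), of *Bad*, a BH3-only gene (39.2 ± 7.74 against 17.8 ± 4.84 CPM), and of *Bax*, whose product opens the mitochondrial membrane (166 ± 20.7 against 94.5 ± 28.1 CPM). *Fasl* was at 0.129 ± 0.174 CPM in B_mem_, 0 to 9 counts per library. In non-AMB of 35dpi, *Fas* stood at 104 ± 26.7 CPM, *Bad* at 39.5 ± 8.76 CPM and *Bax* at 215 ± 20.9 CPM. In edgeR's test the log2 fold changes between AMB and B_mem_ were 1.72 (SE 0.29, adjusted p = 0.000708) for *Fas*, 1.13 (SE 0.23, adjusted p = 0.00194) for *Bad* and 0.80 (SE 0.20, adjusted p = 0.00723) for *Bax*. The adjusted p of *Fasl* was 0.000635. Between AMB and non-AMB the differences of *Fas*, *Bad* and *Bax* did not pass, at adjusted p = 0.768, 0.891 and 0.0241. The NK cell receptor gene *Klrd1* was at 34.7 ± 18.8 CPM in AMB and 2.42 ± 1.80 CPM in B_mem_. The call for *Bax* was lost at adjusted p = 0.0113 with the replicate number as a block, 0.0173, 0.014 and 0.0175 without AMB replicates 2, 3 and 4 in turn, 0.0367 without AMB replicates 2 and 3, and 0.0206, 0.0237, 0.0171 and 0.0177 without B_mem_ replicates 1, 3, 4 and 5 in turn (0.00028 to 0.0367 over 17 alternatives). That for *Bad* was lost at adjusted p = 0.0114 without AMB replicates 2 and 3 (3.38e-05 to 0.0114 over 17 alternatives).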

Interestingly, MSP1_21_-specific AMB expressed very high levels of class-switched immunoglobulins, including *Igha*, *Ighg1*, *Ighg2b*, *Ighg2c* and *Ighg3* (Figure 7D). 

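Switched immunoglobulin genes were higher in AMB than in B_mem_. In B_mem_ *Ighg2c* was at 63.1 ± 30.9 CPM, *Ighg2b* at 166 ± 68.7 CPM, *Ighg1* at 5.84 ± 7.68 CPM, *Igha* at 14.3 ± 9.05 CPM and *Ighg3* at 204 ± 79.7 CPM. In AMB *Ighg1* was at 226 ± 223 CPM and *Ighg3* at 634 ± 396 CPM. Between AMB and B_mem_ edgeR's log2 fold changes were 5.14 (SE 0.57, adjusted p = 1e-04) for *Ighg2c* and 3.81 (SE 0.39, adjusted p = 6.81e-05) for *Ighg2b*. They were 5.24 (SE 1.01, adjusted p = 0.00155) for *Ighg1*, 5.94 (SE 1.13, adjusted p = 0.00143) for *Igha* and 1.62 (SE 0.41, adjusted p = 0.00731) for *Ighg3*. B_mem_ themselves held more *Ighg2c* and *Ighg2b* than naïve cells, by 7.91 (SE 0.74, adjusted p = 0.000165) and 5.31 (SE 0.39, adjusted p = 4.98e-05). Reads of these genes may be shared between them. Of 11 immunoglobulin constant genes measured, 7 were higher and 3 lower in AMB than in naïve cells (7 and 3 adjusted over the list alone). All immunoglobulin genes together took 2.68% ± 0.917 of the counts in AMB (SD, n = 5) and 1.81% ± 0.0832 in B_mem_. Their share was 1.9% ± 0.191 in naïve cells, 2.03% ± 0.0887 in non-AMB and 1.76% ± 0.127 in FCRL5-negative cells. The difference of 0.875 between AMB and B_mem_ had p = 0.0476 in a two-sided exact permutation test and 0.262 after adjustment over 6 comparisons. It missed 0.05 without AMB replicate 3 (0.522 percentage points, exact permutation p = 0.0556) and without any 1 of the B_mem_ libraries (exact permutation p = 0.0952 to 0.111). *Ncr1*, a receptor of NK cells, was at 7.90 ± 4.68 CPM in AMB and 0.0563 ± 0.102 CPM in B_mem_. The call for *Ighg1* was lost at adjusted p = 0.0109 without AMB replicates 2 and 3 (3.62e-10 to 0.0109 over 16 alternatives), and that for *Igha* was lost at adjusted p = 0.0116 with the replicate number as a block (1.22e-11 to 0.0116 over 16 alternatives). Without AMB replicates 2 and 3 the log2 fold change of *Igha* was 3.90. That for *Ighg3* was lost at adjusted p = 0.0115, 0.0165 and 0.0141 without AMB replicates 2, 3 and 5 in turn, 0.0385 without AMB replicates 2 and 3, and 0.0123, 0.0177, 0.0176 and 0.0126 without B_mem_ replicates 2, 3, 4 and 5 in turn (0.000602 to 0.0385 over 16 alternatives).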

Finally, MSP1_21_-specific AMB highly expressed *Cd11b*, *Cd11c*, *Tbx21*, *Ifng* and *Pdcd1* (Figure 7E), all hallmarks of human AMB, as well as *Mki67*, indicative of active cell division, as previously shown in human AMB.

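*Itgam* and *Itgax*, which encode CD11b and CD11c, were at 90.9 ± 39.8 and 111 ± 58.7 CPM in AMB and at 8.80 ± 7.36 and 7.18 ± 4.92 CPM in B_mem_. They defined the sort of AMB at 35dpi. *Tbx21* was at 31.2 ± 6.68 CPM in B_mem_, *Pdcd1* at 0.498 ± 0.254 CPM and *Mki67* at 11.5 ± 3.66 CPM, all below AMB, while *Ifng* had 0 to 2 counts in each B_mem_ library. By edgeR the log2 fold changes between AMB and B_mem_ were 3.35 (SE 0.63, adjusted p = 0.0013) for *Itgam*, 3.94 (SE 0.54, adjusted p = 0.000241) for *Itgax* and 3.85 (SE 0.37, adjusted p = 4.87e-05) for *Tbx21*. They were 3.74 (SE 0.58, adjusted p = 0.000477) for *Pdcd1* and 2.37 (SE 0.57, adjusted p = 0.00515) for *Mki67*, and the adjusted p of *Ifng* was 0.000112. *Cxcr3*, another gene of the list for human AMB, was higher in AMB by 1.40 (SE 0.34, adjusted p = 0.00542). *Ccr2*, a chemokine receptor of monocytes, was at 18.9 ± 13.2 CPM in AMB and 0.587 ± 0.567 CPM in B_mem_. The call for *Mki67* was lost at adjusted p = 0.0225 with the replicate number as a block, 0.0121 and 0.0123 without AMB replicates 1 and 5 in turn, and 0.0165, 0.0157 and 0.012 without B_mem_ replicates 1, 3 and 5 in turn (6.37e-05 to 0.0225 over 17 alternatives). That for *Cxcr3* was lost at adjusted p = 0.0136 with the replicate number as a block, 0.0142 and 0.013 without AMB replicates 2 and 4 in turn, 0.0209 without AMB replicates 2 and 3, and 0.0146 and 0.0151 without B_mem_ replicates 1 and 3 in turn (0.000478 to 0.0209 over 17 alternatives).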

These data demonstrate that AMB and B_mem_ share the expression of memory markers. However, they show striking differences in the expression of pro- and anti-apoptotic genes, immunoglobulins genes, and cell proliferation genes. 

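Of 41 mitotic genes, 34 were higher in AMB than in B_mem_ and the other 7 did not pass the test (37 adjusted over the list alone). By camera the list had adjusted p = 2.17e-10, and adjusted p = 0.357 with an estimated correlation. *Cdk1* had a log2 fold change of 4.10 (SE 0.65, adjusted p = 0.000514) from edgeR, the cyclin gene *Ccnb2* one of 4.07 (SE 0.62, adjusted p = 0.000422) and *Birc5* one of 4.04 (SE 0.66, adjusted p = 0.000599). Of 42 genes of DNA replication 20 were higher and the other 22 did not pass (23 adjusted over the list alone), *Rrm2* by 3.42 (SE 0.66, adjusted p = 0.00156). Of 26 plasma cell and secretory genes 13 were higher and 2 lower (13 and 2 adjusted over the list alone). *Jchain*, the chain that joins IgA and IgM units, was higher at 5.41 (SE 0.70, adjusted p = 0.000189) and *Irf4* lower at -2.94 (SE 0.31, adjusted p = 7.53e-05). With the replicate number as a block 21 mitotic genes and 13 of DNA replication were higher. *Cd3g*, a chain of the T cell receptor complex, was at 41.3 ± 29.3 CPM in AMB and 1.78 ± 1.64 CPM in B_mem_. From *Mki67*, the pro-apoptotic genes and the switched immunoglobulins, the paper proposes that AMB resemble activated B cells, and that B_mem_, with little *Mki67* and an anti-apoptotic pattern, are long-lived and quiescent.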

The increased expression of *Mki67*, pro-apoptotic genes and class-switched immunoglobulins in AMB suggests that they resemble activated B cells. By contrast, B_mem_ express much less *Mki67* (similar to naïve cells) and present an anti-apoptotic gene expression pattern, consistent with being long-lived quiescent B cells.

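The difference of *Mki67* between B_mem_ and naïve cells did not pass edgeR's test (log2 fold change 0.36, SE 0.39, adjusted p = 0.561). Of 41 mitotic genes 0 passed it between these groups, with 2 lower at an unadjusted p under 0.05 and 0 called by DESeq2. Of the pro-apoptotic genes *Fas* was higher in B_mem_ than in naïve cells, at 1.71 (SE 0.30, adjusted p = 0.00438), and the other measured members did not pass. Of the anti-apoptotic genes *Bcl2* and *Bcl2a1a* were higher. The call for *Fas* was lost at adjusted p = 0.0345 with the replicate number as a block, 0.0124, 0.0129 and 0.0114 without B_mem_ replicates 1, 3 and 5 in turn, and 0.0178, 0.0111, 0.0177, 0.0125 and 0.0127 without naïve replicates 1, 2, 3, 4 and 5 in turn (3.54e-06 to 0.0345 over 16 alternatives). With the replicate number as a block 0 genes of either list were higher than in naïve cells.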

Mouse FCRL5 has been shown to be expressed on marginal zone (MZ) and B1 B cells (Won et al., 2006). Therefore, it is possible that the AMB identified in this study might represent a specific subset of either MZ or B1 B cells. As discussed elsewhere (Baumgarth, 2011; Garraud et al., 2012; Pillai et al., 2005; Zouali, 2011), B1 and MZ B cells are CD1d^mid/hi^, CD9^+^, IgM^hi^ and CD23^—^. B1 are further CD43^+^, B220^lo^, and may (B1a) or may not (B1b) express CD5. MZ are further characterised by CD22^hi^, CD21/CR2^hi^, and the expression of the lysophospholipid sphingosine-1 phosphate receptor S1P_1_, and the lineage master regulator Notch2. Indeed, MSP1_21_-specific CD11b^+^CD11c^+^ AMB showed high expression of some markers associated with B1 and/or MZ, including CD5, CD9 and CD43. However, these markers have also been shown to be highly expressed by activated B2 B cells and plasma cells (Baumgarth, 2011). 

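*Spn*, which encodes CD43, was higher in AMB than in both other groups, and *Cd5* and *Cd9* each passed 1 of these comparisons. *Spn* stood at 56.8 ± 26.4 CPM in AMB, 2.74 ± 1.13 CPM in non-AMB and 3.39 ± 1.39 CPM in naïve cells. *Cd5*, a receptor that dampens the antigen receptor's signal, was at 11.2 ± 4.05, 3.67 ± 2.28 and 3.99 ± 0.721 CPM, and the tetraspanin gene *Cd9* at 254 ± 71.8, 59.5 ± 7.16 and 173 ± 9.33 CPM. Of 8 B1 cell genes 5 were higher than in naïve cells and the other 3 did not pass (5 adjusted over the list alone). Likewise 5 were higher than in non-AMB and 3 did not pass (7 adjusted over the list alone). By edgeR the log2 fold changes were 4.00 (SE 0.38, adjusted p = 3.39e-06) and 4.37 (SE 0.45, adjusted p = 0.000269) for *Spn* against naïve cells and non-AMB. In this order they were 1.43 (SE 0.27, adjusted p = 0.000624) and 1.79 (SE 0.45, adjusted p = 0.0208) for *Cd5*, and 0.48 (SE 0.18, adjusted p = 0.0358) and 2.08 (SE 0.18, adjusted p = 9.14e-05) for *Cd9*. The list had camera adjusted p = 0.00806 against naïve cells, and adjusted p = 0.0642 with an estimated correlation. *Il2rb*, a receptor chain of NK and T cells, was at 87.9 ± 40.8 CPM in AMB and 3.56 ± 1.49 CPM in naïve cells.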

Studying all these canonical markers, we found no other similarities between B1/MZ and MSP1_21_-specific CD11b^+^CD11c^+^ AMB to suggest a relationship between these subsets (Figure 8A). This was further corroborated by flow cytometry analysis (Figure 8B). Moreover, unlike MZ and B1 B cells, MSP1_21_-specific AMB were class-switched and expressed very high levels of IgG (Figure 7D). 

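The other markers of marginal zone cells, apart from *Asb2*, were lower in AMB than in naïve cells or did not pass the test. *Notch2*, the receptor that marginal zone B cells depend on, fell to 26.8 ± 8.70 CPM from 132 ± 19.1 CPM, and *Cd1d1*, which presents lipids, to 64.4 ± 9.41 CPM from 226 ± 91.9 CPM. *Cd22*, an inhibitory coreceptor, was at 1321 ± 561 CPM in AMB, 1293 ± 639.8 CPM in non-AMB and 1923 ± 170.2 CPM in naïve cells and passed neither test. *Cd93*, a marker of early B cells, was at 2.11 ± 1.18, 0.896 ± 0.511 and 2.46 ± 1.02 CPM. Of 9 marginal zone genes 5 were lower and *Asb2*, a gene of the Notch response, was higher than in naïve cells (5 and 1 adjusted over the list alone). Non-AMB had 8 of 9 lower than naïve cells (8 adjusted over the list alone). Against non-AMB, AMB had 4 higher and 1 lower (4 and 1 adjusted over the list alone). By edgeR the log2 fold changes against naïve cells were -2.37 (SE 0.21, adjusted p = 2.04e-06) for *Notch2* and -1.89 (SE 0.27, adjusted p = 6.7e-05) for *Cd1d1*. For *Cd22* and *Cd93* they were -0.60 (SE 0.29, adjusted p = 0.0889) and -0.30 (SE 0.42, adjusted p = 0.552). Against non-AMB *Cd22* and *Cd93* had adjusted p = 0.875 and 0.0891. *Fcer2a*, which encodes the CD23 that marginal zone and B1 cells lack, fell by 4.25 (SE 0.28, adjusted p = 2.77e-07) against naïve cells and was at -3.40 (SE 0.18, adjusted p = 1.4e-05) against non-AMB. *Asb2* rose by 3.93 (SE 0.52, adjusted p = 4.03e-05).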

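*Ighm*, the heavy chain gene of IgM (ENSMUSG00000076617, chromosome 12, 113418558 to 113422730), was at 8252 ± 2344 CPM in AMB, 8059 ± 1250.0 CPM in non-AMB and 8617 ± 1003 CPM in naïve cells. The difference between AMB and naïve cells did not pass edgeR's test (log2 fold change -0.12, SE 0.19, adjusted p = 0.593). Its mean in AMB was above those of *Ighg2b* and *Ighg2c*, the switched heavy chain genes with the highest means there. The expected counts do not tell which cells of a library hold which chain.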

To further characterize the identity of MSP1_21_-specific CD11b^+^CD11c^+^ AMB, we explored if these cells resemble GC B cells. Flow cytometry analysis demonstrated that MSP1_21_-specific AMB did not display a GC phenotype (i.e. CD38^hi^GL-7^lo^) (Figure 8C) while the MSP1_21_-specific CD38^lo^GL-7^hi^ GC B cells showed low expression of both CD11b and CD11c. Thus, MSP1_21_-specific AMB are not GC B cells.

**Figure 8.**
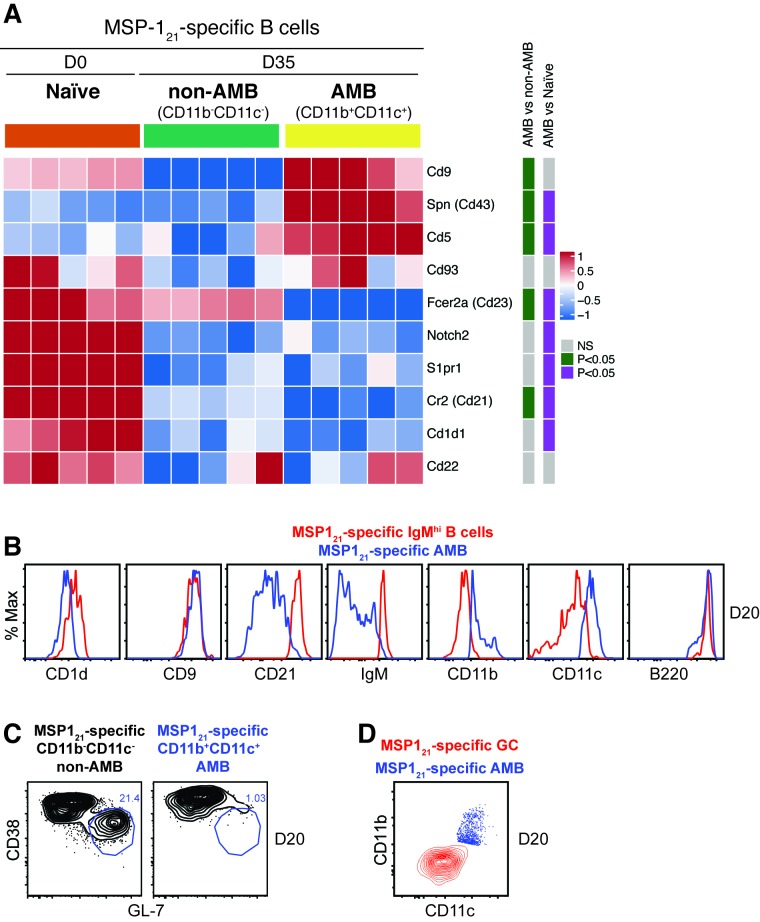
Analysis of MZ, B1 and GC B cell characteristics on MSP1_21_-specific AMB. (**A**) MSP1_21_-specific CD11b^+^CD11c^+^ (AMB) and CD11b^—^CD11c^—^ B cells were flow cytometry sorted from the spleen of NIMP23→*Rag2^-/-^* chimeric mice at 35dpi; MSP1_21_-specific B cells were flow cytometry sorted from the spleen of naïve NIMP23→*Rag2^-/-^*, and these three B cell populations were submitted to mRNAseq analysis. The heat map displays level of expression of selected individual genes known to be up or downregulated on either MZ, B1 B cells or both. Each column represents an individual mouse. (**B**) Flow cytometry analysis of surface markers of either MZ, B1 B cells or both, on MSP1_21_-specific CD11b^+^CD11c^+^ (AMB) (blue) and MSP1_21_-specific IgM^hi^ (red) B cells from the spleen of *Igh*^NIMP23/+^ mice at 20dpi. (**C**) Flow cytometry analysis of GC markers on MSP1_21_-specific CD11b^—^CD11c^—^ (non-AMB, left) and CD11b^+^CD11c^+^ (AMB, right) B cells from the spleen of *Igh*^NIMP23/+^ mice at 20dpi. (**D**) Flow cytometry analysis showing the expression of CD11b and CD11c on MSP1_21_-specific CD11b^+^CD11c^+^ (AMB, blue) compared to GC (CD38^lo^GL-7^hi^, red) B cells from the spleen of *Igh*^NIMP23/+^ mice. Data generated with 5–6 mice per group.

All together, these data further show that *P. chabaudi*-specific AMB represent a distinct subset of short-lived activated B cells.

## Discussion

Similar to other chronic infections [e.g. HIV, HCV and *Mycobacterium tuberculosis* (Knox et al., 2017b; Portugal et al., 2017)], *Plasmodium* infection, the cause of malaria, leads to an increase in the frequency of AMB [originally termed tissue-like memory B cells (Moir et al., 2008)] in peripheral blood from *P. falciparum*-exposed subjects (Illingworth et al., 2013; Portugal et al., 2015; Sullivan et al., 2016; Sullivan et al., 2015; Weiss et al., 2011; Weiss et al., 2010; Weiss et al., 2009). However, mouse models to investigate *Plasmodium*-specific AMB are lacking. Here we have generated an IgH knock-in transgenic mouse strain to study the generation of *Plasmodium*-specific AMB in a *Plasmodium chabaudi* infection. We demonstrate the generation of *P. chabaudi*-specific AMB in response to blood-stage mosquito-transmitted chronic *P. chabaudi* infection, and show the short-lived nature of these cells. *P. chabaudi* infections in mice present some outstanding characteristics for the study of AMB; a chronic phase which allows investigation of the impact of constant immune activation driven by persistent subpatent parasitemia, followed by a clearance phase which allows the study of immune responses after the infection is naturally resolved. Thus, it is possible to study both exhaustion driven by chronic immune activation, and memory immune responses which remain after *P. chabaudi* elimination.

The *P. chabaudi*-specific AMB we detected during the chronic phase of infection showed strong similarities to human AMB described in chronic malaria. These included being class-switched, and expressing mouse homologues of hallmark human atypical memory B-cell genes such as *Itgax* (Cd11b), *Itgam* (Cd11c), *Cxcr3*, *Fcrl5*, *Tbx21* (T-bet), *Ifng*, *Cd80*, *Cd86*, *Aicda*, and a series on inhibitory receptors, including *Lair1* and *Pdcd1* (PD-1). Human AMB have been shown to share several characteristics with plasmablasts (Knox et al., 2017a; Muellenbeck et al., 2013; Obeng-Adjei et al., 2017; Sullivan et al., 2015). Interestingly, we also observed increased expression of several genes associated with plasmablasts in *P. chabaudi*-specific AMB, including *Cd138*, *Xbp1*, *Prdm1* (encoding Blimp-1) and *Mki67*, accompanied by downregulation of *Pax5* and *Bcl6*.

AMB resemble age-associated B cells (ABC) which accumulate with age as well as in autoimmunity, and were also proposed to be a subset of long-lived memory B cells (Naradikian et al., 2016a; Portugal et al., 2017; Rubtsov et al., 2017). Expression of T-bet, CD11c and CXCR3 are shared by AMB, tissue-like memory B cells, and ABC (Knox et al., 2017b; Naradikian et al., 2016a). Moreover, similar to ABC, expansion of human AMB associated with malaria is driven by IFNγ (Obeng-Adjei et al., 2017). IL-21, which is highly expressed by follicular helper T cells in response to *Plasmodium* infection (Carpio et al., 2015; Obeng-Adjei et al., 2015; Pérez-Mazliah et al., 2015), also directly promotes T-bet expression in B cells in the context of TLR engagement (Naradikian et al., 2016b). Taken together, these data strongly suggest that this is the same T-bet^+^ B-cell subset, which accumulates with time due to repetitive antigenic exposure. In agreement with previous data (Rubtsova et al., 2013), we show here that immunization with MSP1_21_ and R848, a TLR7/8 ligand, promotes a robust but short-lived CD11b^+^CD11c^+^ *P. chabaudi*-specific AMB response. T-bet^+^ atypical B cells are critical to eradicate various murine viral infections (Barnett et al., 2016; Rubtsova et al., 2013), and a recent study showed that yellow fever and vaccinia vaccinations of humans stimulated an acute T-bet^+^ B-cell response and suggested that these T-bet^+^ B-cell population may function as an early responder during acute viral infections (Knox et al., 2017a). Thus, T-bet^+^ B cells, even in the context of malaria, are likely to be a normal component of the immune compartment that becomes activated and expands, most probably in response to BCR, endosomal TLR, and IFNγ or IL-21 stimulation. Moreover, a recent study shows a TLR9/IFNγ-dependent activation of autoreactive T-bet^+^CD11c^+^ atypical B cells in response to *P. yoelii* 17XNL infection in mice (Rivera-Correa et al., 2017). However, whether these cells remained part of the long-lived memory B-cell pool after resolution of the infection was not explored.

Here, we show that *P. chabaudi*-specific AMB are short-lived activated B cells. These cells were absent after resolution of the infection, and immunization with purified antigen and TLR agonists resulted in a transient, yet robust, activation of *P. chabaudi*-specific AMB which lasted no more than 48 hr. Moreover, the *Igh*^NIMP23/+^ mouse model allowed us to obtain a deep insight of the transcriptome profile of MSP1_21_-specific AMB during natural infection, and compare it side-by-side with the transcriptome of MSP1_21_-specific naïve B cells. This allowed us to demonstrate their heavily pro-apoptotic and activated transcription profile, further explaining their short-lived nature. *P. chabaudi*-specific AMB showed very low expression of *Bcl2*, and high levels of expression of several pro-apoptotic genes including *Bad*, *Bax*, *Fas* and *Fasl.* In addition, these cells expressed very high levels of class-switched immunoglobulins and genes associated with DNA replication and proliferation.

The association of *P. chabaudi*-specific AMB with ongoing infection explains several observations in human studies: reduction of HIV plasma viremia by ART resulted in a significant reduction of HIV-specific AMB without altering the frequency of HIV-specific B_mem_ (de Bree et al., 2017; Kardava et al., 2014); individuals living in high malaria endemicity present higher frequencies of AMB than individuals living in areas with moderate transmission (Illingworth et al., 2013; Sullivan et al., 2015); repetitive *Plasmodium* episodes result in higher frequencies of AMB (Obeng-Adjei et al., 2017); the percentage of AMB is larger in children with persistent asymptomatic *Plasmodium falciparum* parasitemia as compared with parasite-free children (Weiss et al., 2009); previously exposed subjects significantly reduce the frequency of AMB following a year of continuous absence of exposure to *Plasmodium falciparum* infection (Ayieko et al., 2013). These observations all support the view that constant immune activation rather than impaired memory function leads to the accumulation of AMB in malaria.

After resolution of infection, *P. chabaudi*-specific AMB did not persist, but instead subsets of *P. chabaudi*-specific B_mem_ were readily detected. These cells expressed different combinations of previously described mouse B-cell memory markers [i.e. CD80, CD273 and CD73 (Anderson et al., 2007; Tomayko et al., 2010; Zuccarino-Catania et al., 2014)]. *P. chabaudi*-specific B_mem_ included both class-switched and non-class-switched cells, which show different responses to a secondary challenge infection (Krishnamurty et al., 2016). Independently of the combination of previously described memory markers expressed on *P. chabaudi*-specific B_mem_, all of these cells displayed very high expression of FCRL5. Previous data showed most prominent expression of FCRL5 in marginal zone B cells, while much less evident in the newly-formed and follicular splenic B cell subpopulations (Davis et al., 2004; Won et al., 2006). In agreement with this, we observed expression of FCRL5 on a subset of splenic *P. chabaudi*-specific B cells obtained from naïve mice. However, the level of FCRL5 expression on *P. chabaudi*-specific B_mem_ detected after resolution of the infection was noticeably higher than that of naïve B cells both at the protein and mRNA levels. In contrast to MSP1_21_-specific AMB, these CD11b^—^CD11c^—^FCRL5^hi^ MSP1_21_-specific B_mem_ showed high expression of the hallmark memory and anti-apoptotic gene *Bcl2* (Bhattacharya et al., 2007). Thus, after resolution of the infection, high expression of FCRL5 acted as a universal B_mem_ marker. Due to its complex dual ITIM/ITAM signaling capacity (Zhu et al., 2013), it is tempting to speculate that FCRL5 might serve as an important signal in the differentiation/maintenance of B_mem_.

Tracking the fate of the different MSP1_21_-specific B-cell subsets identified in this work will allow detailing the interplay between them. A model can be proposed in which antigen-specific AMB serve as an intermediate stage of differentiation between naïve and B_mem_. Alternatively, antigen-specific AMB might represent early plasmablasts or recent GC emigrates, based on class-switching and the high expression of IgG by these cells. These scenarios are not necessarily antagonist, and might even occur in parallel. Moreover, B1 B cells have been shown to class-switch and contribute to serum IgG1, IgG2a and IgA to influenza (Baumgarth et al., 2005), and IgG-producing B1a B cells have been shown to accumulate in the spleen of a mouse model of systemic lupus erythematosus (Enghard et al., 2010). Therefore, we can’t rule out the possibility that AMB might represent a particular B1 B cell subset that expands in the spleen and blood in response to *Plasmodium* infection.

Our data suggest that the expansion of AMB in malaria is not a consequence of B-cell exhaustion, but rather a physiologic stage of B-cell activation, and that these cells are sustained in high frequencies by ongoing chronic infections. Thus, *Plasmodium*-specific AMB are neither ‘memory’, nor ‘atypical’. Importantly, our data demonstrate that robust expansion of *Plasmodium*-specific AMB does not hinder clearance of the infection, activation of germinal centers, or generation of *Plasmodium*-specific long-lived quiescent B_mem_ upon resolution of the infection.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	B6.SJL-Ptprc^a^ Pepc^b^/BoyJ (B6.CD45.1)	The Jackson Laboratory	MGI:4819849	Bred in the specific pathogen-free facilities of the MRC National Institute for Medical Research and The Francis Crick Institute
Genetic reagent (*M. musculus*)	Rag2^tm1Fwa^(*Rag2*^-/-^)	The Jackson Laboratory	MGI:1858556	Bred in the specific pathogen- free facilities of the MRC National Institute for Medical Research and The Francis Crick Institute
Genetic reagent (*M. musculus*)	*Igh*^NIMP23/+^	This paper	_	Bred in the specific pathogen-free facilities of the MRC National Institute for Medical Research and The Francis Crick Institute
Strain, strain background (*Plasmodium* *chabaudi* *chabaudi*, strain AS)	*P. chabaudi*	other	_	European Malaria Reagent Repository, University of Edinburgh.
Strain, strain background (*Anopheles* *stephensi*, strain SD500, female)	mosquitos	PMID: 23217144	_	Bred in Jean Langhorne's lab
Antibody	Monoclonal Rat Anti-CD11b	BD Biosciences	563553	(dil 1/50)
Antibody	Monoclonal Hamster Anti-Mouse CD11c	BD Biosciences	561022	(dil 1/50)
Antibody	Monoclonal Rat Anti-Mouse CD138	BD Biosciences	553714	(dil 1/400)
Antibody	Monoclonal Rat Anti-Mouse CD19	BD Biosciences	565076	(dil 1/200)
Antibody	Monoclonal Rat anti-Mouse CD19	Biolegend	115530	(dil 1/400)
Antibody	Monoclonal Rat anti-Mouse CD19	Biolegend	115543	(dil 1/400)
Antibody	Monoclonal Rat anti-Mouse CD1d	Biolegend	123510	(dil 1/100)
Antibody	Monoclonal Rat anti-mouse CD2	Biolegend	100112	(dil 1/100)
Antibody	Monoclona Rat Anti-Mouse CD21/35	BD Biosciences	563176	(dil 1/100)
Antibody	Monoclona Rat Anti-Mouse CD21/35	BD Biosciences	553818	(dil 1/100)
Antibody	Monoclonal Rat anti-Mouse CD23	eBioscience	25–0232	(dil 1/100)
Antibody	Monoclonal Rat anti-Mouse CD273	BD Biosciences	564245	(dil 1/25)
Antibody	Armenian Hamster anti-Mouse CD3	Biolegend	100336	(dil 1/100)
Antibody	Monoclonal Rat anti-Mouse CD38	Biolegend	102718	(dil 1/400)
Antibody	Monoclonal Rat anti-Mouse CD38	eBioscience	17–0381	(dil 1/400)
Antibody	Monoclonal Rat anti-Mouse CD38	BD Biosciences	740697	(dil 1/400)
Antibody	Monoclonal Rat anti-Mouse CD4	Biolegend	100414	(dil 1/400)
Antibody	Monoclonal Rat anti-Mouse CD45.1	Biolegend	110706	(dil 1/400)
Antibody	Monoclonal Rat anti-Mouse CD45.1	Biolegend	110728	(dil 1/400)
Antibody	Monoclonal Mouse anti-Mouse CD45.2	BD Biosciences	563685	(dil 1/50)
Antibody	Monoclonal Mouse anti-Mouse CD45.2	Biolegend	109814	(dil 1/50)
Antibody	Monoclonal Mouse anti-Mouse CD45.2	Biolegend	109808	(dil 1/50)
Antibody	Monoclonal Rat anti-Mouse CD45R/B220	BD Biosciences	564449	(dil 1/400)
Antibody	Monoclonal Rat anti-Mouse CD45R/B220	Biolegend	103224	(dil 1/400)
Antibody	Monoclonal Rat anti-Mouse CD45R/B220	eBioscience	25–0452	(dil 1/400)
Antibody	Monoclonal Rat anti-Mouse CD73	BD Biosciences	550741	(dil 1/100)
Antibody	Monoclonal Armenian Hamster anti-Mouse CD80	Biolegend	104729	(dil 1/25)
Antibody	Monoclonal Rat anti-Mouse CD8a	Biolegend	100734	(dil 1/400)
Antibody	Monoclonal Rat anti-Mouse CD9	BD Biosciences	558749	(dil 1/100)
Antibody	Monoclonal Rat anti-Mouse CD93 (AA4.1)	eBioscience	17–5892	(dil 1/100)
Antibody	FCRL5	PMID: 17082595	_	Produced in Randall Davis' lab (dil 1/400)
Antibody	Polyclonal Sheep anti-Mouse FCRL5	R and D Systems	FAB6756G	(dil 1/50)
Antibody	Monoclonal Rat Anti-Mouse T- and B-Cell Activation Antigen GL7	BD Biosciences	562080	(dil 1/100)
Antibody	Monoclonal Rat Anti-Mouse IgD	Biolegend	405725	(dil 1/400)
Antibody	Monoclonal Rat Anti-Mouse IgD	Biolegend	405723	(dil 1/400)
Antibody	Monoclonal Rat Anti-Mouse IgD	Biolegend	405710	(dil 1/400)
Antibody	Monoclonal Rat Anti-Mouse IgG2b	Biolegend	406708	(dil 1/25)
Antibody	Monoclonal Rat Anti-Mouse IgM	Biolegend	406512	(dil 1/100)
Recombinant DNA reagent	VDJ_H_^NIMP23^ anti-MSP1_21_ variable region coding exon containing the Leader-V segment intron from gDNA of the NIMP23 hybridoma	PMID: 7141700	_	Produced in Jean Langhorne's lab
Recombinant DNA reagent	C57Bl/6 IgH HEL variable region knock-in construct	PMID: 12668643	_	Donated by Robert Brink of the Garvan Institute of Medical Research, New South Wales, Australia
Peptide, recombinant protein	MSP1_21_	PMID: 11254580	_	Produced in Jean Langhorne's lab
Commercial assay or kit	EZ-Link Sulfo-NHS-LC-Biotinylation Kit	Thermo Scientific	21435	
Commercial assay or kit	RiboPure RNA Purification Kit	Invitrogen	AM1924	
Commercial assay or kit	Qubit 1X dsDNA HS Assay Kit	Invitrogen	Q33231	
Commercial assay or kit	SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing	Takara	634889	
Commercial assay or kit	Ovation Ultralow Library System V2	Nugen	0344–32	
Commercial assay or kit	LIVE/DEAD Fixable Aqua Dead Cell Stain Kit	Invitrogen	L34957	
Commercial assay or kit	LIVE/DEAD Fixable Blue Dead Cell Stain Kit	Invitrogen	L23105	
Chemical compound, drug	Streptavidin-R-Phycoerythrin	Prozyme	PJRS25	
Chemical compound, drug	Streptavidin-Allophycocyanin	Prozyme	PJ27S	
Chemical compound, drug	TiterMax Gold Adjuvant	Merck (formerly Sigma-Aldrich)	T2684-1ML	
Chemical compound, drug	R848 (Resiquimod)	Invivogen	tlrl-r848	
Chemical compound, drug	TRI Reagent Solution	Invitrogen	AM9738	
Software, algorithm	cutadapt v1.9.1	doi:10.14806/ej.17.1.200		
Software, algorithm	RSEM v1.2.31	doi:10.1186/1471-2105-12-323		
Software, algorithm	STAR v2.5.1b	doi:10.1093/ bioinformatics/bts635		
Software, algorithm	DESeq2	doi:10.1186/s13059-014-0550-8		
Software, algorithm	R v3.4.0	other		https://www.r-project.org
Software, algorithm	Bioconductor v3.5	other		http://www. bioconductor.org
Software, algorithm	Broad's Gene Set Enrichment Analysis (GSEA)	other		http://software.broadinstitute.org/gsea/index.jsp
Software, algorithm	FlowJo version 9.6 or higher	Tree Star		
Software, algorithm	Cytofkit	doi:10.1371/journa l.pcbi.1005112.s009		
Software, algorithm	Prism v6	GraphPad		

### Mice

5-12 week-old female mice were used for experiments. C57BL/6J, C57BL/6.SJL-*Ptprc^a^* (CD45.1 congenic), *Rag2^-/-^*.C57BL/6.SJL-*Ptprc^a^* (CD45.1 congenic) and BALB/c mouse strains were bred in the specific pathogen-free facilities of the MRC National Institute for Medical Research and The Francis Crick Institute, and were housed conventionally with sterile bedding, food and irradiated water. Room temperature was 22°C with a 12 hr light/dark cycle; food and water were provided ad libitum. The study was carried out in accordance with the UK Animals (Scientific Procedures) Act 1986 (Home Office license 80/2538 and 70/8326), was approved by the MRC National Institute for Medical Research Ethical Committee and was approved by The Francis Crick Institute Ethical Committee.

To produce MSP1_21_–specific B cell knock-in mice capable of undergoing class switch recombination on the C57BL/6J genetic background, the VDJ_H_^NIMP23^ anti-MSP1_21_ variable region coding exon containing the Leader-V segment intron from gDNA of the NIMP23 hybridoma (Boyle et al., 1982) was inserted by homologous recombination into the 5’ end of the endogenous IgH locus (Taki et al., 1993) (Figure 1—figure supplement 1A–C). The VDJ_H_^NIMP23^ anti-MSP1_21_ variable region coding exon was inserted into a previously described IgH targeting construct, replacing the anti-HEL heavy chain variable region coding exon that was already in it (Phan et al., 2003) (Figure 1—figure supplement 1D). The final targeting construct included a loxP-flanked neomycin resistance cassette in reverse transcriptional orientation to the *Igh* locus, located immediately 5’ to the rearranged VDJ_H_^NIMP23^ variable region and its associated promoter (Figure 1—figure supplement 1D). Electroporation of C57BL/6N-derived PRX embryonic stem cells with the targeting construct and selection of homologous recombinant clones was performed using standard techniques by PolyGene AG (Switzerland). One targeted ES clone was used for production of chimeric mice using standard techniques at the Biological Research Facilities of the MRC National Institute for Medical Research, London, UK. Male chimeric mice were crossed to C57BL/6J females and progeny carrying the *Igh*^NIMP23neo^ allele were crossed to PC3Cre mice (O'Gorman et al., 1997) to delete the neo^r^ gene in the germline and generate mice carrying the *Igh*^NIMP23^ allele (Figure 1—figure supplement 1D). The *Igh*^NIMP23/+^ strain was maintained by backcrossing for at least 10 generations to C57BL/6J mice.

### Mixed bone marrow chimeras

Femurs and tibias were excised from female mice and cleaned of flesh using forceps and scalpel, and BM was obtained by flushing out with IMDM supplemented with 2 mM L-glutamine, 0.5 mM sodium pyruvate, 100 U penicillin, 100 mg streptomycin, 6 mM Hepes buffer, and 50 mM 2-ME (Gibco, Invitrogen), using a syringe with a needle. Thereafter, single BM cell suspensions were obtained by mashing through a 70 μm filter mesh, further sieved through 40 μm filter mesh and washed once. Live cells were resuspended in sodium chloride solution 0.9% (Sigma) at 4 × 10^6^ cells/200 μl. *Rag2^-/-^*.C57BL/6.SJL-*Ptprc^a^* mice were sub-lethally irradiated (5Gy) using a [137Cs] source and reconstituted less than 24 hr after irradiation by i.v. injections of a 10% *Igh*^NIMP23/+^:90% C57BL/6.SJL-*Ptprc^a^* combination of donor BM cells. Recipient mice were maintained on acidified drinking water and analyzed for reconstitution after 6–8 weeks.

### *Plasmodium chabaudi* infection

*Plasmodium chabaudi chabaudi AS* was transmitted by *Anopheles stephensi* mosquitoes, strain SD500, as described elsewhere (Spence et al., 2012). Briefly, C57BL/6J mice were injected i.p. with 10^5^ *P. chabaudi*-infected red blood cells and used to feed mosquitos two weeks after the injection. Two weeks after mosquito feeding/infection, each experimental mouse was exposed to 20 infected mosquitos for 30 min. Blood parasitemia in infected experimental mice was routinely monitored by thin blood smears.

### Immunizations

Mice were immunized i.p. with a combination of 100 μg of MSP1_21_ (Quin and Langhorne, 2001) and 50 μl of Titermax Gold emulsion (Sigma), or a combination of 50 μg of MSP1_21_ and 50 μg of R848 (Invivogen).

### Flow cytometry and cell sorting

Spleens, lymph nodes and bone marrows were dissected and single cell suspensions were obtained by mashing the organs through a 70 μm filter mesh in HBSS, 6 mM Hepes buffer (Gibco, Invitrogen). After removal of red blood cells from spleens and bone marrows by treatment with lysing buffer (Sigma), the remaining cells were resuspended in complete Iscove's Modified Dulbecco's Medium [IMDM supplemented with 10% FBS Serum Gold (PAA Laboratories, GE Healthcare), 2 mM L-glutamine, 0.5 mM sodium pyruvate, 100U penicillin, 100 mg streptomycin, 6 mM Hepes buffer, and 50 mM 2-ME (all from Gibco, Invitrogen)] and viable cells were counted using trypan blue (Sigma) exclusion and a hemocytometer. Cells were then resuspended in PBS and incubated with APC- or PE-labelled MSP1_21_ fluorescent probes and/or different combinations of fluorochrome-conjugated antibodies (key resources table), and either acquired after two washes with PBS, or fixed with 2% paraformaldehyde and stored in staining buffer at 4°C until acquisition.

The APC and PE MSP1_21_ fluorescent probes were produced as previously described (Krishnamurty et al., 2016; Taylor et al., 2012). Briefly, purified MSP1_21_ (Quin and Langhorne, 2001) was biotinylated using an EZ-link Sulfo-NHS-LC- Biotinylation kit (Thermo Fisher Scientic) using a 1:1 ratio of biotin to protein, and loaded onto Streptavidin-APC conjugated or Phycolink Streptavidin-R-PE conjugated (ProZyme) in a 6:1 ratio of MSP1_21_:Streptavidin-fluorochrome.

Cell sorting was performed on a MoFlo XDP (Beckman Coulter) or a BD FACSAria Fusion (BD Biosciences) and the target cell populations were directly dispensed into TRIreagent (Ambion) and stored at −80°C until RNA isolation. Purity checks were routinely performed for all assays by sorting aliquots of cells into PBS containing 2% FCS and reacquiring them on the cell sorter.

Dead cells were routinely excluded from the analysis by staining with LIVE/DEAD Fixable Aqua or Blue stain (Invitrogen). Singlets were selected based on FCS-A vs FCS-H and further based on SSC-A vs SSC-H. ‘Fluorescence minus one’ (FMO) controls were routinely used to verify correct compensation and to set the thresholds for positive/negative events. Analysis was performed with FlowJo software version 9.6 or higher (Tree Star).

PhenoGraph and *t*-distributed stochastic neighbor embedding (t-SNE) were combined to analyze multiparameter flow cytometry data using the Cytofkit package (Chen et al., 2016). t-SNE renders high-dimensional single-cell data based on similarities into only two dimensions, and thus helps visualize multiparameter data (van der Maaten, 2008). PhenoGraph (Levine et al., 2015) allows partitioning of high-dimensional single-cell data into phenotypically coherent subpopulations (i.e. clusters). The relatedness of the cell clusters identified by PhenoGraph was inferred using Isomap (Cytofkit package), in which related clusters/subsets can be visualised close to each other.

### RNA isolation, sequencing and data analysis

Total RNA from 1−5 × 10^4^ cells sorted into TRIreagent (Ambion) was isolated using the Ribopure kit (Ambion). Concentration of purified RNA was determined by Qubit fluorometric quantitation using the HS assay kit (ThermoFisher Scientific), and the quality analyzed with a 2100 Bioanalyzer (Agilent). Samples with a RIN score above 8.50 were used for the next steps. cDNA was generated from total RNA with the SMART-Seq v4 Ultra Low Input RNA Kit (Takara Bio USA). Next-generation sequencing libraries were produced with the Ovation Ultralow System V2 (Nugen), and run as PE100 on a HiSeq 4000 sequencer (Illumina). GEO accession: GSE115155.

For bioinformatics analysis, paired-end sequence reads were adapter and quality trimmed using cutadapt v1.9.1 (Martin, 2011) with the following non-default settings: ‘-a AGATCGGAAGAGC -A AGATCGGAAGAGC --minimum-length 30 -q 20,20’. Gene-level abundance estimates were generated from the trimmed reads using RSEM v1.2.31 (Li and Dewey, 2011) running STAR v2.5.1b (Dobin et al., 2013) with default settings, aligned against the *Mus musculus* Ensembl release 89 transcriptome (mm10). All further analysis was conducted using the DESeq2 (Love et al., 2014) package from Bioconductor v3.5 run in R v3.4.0. The expected counts were imported and rounded to integers to generate a counts matrix. Differential expression between phenotype groups was assessed using the DESeq function with default settings. In the case of comparisons of different MSP1_21_-specific B cell subsets obtained from the same experimental mouse, an additional mouse factor was added to the design formula to accommodate the paired nature of the data. Significance was thresholded using an FDR ≤ 0.01. PCA analysis was conducted using DESeq's plot PCA function with the regularized log (rlog) transformed count data. Heat maps were generated using the regularized log (rlog) transformed count data, scaled per gene using a z-score. Mouse homologues to genes previously associated with human AMB were selected (Supplementary file 1), and those showing significant differential expression on MSP1_21_-specific AMB were used to produce separate heat maps split by functional annotation (Figure 3). The GSEA pre-ranked function from the Broad's Gene Set Enrichment Analysis (GSEA) (Subramanian et al., 2005) suite was used to assess significant enrichment of MSigDB's C2 Reactome gene sets associated with differential expression between cell types. The function was run using a list of genes ranked for differential expression using DESeq2's Wald test statistic with default settings except for: collapse dataset to gene = false enrichment statistic = classic

### Statistical analysis

Statistical analysis was performed using Mann Whitney U test, Kruskal-Wallis test followed by Dunn's multiple comparisons test, or Two-Way ANOVA followed by Dunnett's multiple comparisons test on Prism software version 6 (GraphPad). p<0.05 was accepted as a statistically significant difference.

## Additional files

Supplementary file 1. Mouse homologues to human genes previously described to be either up (↑) or down (↓) regulated in human atypical memory B cells (AMB).

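Supplementary file 1 pairs human genes with mouse homologues and marks each as up or down in human AMB. Its entries were tested here in the mouse libraries of 35dpi through their symbols. Of the 31 entries, 20 changed in the listed direction between AMB and naïve cells and 21 between AMB and non-AMB, by edgeR. Its list of higher genes shares 12 of its 22 members with other lists used here, among them *Itgax*, *Tbx21* and *Fcrl5* with the list of T-bet-positive age-associated B cells, so the counts of these lists are not independent.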

Supplementary file 2. List of top 50 Reactome gene sets yielding the highest normalized enrichment score (NES) by GSEA.

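Supplementary file 2 ranks Reactome gene sets by a normalized enrichment score, which measures how far the genes of a set gather at the top of a list ranked by the difference between AMB and naïve cells, relative to permuted data. Sets that share genes, such as those of the cell cycle or those that contain proteasome subunits, rise together in such a ranking.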

Transparent reporting form

### Data availability

RNAseq transcriptome data have been deposited in GEO under accession code GSE115155.

The following dataset was generated:

Pérez-MazliahDGardnerPJSchweighofferEMcLaughlinSHoskingCTumwineIDavisRSPotocnikATybulewiczVLanghorneJ2018Plasmodium-specific atypical memory B cells are short-lived activated B cellsNCBI Gene Expression OmnibusGSE11515510.7554/eLife.39800PMC624255330387712

## References

[bib1] Achtman AH, Stephens R, Cadman ET, Harrison V, Langhorne J (2007). Malaria-specific antibody responses and parasite persistence after infection of mice with Plasmodium chabaudi chabaudi. Parasite Immunology.

[bib2] Anderson SM, Tomayko MM, Ahuja A, Haberman AM, Shlomchik MJ (2007). New markers for murine memory B cells that define mutated and unmutated subsets. The Journal of Experimental Medicine.

[bib3] Ayieko C, Maue AC, Jura WG, Noland GS, Ayodo G, Rochford R, John CC (2013). Changes in B Cell Populations and Merozoite Surface Protein-1-Specific Memory B Cell Responses after Prolonged Absence of Detectable P. falciparum Infection. PLoS ONE.

[bib4] Barnett BE, Staupe RP, Odorizzi PM, Palko O, Tomov VT, Mahan AE, Gunn B, Chen D, Paley MA, Alter G, Reiner SL, Lauer GM, Teijaro JR, Wherry EJ (2016). Cutting Edge: B Cell-Intrinsic T-bet Expression Is Required To Control Chronic Viral Infection. The Journal of Immunology.

[bib5] Baumgarth N, Tung JW, Herzenberg LA (2005). Inherent specificities in natural antibodies: a key to immune defense against pathogen invasion. Springer Seminars in Immunopathology.

[bib6] Baumgarth N (2011). The double life of a B-1 cell: self-reactivity selects for protective effector functions. Nature Reviews Immunology.

[bib7] Bhattacharya D, Cheah MT, Franco CB, Hosen N, Pin CL, Sha WC, Weissman IL (2007). Transcriptional profiling of antigen-dependent murine B cell differentiation and memory formation. The Journal of Immunology.

[bib8] Boyle DB, Newbold CI, Smith CC, Brown KN (1982). Monoclonal antibodies that protect in vivo against Plasmodium chabaudi recognize a 250,000-dalton parasite polypeptide. Infection and Immunity.

[bib9] Brugat T, Reid AJ, Lin J, Cunningham D, Tumwine I, Kushinga G, McLaughlin S, Spence P, Böhme U, Sanders M, Conteh S, Bushell E, Metcalf T, Billker O, Duffy PE, Newbold C, Berriman M, Langhorne J (2017). Antibody-independent mechanisms regulate the establishment of chronic Plasmodium infection. Nature Microbiology.

[bib10] Carpio VH, Opata MM, Montañez ME, Banerjee PP, Dent AL, Stephens R (2015). IFN-γ and IL-21 Double Producing T Cells Are Bcl6-Independent and Survive into the Memory Phase in Plasmodium chabaudi Infection. PloS ONE.

[bib11] Charles ED, Brunetti C, Marukian S, Ritola KD, Talal AH, Marks K, Jacobson IM, Rice CM, Dustin LB (2011). Clonal B cells in patients with hepatitis C virus-associated mixed cryoglobulinemia contain an expanded anergic CD21low B-cell subset. Blood.

[bib12] Chen H, Lau MC, Wong MT, Newell EW, Poidinger M, Chen J (2016). Cytofkit: A Bioconductor Package for an Integrated Mass Cytometry Data Analysis Pipeline. PLoS Computational Biology.

[bib13] Clark AG, Chen S, Zhang H, Brady GF, Ungewitter EK, Bradley JK, Sackey FN, Foster MH (2007). Multifunctional regulators of cell growth are differentially expressed in anergic murine B cells. Molecular Immunology.

[bib14] Davis RS, Stephan RP, Chen CC, Dennis G, Cooper MD (2004). Differential B cell expression of mouse Fc receptor homologs. International Immunology.

[bib15] Davis RS (2007). Fc receptor-like molecules. Annual Review of Immunology.

[bib16] de Bree GJ, Wheatley AK, Lynch RM, Prabhakaran M, Grijsen ML, Prins JM, Schmidt SD, Koup RA, Mascola JR, McDermott AB (2017). Longitudinal dynamics of the HIV-specific B cell response during intermittent treatment of primary HIV infection. PloS ONE.

[bib17] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[bib18] Dorfman JR, Bejon P, Ndungu FM, Langhorne J, Kortok MM, Lowe BS, Mwangi TW, Williams TN, Marsh K (2005). B cell memory to 3 Plasmodium falciparum blood-stage antigens in a malaria-endemic area. The Journal of Infectious Diseases.

[bib19] Ehrhardt GR, Davis RS, Hsu JT, Leu CM, Ehrhardt A, Cooper MD (2003). The inhibitory potential of Fc receptor homolog 4 on memory B cells. PNAS.

[bib20] Ehrhardt GR, Hsu JT, Gartland L, Leu CM, Zhang S, Davis RS, Cooper MD (2005). Expression of the immunoregulatory molecule FcRH4 defines a distinctive tissue-based population of memory B cells. The Journal of Experimental Medicine.

[bib21] Enghard P, Humrich JY, Chu VT, Grussie E, Hiepe F, Burmester GR, Radbruch A, Berek C, Riemekasten G (2010). Class switching and consecutive loss of dsDNA-reactive B1a B cells from the peritoneal cavity during murine lupus development. European Journal of Immunology.

[bib22] Fabregat A, Jupe S, Matthews L, Sidiropoulos K, Gillespie M, Garapati P, Haw R, Jassal B, Korninger F, May B, Milacic M, Roca CD, Rothfels K, Sevilla C, Shamovsky V, Shorser S, Varusai T, Viteri G, Weiser J, Wu G, Stein L, Hermjakob H, D’Eustachio P (2018). The Reactome Pathway Knowledgebase. Nucleic Acids Research.

[bib23] Garraud O, Borhis G, Badr G, Degrelle S, Pozzetto B, Cognasse F, Richard Y (2012). Revisiting the B-cell compartment in mouse and humans: more than one B-cell subset exists in the marginal zone and beyond. BMC Immunology.

[bib24] Illingworth J, Butler NS, Roetynck S, Mwacharo J, Pierce SK, Bejon P, Crompton PD, Marsh K, Ndungu FM (2013). Chronic exposure to Plasmodium falciparum is associated with phenotypic evidence of B and T cell exhaustion. The Journal of Immunology.

[bib25] Johnson G, Wu TT (2001). Kabat Database and its applications: future directions. Nucleic Acids Research.

[bib26] Kabashima K, Haynes NM, Xu Y, Nutt SL, Allende ML, Proia RL, Cyster JG (2006). Plasma cell S1P1 expression determines secondary lymphoid organ retention versus bone marrow tropism. The Journal of Experimental Medicine.

[bib27] Kallies A, Hasbold J, Fairfax K, Pridans C, Emslie D, McKenzie BS, Lew AM, Corcoran LM, Hodgkin PD, Tarlinton DM, Nutt SL (2007). Initiation of plasma-cell differentiation is independent of the transcription factor Blimp-1. Immunity.

[bib28] Kardava L, Moir S, Wang W, Ho J, Buckner CM, Posada JG, O'Shea MA, Roby G, Chen J, Sohn HW, Chun TW, Pierce SK, Fauci AS (2011). Attenuation of HIV-associated human B cell exhaustion by siRNA downregulation of inhibitory receptors. Journal of Clinical Investigation.

[bib29] Kardava L, Moir S, Shah N, Wang W, Wilson R, Buckner CM, Santich BH, Kim LJ, Spurlin EE, Nelson AK, Wheatley AK, Harvey CJ, McDermott AB, Wucherpfennig KW, Chun TW, Tsang JS, Li Y, Fauci AS (2014). Abnormal B cell memory subsets dominate HIV-specific responses in infected individuals. Journal of Clinical Investigation.

[bib30] Knox JJ, Buggert M, Kardava L, Seaton KE, Eller MA, Canaday DH, Robb ML, Ostrowski MA, Deeks SG, Slifka MK, Tomaras GD, Moir S, Moody MA, Betts MR (2017a). T-bet+ B cells are induced by human viral infections and dominate the HIV gp140 response. JCI Insight.

[bib31] Knox JJ, Kaplan DE, Betts MR (2017b). T-bet-expressing B cells during HIV and HCV infections. Cellular Immunology.

[bib32] Krishnamurty AT, Thouvenel CD, Portugal S, Keitany GJ, Kim KS, Holder A, Crompton PD, Rawlings DJ, Pepper M (2016). Somatically Hypermutated Plasmodium-Specific IgM. Immunity.

[bib33] Lalor PA, Nossal GJ, Sanderson RD, McHeyzer-Williams MG (1992). Functional and molecular characterization of single, (4-hydroxy-3-nitrophenyl)acetyl (NP)-specific, IgG1+ B cells from antibody-secreting and memory B cell pathways in the C57BL/6 immune response to NP. European Journal of Immunology.

[bib34] Levine JH, Simonds EF, Bendall SC, Davis KL, Amir el-AD, Tadmor MD, Litvin O, Fienberg HG, Jager A, Zunder ER, Finck R, Gedman AL, Radtke I, Downing JR, Pe'er D, Nolan GP (2015). Data-Driven Phenotypic Dissection of AML Reveals Progenitor-like Cells that Correlate with Prognosis. Cell.

[bib35] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics.

[bib36] Li H, Borrego F, Nagata S, Tolnay M (2016). Fc receptor-like 5 expression distinguishes two distinct subsets of human circulating tissue-like memory b cells. The Journal of Immunology.

[bib37] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology.

[bib38] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet.journal.

[bib39] Moir S, Ho J, Malaspina A, Wang W, DiPoto AC, O'Shea MA, Roby G, Kottilil S, Arthos J, Proschan MA, Chun TW, Fauci AS (2008). Evidence for HIV-associated B cell exhaustion in a dysfunctional memory B cell compartment in HIV-infected viremic individuals. The Journal of Experimental Medicine.

[bib40] Muellenbeck MF, Ueberheide B, Amulic B, Epp A, Fenyo D, Busse CE, Esen M, Theisen M, Mordmüller B, Wardemann H (2013). Atypical and classical memory B cells produce Plasmodium falciparum neutralizing antibodies. The Journal of Experimental Medicine.

[bib41] Naradikian MS, Hao Y, Cancro MP (2016a). Age-associated B cells: key mediators of both protective and autoreactive humoral responses. Immunological Reviews.

[bib42] Naradikian MS, Myles A, Beiting DP, Roberts KJ, Dawson L, Herati RS, Bengsch B, Linderman SL, Stelekati E, Spolski R, Wherry EJ, Hunter C, Hensley SE, Leonard WJ, Cancro MP (2016b). Cutting Edge: IL-4, IL-21, and IFN-γ Interact To Govern T-bet and CD11c Expression in TLR-Activated B Cells. The Journal of Immunology.

[bib43] Ndungu FM, Cadman ET, Coulcher J, Nduati E, Couper E, Macdonald DW, Ng D, Langhorne J (2009). Functional memory B cells and long-lived plasma cells are generated after a single Plasmodium chabaudi infection in mice. PLoS Pathogens.

[bib44] Ndungu FM, Olotu A, Mwacharo J, Nyonda M, Apfeld J, Mramba LK, Fegan GW, Bejon P, Marsh K (2012). Memory B cells are a more reliable archive for historical antimalarial responses than plasma antibodies in no-longer exposed children. PNAS.

[bib45] Ndungu FM, Lundblom K, Rono J, Illingworth J, Eriksson S, Färnert A (2013). Long-lived Plasmodium falciparum specific memory B cells in naturally exposed Swedish travelers. European Journal of Immunology.

[bib46] O'Gorman S, Dagenais NA, Qian M, Marchuk Y (1997). Protamine-Cre recombinase transgenes efficiently recombine target sequences in the male germ line of mice, but not in embryonic stem cells. PNAS.

[bib47] Obeng-Adjei N, Portugal S, Tran TM, Yazew TB, Skinner J, Li S, Jain A, Felgner PL, Doumbo OK, Kayentao K, Ongoiba A, Traore B, Crompton PD, Yeste A, Mascanfroni ID, Nadeau M, Burns EJ, Tukpah A-M, Santiago A, Wu C, Patel B, Kumar D, Quintana FJ (2015). Circulating th1-cell-type tfh cells that exhibit impaired b cell help are preferentially activated during acute malaria in children. Cell Reports.

[bib48] Obeng-Adjei N, Portugal S, Holla P, Li S, Sohn H, Ambegaonkar A, Skinner J, Bowyer G, Doumbo OK, Traore B, Pierce SK, Crompton PD (2017). Malaria-induced interferon-γ drives the expansion of Tbethi atypical memory B cells. PLoS Pathogens.

[bib49] Pérez-Mazliah D, Ng DH, Freitas do Rosário AP, McLaughlin S, Mastelic-Gavillet B, Sodenkamp J, Kushinga G, Langhorne J (2015). Disruption of IL-21 signaling affects T cell-B cell interactions and abrogates protective humoral immunity to malaria. PLoS Pathogens.

[bib50] Phan TG, Amesbury M, Gardam S, Crosbie J, Hasbold J, Hodgkin PD, Basten A, Brink R (2003). B cell receptor-independent stimuli trigger immunoglobulin (Ig) class switch recombination and production of IgG autoantibodies by anergic self-reactive B cells. The Journal of Experimental Medicine.

[bib51] Pillai S, Cariappa A, Moran ST (2005). Marginal zone B cells. Annual Review of Immunology.

[bib52] Portugal S, Pierce SK, Crompton PD (2013). Young lives lost as B cells falter: what we are learning about antibody responses in malaria. The Journal of Immunology.

[bib53] Portugal S, Tipton CM, Sohn H, Kone Y, Wang J, Li S, Skinner J, Virtaneva K, Sturdevant DE, Porcella SF, Doumbo OK, Doumbo S, Kayentao K, Ongoiba A, Traore B, Sanz I, Pierce SK, Crompton PD (2015). Malaria-associated atypical memory B cells exhibit markedly reduced B cell receptor signaling and effector function. eLife.

[bib54] Portugal S, Obeng-Adjei N, Moir S, Crompton PD, Pierce SK (2017). Atypical memory B cells in human chronic infectious diseases: An interim report. Cellular Immunology.

[bib55] Quin SJ, Langhorne J (2001). Different regions of the malaria merozoite surface protein 1 of Plasmodium chabaudi elicit distinct T-cell and antibody isotype responses. Infection and Immunity.

[bib56] Ridderstad A, Tarlinton DM (1998). Kinetics of establishing the memory B cell population as revealed by CD38 expression. Journal of Immunology.

[bib57] Rivera-Correa J, Guthmiller JJ, Vijay R, Fernandez-Arias C, Pardo-Ruge MA, Gonzalez S, Butler NS, Rodriguez A (2017). Plasmodium DNA-mediated TLR9 activation of T-bet^+^ B cells contributes to autoimmune anaemia during malaria. Nature Communications.

[bib58] Rubtsov AV, Marrack P, Rubtsova K (2017). T-bet expressing B cells - Novel target for autoimmune therapies?. Cellular Immunology.

[bib59] Rubtsova K, Rubtsov AV, van Dyk LF, Kappler JW, Marrack P (2013). T-box transcription factor T-bet, a key player in a unique type of B-cell activation essential for effective viral clearance. PNAS.

[bib60] Russell Knode LM, Naradikian MS, Myles A, Scholz JL, Hao Y, Liu D, Ford ML, Tobias JW, Cancro MP, Gearhart PJ (2017). Age-associated b cells express a diverse repertoire of v_h_ and vκ genes wit_h_ somatic hypermutation. The Journal of Immunology.

[bib61] Sen J, Rosenberg N, Burakoff SJ (1990). Expression and ontogeny of CD2 on murine B cells. Journal of Immunology.

[bib62] Spence PJ, Jarra W, Lévy P, Nahrendorf W, Langhorne J (2012). Mosquito transmission of the rodent malaria parasite Plasmodium chabaudi. Malaria Journal.

[bib63] Spence PJ, Jarra W, Lévy P, Reid AJ, Chappell L, Brugat T, Sanders M, Berriman M, Langhorne J (2013). Vector transmission regulates immune control of Plasmodium virulence. Nature.

[bib64] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, Mesirov JP (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. PNAS.

[bib65] Sullivan RT, Kim CC, Fontana MF, Feeney ME, Jagannathan P, Boyle MJ, Drakeley CJ, Ssewanyana I, Nankya F, Mayanja-Kizza H, Dorsey G, Greenhouse B (2015). FCRL5 Delineates Functionally Impaired Memory B Cells Associated with Plasmodium falciparum Exposure. PLoS Pathogens.

[bib66] Sullivan RT, Ssewanyana I, Wamala S, Nankya F, Jagannathan P, Tappero JW, Mayanja-Kizza H, Muhindo MK, Arinaitwe E, Kamya M, Dorsey G, Feeney ME, Riley EM, Drakeley CJ, Greenhouse B (2016). B cell sub-types following acute malaria and associations with clinical immunity. Malaria Journal.

[bib67] Taki S, Meiering M, Rajewsky K (1993). Targeted insertion of a variable region gene into the immunoglobulin heavy chain locus. Science.

[bib68] Taylor JJ, Martinez RJ, Titcombe PJ, Barsness LO, Thomas SR, Zhang N, Katzman SD, Jenkins MK, Mueller DL, Martinez RJ, Mueller DL (2012). Deletion and anergy of polyclonal B cells specific for ubiquitous membrane-bound self-antigen. The Journal of experimental medicine.

[bib69] Tomayko MM, Steinel NC, Anderson SM, Shlomchik MJ (2010). Cutting edge: Hierarchy of maturity of murine memory B cell subsets. The Journal of Immunology.

[bib70] van der Maaten L (2008). Visualizing Data using t-SNE. Journal of Machine Learning Research.

[bib71] Weiss GE, Crompton PD, Li S, Walsh LA, Moir S, Traore B, Kayentao K, Ongoiba A, Doumbo OK, Pierce SK (2009). Atypical memory B cells are greatly expanded in individuals living in a malaria-endemic area. The Journal of Immunology.

[bib72] Weiss GE, Traore B, Kayentao K, Ongoiba A, Doumbo S, Doumtabe D, Kone Y, Dia S, Guindo A, Traore A, Huang CY, Miura K, Mircetic M, Li S, Baughman A, Narum DL, Miller LH, Doumbo OK, Pierce SK, Crompton PD (2010). The Plasmodium falciparum-specific human memory B cell compartment expands gradually with repeated malaria infections. PLoS Pathogens.

[bib73] Weiss GE, Clark EH, Li S, Traore B, Kayentao K, Ongoiba A, Hernandez JN, Doumbo OK, Pierce SK, Branch OH, Crompton PD (2011). A positive correlation between atypical memory B cells and Plasmodium falciparum transmission intensity in cross-sectional studies in Peru and Mali. PLoS ONE.

[bib74] Wipasa J, Suphavilai C, Okell LC, Cook J, Corran PH, Thaikla K, Liewsaree W, Riley EM, Hafalla JC (2010). Long-lived antibody and B Cell memory responses to the human malaria parasites, Plasmodium falciparum and Plasmodium vivax. PLoS Pathogens.

[bib75] Won WJ, Foote JB, Odom MR, Pan J, Kearney JF, Davis RS (2006). Fc receptor homolog 3 is a novel immunoregulatory marker of marginal zone and B1 B cells. The Journal of Immunology.

[bib76] Young F, Ardman B, Shinkai Y, Lansford R, Blackwell TK, Mendelsohn M, Rolink A, Melchers F, Alt FW (1994). Influence of immunoglobulin heavy- and light-chain expression on B-cell differentiation. Genes & Development.

[bib77] Zhu Z, Li R, Li H, Zhou T, Davis RS (2013). FCRL5 exerts binary and compartment-specific influence on innate-like B-cell receptor signaling. PNAS.

[bib78] Zouali M (2011). Marginal zone B-cells. A Gatekeeper of Innate Immunity.

[bib79] Zuccarino-Catania GV, Sadanand S, Weisel FJ, Tomayko MM, Meng H, Kleinstein SH, Good-Jacobson KL, Shlomchik MJ (2014). CD80 and PD-L2 define functionally distinct memory B cell subsets that are independent of antibody isotype. Nature Immunology.

How the deposited data were processed for this re-analysis (not part of the article)

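RNA was measured in 25 libraries of MSP1_21_-specific B cells sorted from the spleens of NIMP23 chimeras, 1 library for each of 5 mice in 5 groups: naïve cells of day 0, AMB and CD11b-CD11c- cells (non-AMB) of 35dpi, and FCRL5 hi B_mem_ and FCRL5-negative cells of 155dpi. Group and replicate number were taken from the sample labels, which use the names of the paper. By the paper's methods and the submitters' processing notes, the authors trimmed the reads with cutadapt (1.9.1), aligned them with STAR (2.5.1b) to the mouse genome and counted them per Ensembl gene with RSEM (1.2.31). The deposited values are RSEM's expected counts, which the authors did not normalize before deposit. RSEM divides reads that match several genes, so the split between near-identical genes is an estimate, and the kits do not mark strand, so reads of a gene and of an antisense partner cannot be told apart. The files list 51912 genes, of which 51719 were found by their identifier in GENCODE's annotation of GRCm38. That annotation gave symbols, positions and the 429 immunoglobulin genes. The other 193 held at most 0.0098% of the counts of a library, kept their identifier and stayed in the tests.

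The summed counts ran from 7240354 to 17237978 in naïve libraries, 12724506 to 27287651 in non-AMB, 23650923 to 49068712 in AMB, 8095799 to 18472403 in FCRL5-negative cells and 9686298 to 20662769 in B_mem_. Precision was tested on simulated data, drawn for the real genes with the means and library sizes of each comparison and with 200 genes changed by 1.5, 2 or 4 times. Of changes of 4 times, edgeR recovered 72.7% for AMB against naïve cells, 78.8% for AMB against non-AMB, 69.7% for non-AMB against naïve cells, 77.3% for B_mem_ against FCRL5-negative cells, 74.2% for B_mem_ against naïve cells and 31.8% for AMB against B_mem_. Of changes of 2 times it recovered 10.4%, 37.3%, 28.4%, 52.2%, 11.9% and 0% in the same order, and of changes of 1.5 times 4.5% in each of the 2 comparisons within mice and 0% in the other 4. Every recovered gene had the simulated direction. Of the unchanged genes 3 were called in each comparison within mice and 0 in the others. Only 200 genes changed in the simulation, whereas the tests called 489 to 6249, and the adjustment is stricter when fewer genes change. The recovered shares may therefore understate what the real tests recover. Between non-AMB and naïve cells 33 of 37 proteasome subunits passed as higher, at a median log2 fold change of 0.779. A gene that did not pass is still not shown to be unchanged.

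The expected counts were rounded to whole numbers and 6 comparisons were made with the quasi-likelihood test of edgeR (4.0.16, in R 4.3.3), with TMM scaling, its filterByExpr filter and Benjamini-Hochberg adjustment, at the paper's threshold of 0.01. The paper used DESeq2, which was run as an alternative (1.42.0). Only the libraries of the 2 groups compared entered a fit. The replicate number was a block between AMB and non-AMB and between B_mem_ and FCRL5-negative cells, since the paper's methods add a mouse factor for subsets of the same mouse. Same-numbered libraries deviated together from their group means there: the correlations across genes, which are not independent replicates, ran from 0.073 to 0.52 for AMB and non-AMB and from 0.235 to 0.789 for B_mem_ and FCRL5-negative cells. In both, none of the 120 possible numberings gave a larger sum than the labels did, and 4 of 5 libraries matched best with their own number. Levels are CPM scaled by TMM over all 25 libraries. Lists of genes were tested with camera of limma (3.58.1) at a preset correlation of 0.01, again with an estimated correlation, and with fry. Principal components were taken from DESeq2's rlog values of the 500 most variable genes, and differences in distance or in the share of immunoglobulin counts were tested with exact two-sided permutation tests.

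The text names genes by 3 rules: every gene that the paper names in its text, its expression figures or Supplementary file 1; for each comparison the 10 largest rises and 10 largest falls among genes past the threshold, with at least 10 CPM in the higher group and either no overlap between the groups or the same sign in 5 of 5 mice, without immunoglobulin segments, pseudogenes and unnamed genes; and up to 4 members of each list with the largest change, with any that went against the list. The values in the paper's figures had been seen when the rules were written. Genes of other cell types that the text gives by their level alone, such as *Klrk1*, *Il2rb* and *Siglech*, can lie outside these rules. They are to be read as chosen after their values were seen. Other genes named outside these rules are marked so. The alternatives were DESeq2 and its size factors, no filter on low counts, no immunoglobulin genes, a threshold of 0.05, the other choice of block, all 25 libraries in 1 fit, each library or mouse left out in turn, and for the components log2 CPM (prior count 2) or all genes past the filter. The study's enrichment of Reactome sets, which were not used here, was replaced by the 28 lists. Flow cytometry and the other experiments of the paper were not analysed here.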

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

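The tests of other cells, of free RNA, of T cell genes and of the immediate early genes and the counts without AMB replicates 2 and 3 were chosen after the results were seen, and so were the genes given here by their level.

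The AMB libraries held transcripts of other blood cells, in genes the paper does not discuss. Of 17 genes of monocytes and macrophages, 17 were higher in AMB than in naïve cells by edgeR (17 adjusted over the list alone; camera adjusted p = 2.49e-13, adjusted p = 0.0545 with an estimated correlation). So were 10 of 10 neutrophil genes (10 adjusted over the list alone; camera adjusted p = 1.22e-07, adjusted p = 0.192 with an estimated correlation), 11 of 12 NK cell genes (11; camera adjusted p = 1.42e-07, adjusted p = 0.0823 with an estimated correlation), 12 of 14 T cell genes (14; camera adjusted p = 0.000214, adjusted p = 0.469 with an estimated correlation) and 9 of 11 dendritic cell genes (9; camera adjusted p = 3.57e-06, adjusted p = 0.0545 with an estimated correlation). Against non-AMB of the same mice, 16 of 17 genes of monocytes and macrophages, 10 of 11 of neutrophils, 12 of 12 of NK cells and 9 of 11 of dendritic cells were higher, whereas of 14 T cell genes 1 was (*Cd4*), with 5 higher at an unadjusted p under 0.05 and 5 by DESeq2. The counts were 6 for neutrophils and 0 for T cells without AMB replicates 2 and 3. Naïve B cells express 4 of the listed genes of monocytes and macrophages at 10 CPM or more, 0 of neutrophils, 1 of NK cells, 1 of T cells and 1 of dendritic cells, and 1 of the dendritic cell genes is also an interferon-stimulated gene of another list. Among the most abundant were *Lyz2* at 4478 ± 3336 CPM in AMB (703.5 to 8772), 38.4 ± 16.7 CPM in non-AMB and 16.9 ± 3.02 CPM in naïve cells, *Apoe* at 1528 ± 1127, 787 ± 117 and 199 ± 81.1 CPM, the neutrophil granule gene *Ngp* at 1053 ± 1039, 6.37 ± 7.49 and 0.266 ± 0.541 CPM, *Cd209a* of dendritic cells at 123 ± 57.7, 3.15 ± 0.799 and 1.84 ± 0.976 CPM and *Trbc2* of T cells at 44.9 ± 38.9, 22.3 ± 17.4 and 3.37 ± 0.907 CPM. B_mem_ also had more of 13 of 16 genes of monocytes and macrophages than naïve cells (15 adjusted over the list alone; camera adjusted p = 4.84e-27, adjusted p = 0.0187 with an estimated correlation), *C1qb* among them at 54.0 ± 21.0 CPM against 3.89 ± 1.24 CPM. With the replicate number as a block 3 of the 16 were higher there.

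Cells of other types inside the sorted fraction are a candidate source of these transcripts: 16 of 17 genes of monocytes and macrophages, abundant ones included, were higher in AMB than in non-AMB, which came from the same suspension. The sort's gates took single events outside a dump channel that holds Ter119, then CD19+B220+ and then CD45.2+ cells that bind MSP1_21_ (Figure 3, figure supplement 1). Which other markers that channel holds is not known. Such gates are meant to remove other cells, but how well they did so was not tested. Free RNA of broken cells, which would reach both sorted groups alike, is argued against by the median log2 fold change of 4.565 of that list between AMB and non-AMB. For T cell genes nothing was decided: of 6 T cell receptor and CD3 genes 0 were higher in AMB than in non-AMB by edgeR, 2 at an unadjusted p under 0.05 and 2 by DESeq2, but non-AMB carry these transcripts too, with 6 of the 6 higher than in naïve cells. Expression of the myeloid genes by AMB themselves stays open and was not tested, since bulk RNA does not assign a transcript to a cell.

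Immediate early and heat shock genes, which cells switch on within minutes of a stimulus or of stress, were high in both groups of 35dpi. Of 17, 15 were higher in AMB than in naïve cells (15 adjusted over the list alone; camera adjusted p = 1.94e-10, adjusted p = 0.0712 with an estimated correlation), and of 16, 14 were higher in non-AMB than in naïve cells (14; camera adjusted p = 2.09e-09, adjusted p = 0.213 with an estimated correlation). Naïve cells express 8 of the 17 at 10 CPM or more, and none of them is in another list. *Fos* stood at 939 ± 458 CPM in AMB, 785 ± 349 CPM in non-AMB, 107 ± 58.5 CPM in FCRL5-negative cells, 45.1 ± 35.8 CPM in B_mem_ and 2.71 ± 0.356 CPM in naïve cells, and *Dusp1* and *Ier3* rose with it, at log2 fold changes of 7.89 (SE 0.52, adjusted p = 3.15e-07) and 7.45 (SE 0.53, adjusted p = 4.92e-07) in AMB against naïve cells by edgeR. Of 16 measured, 1 was higher and 7 lower in B_mem_ than in FCRL5-negative cells (1 and 7 adjusted over the list alone; camera adjusted p = 0.00059, adjusted p = 0.385 with an estimated correlation), with 0 lower when no replicate block was used.

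Other cells in the CD11b+CD11c+ gate are argued against as the whole source of this rise: the median log2 fold change of the list in non-AMB against naïve cells was 80.5% of that in AMB. The dates of the sorts are not given. Handling or the sort and the infection cannot be told apart, since every library of 35dpi and none of day 0 comes from infected mice. The median log2 fold change of non-AMB against naïve cells was 3.383, which either could give.

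Single libraries stood apart within their group of 5. By Dixon's criterion (0.71 for 5 values) 23 of 145 groups held such a library. Chance marks about 1 in 20 groups, or 7.2, where values are normal and independent. Most values here are CPM not on a log scale, and all come from the same 25 libraries. The 23 against 7.2 therefore does not measure an excess. Replicate 2 of both groups of 155dpi had high shares of mitochondrial genes, 2.8215% in B_mem_ (the others 0.5933% to 0.9118%) and 1.478% in FCRL5-negative cells (0.506% to 0.6292%), and of CT010467.1, a gene of ribosomal RNA, at 8.3484% (0.0473% to 0.077%) and 3.379% (0.0299% to 0.0448%). B_mem_ replicate 2 also lay at -1.11 on PC2 (the others 15.41 to 16.74) and had *Bax* at 143 CPM (73.1 to 92.1). Replicate 5 of FCRL5-negative cells had more switched heavy chain transcripts, with *Ighg1* at 79.7 CPM (1.18 to 5.9), *Ighg2b* at 59.3 (4.87 to 11.7), *Ighg2c* at 99.3 (3.07 to 4.8) and *Ighg3* at 34.4 (3.3 to 11.8), and *Fas* at 24.6 (5.66 to 11). B_mem_ replicate 5 had *Ighg1* at 19.5 CPM (0.935 to 3.26) and *Igha* at 30.2 (7.93 to 12.5), and B_mem_ replicate 4 had *Ighd* at 2170 CPM (374 to 719). Non-AMB replicate 5 had *Fcrl5* at 149 CPM (64 to 81.1), *Igha* at 144 (20.8 to 52.6), *Itgam* at 2.16 (0.0889 to 0.677) and *Pdcd1* at 3.07 (0.451 to 1.2). Naïve replicate 1 had *Igha* at 22.1 CPM (10.3 to 12.3) and *Ighg2c* at 0.831 (0 to 0.127), and naïve replicate 3 had *Nt5e* at 4.31 (3.11 to 3.29). AMB replicate 1 had *Nt5e* at 12.4 CPM (27 to 32.8), and FCRL5-negative replicate 3 had *Fasl* at 0.315 (0 to 0.0548). The criterion looks for 1 library apart and does not mark a split of a group. CT010467.1 took 0.7415% to 2.0176% in AMB replicates 1, 2 and 3, and 0.0176% and 0.0184% in replicates 4 and 5. Non-AMB of the same mice held 0.1033% to 1.3362%, and 0.0273% and 0.0286%.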

How the results depend on the processing

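The setting without AMB replicates 2 and 3 was chosen after the data were seen. Against non-AMB it also leaves out non-AMB replicates 2 and 3. The splits drawn for the paired comparisons and the counting of sign changes in genes short of the threshold were also revised after results had been seen. Of 1386 results for single genes 1330 passed the threshold, 866 of these under every alternative run for them, and none of the 1330 changed direction under any. Members of the lists and the largest rises and falls entered only where they passed, so the share that passed follows from this choice. Only genes that the paper names could miss the threshold and so gain a call. Counting a result once for each library or mouse left out, calls were lost 1465 times and gained 17 times. In the other settings calls were lost in 192 results without AMB replicates 2 and 3, in 186 with the replicate number as a block between different mice, in 99 with no replicate block, in 88 with all 25 libraries in 1 fit, in 35 with no filter on low counts, in 11 with DESeq2's size factors and in 5 by DESeq2. Calls were gained in 25 results at 0.05, 17 by DESeq2, 12 with no filter, 3 with the size factors, 3 with all libraries, 2 with no block and 1 without AMB replicates 2 and 3. Without immunoglobulin genes the 1347 remaining results kept direction and side. The counts of genes in AMB and in non-AMB against naïve cells, and those of Supplementary file 1, stayed within 1.5 times under each alternative (AMB against naïve cells 2628 to 4485 higher).

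Between AMB and non-AMB, the 1440 higher and 513 lower genes became 2175 and 1353 at 0.05, 2347 and 994 by DESeq2, 211 lower with no replicate block, and 582 and 130 without AMB replicates 2 and 3. Between B_mem_ and FCRL5-negative cells, 955 and 498 became 1870 and 1579 at 0.05, 1500 and 1043 by DESeq2, and 500 and 126 with no replicate block. Between B_mem_ and naïve cells, 379 and 110 became 972 and 425 at 0.05, 1039 and 394 by DESeq2, 70 and 6 with the replicate number as a block, and 268 lower with all 25 libraries. Between AMB and B_mem_, 2090 and 2311 became 3311 and 3467 at 0.05, 3184 higher by DESeq2, and 1108 and 986 without AMB replicates 2 and 3. A threshold of 0.05 admits more genes by construction, and for the other settings the cause was not tested. Leaving out 1 library or mouse gave 922 (without replicate 3) to 1369 higher and 180 (without replicate 1) to 448 lower genes between AMB and non-AMB, and 185 and 22 (without replicate 1) to 1593 and 1415 (without replicate 4) between B_mem_ and FCRL5-negative cells. It gave 186 and 37 (without naïve replicate 1) to 753 and 557 (without B_mem_ replicate 2) between B_mem_ and naïve cells, and 1529 to 3174 (without B_mem_ replicate 2) higher and 1696 to 2839 lower between AMB and B_mem_.

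PC1 held 62.08% of the variance with log2 CPM and 46.54% with all genes past the filter, and PC2 14.4% and 17.61%, and 11.44% without immunoglobulin genes. The difference in distance to naïve cells, B_mem_ minus non-AMB, passed an exact permutation p of 0.05 with log2 CPM (-13.9, p = 0.0159) and with all genes (-34.87, p = 0.0238). With 1 library left out it ran from -9.374 to -5.989 (exact permutation p = 0.0397 to 0.143). The difference in immunoglobulin share between AMB and B_mem_ (0.875 percentage points, p = 0.0476) ran from 0.522 to 1.126 with 1 library left out (exact permutation p = 0.00794 to 0.111). That between AMB and naïve cells ran from 0.4273 to 1.031 and that between AMB and non-AMB from 0.298 to 0.902, the highest being without AMB replicate 4, where both passed (exact permutation p = 0.00794 each). Over the 6 comparisons camera called 16, 16, 9, 8, 10 and 15 of the 28 lists, in the order AMB against naïve cells, AMB against non-AMB, non-AMB against naïve cells, B_mem_ against FCRL5-negative cells, B_mem_ against naïve cells and AMB against B_mem_. With an estimated correlation it called 0, 0, 0, 0, 2 and 0. Those 2 lists, higher in B_mem_ than in naïve cells, were the genes listed as higher in human AMB and those of T-bet-positive age-associated B cells. Camera's adjusted p was 0.00994 for each. Fry called 14 between non-AMB and naïve cells and 24 between AMB and B_mem_, and the cause was not tested.

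The direction changed in 11 single-gene results, none past the threshold in the test itself or where it changed, and the cause was not tested. The values "without both" leave out AMB replicates 2 and 3 and, against non-AMB, the same replicates of non-AMB. Against naïve cells these were *Fcrl5* (-0.268 to 0.036, -0.149 in the test itself) and *Prdm1* (-0.341 to 0.279, -0.069 with the replicate block, 0.08 in the test itself), and against non-AMB *Klf2* (-0.023 to 0.447, -0.232 without both, 0.216 in the test itself), *Pbx3* (-0.057 to 0.555, 0.181 in the test itself), *Cd84* (-0.214 to 0.015, 0.051 without both, -0.072 in the test itself), *Fas* (-0.116 to 0.065, 0.043 without both, -0.057 in the test itself), *Bad* (-0.005 to 0.153, 0.029 in the test itself), *Mki67* (-0.799 to 0.107, 0.032 with no replicate block, 0.185 without both, -0.319 in the test itself), *S1pr1* (-0.066 to 0.204, -0.132 without both, 0.052 in the test itself), *Sdc1* (-0.066 to 0.836, -0.472 without both, 0.339 in the test itself) and *Cd22* (-0.107 to 0.195, -0.181 without both, 0.045 in the test itself), each with the range over the fits that leave out 1 library or mouse. Between different mice the shared number is no pairing: of 120 numberings 62, 107, 117 and 61 gave a sum of correlations as large as the labels did (AMB, non-AMB and B_mem_ against naïve cells, and AMB against B_mem_), and 2, 0, 0 and 1 of 5 libraries matched best with their own number. DESeq2's scaling shifted the median log2 fold change of all genes between AMB and naïve cells from 0.017 to 0.1 (size factors) and 0.104 (DESeq2's test).

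Chance can be excluded as the source of the count of changed genes in the 4 comparisons between different mice: of 100 splits of the libraries, only the real 1 reached its value. The real split called 6249 genes in AMB against naïve cells, 5969 in non-AMB against naïve cells and 489 in B_mem_ against naïve cells, and the highest other split called 0 by edgeR. For Supplementary file 1 against naïve cells the real count was 20 and the highest other 0. A split that calls 0 genes must also give 0 of this list, so the splits cannot tell whether the list's match is beyond chance. Of all genes tested between AMB and naïve cells, 48.25% were called, in either direction. Between non-AMB and naïve cells the real split gave 10 of the list in the listed direction. In AMB against B_mem_ the real split called 4401 and the highest other 1375, a split that exchanges AMB replicate 5 with B_mem_ replicate 2. In the paired comparisons 13 of the 100 splits part all 5 pairs as the real ones do, which is too few for a share under 0.05. The real splits called 1953 and 1453 genes, with 21 of Supplementary file 1 against non-AMB, and the highest other of the 100 called 0, where the splits that part fewer pairs ignore the pairing. Simulated changes of 2 times, at the depth and spread of these libraries, were recovered in 0% of genes between AMB and B_mem_ and in at most 52.2% in the other comparisons. Only 200 genes were changed there, fewer than the tests called, which makes the adjusted threshold stricter. How much of the low recovery comes from depth was not tested.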

Differences from the paper's values

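Of the settings named here, that without AMB replicates 2 and 3 was chosen after the values were seen and the others were set before the data were examined. The share of variance of PC1, 68.97%, matches that printed on the axis of the paper's plot of the components. For PC2 the paper states 10% and the value here was 10.08%. It stayed within 1.5 times of the paper's with log2 CPM and without immunoglobulin genes, and with all genes past the filter it was 17.61%. The normalized counts of *Fcrl5*, *Bcl2* and *Igha* differed from those in the paper's plots by less than the spread between mice.

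The paper describes the transcriptome of these AMB as very like that of human AMB. Of the 31 genes it lists for human AMB, 20 changed as listed against naïve cells and 21 against non-AMB at the paper's threshold. These counts include *Cxcr3*, *Tbx21* and *Cr2*, markers the paper leads with. Log2 fold changes from edgeR differed from its statements in the following genes, for which the paper often does not name the group it compares with. The paper lists *Fcrl5* as raised in AMB. It was at -0.15, adjusted p = 0.535 against naïve cells under no call in any setting, and higher than in non-AMB. The paper reports raised *Prdm1* and *Sdc1*, where *Prdm1* was at 0.08, adjusted p = 0.848 and *Sdc1* at 1.27, adjusted p = 0.115 against naïve cells and *Sdc1* at 0.34, adjusted p = 0.667 against non-AMB, which no setting called at 0.01; *Prdm1* was higher than in non-AMB. *Cd38*, which the paper reports as high, was at -0.39, adjusted p = 0.103 against naïve cells, called by no setting, and at 0.63, adjusted p = 0.0224 against non-AMB, called at 0.05, by DESeq2 (0.0013) and with no filter on low counts (0.00337).

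Other genes that the paper describes as raised or high in AMB passed the threshold against non-AMB and not against naïve cells. Against naïve cells *Cd86* was at 0.40, adjusted p = 0.0148, called at 0.05, with DESeq2's size factors (0.00549), by DESeq2 (0.000912) and without AMB replicate 1 (0.00234). *Lilrb4a* was at 1.36, adjusted p = 0.0126, called at 0.05, with the size factors (0.00702), by DESeq2 (0.000872), with no filter (0.00471) and without naïve replicate 5 (0.00123). *Cd9* was at 0.48, adjusted p = 0.0358, called at 0.05 and without AMB replicate 5 (0.00242). Against non-AMB the call for *Cd86* was lost at adjusted p = 0.0193 without AMB replicates 2 and 3 (1.5e-08 to 0.0193 over 11 alternatives) and that for *Lilrb4a* was lost at adjusted p = 0.0113 without replicate 1 (4.19e-11 to 0.0113 over 11 alternatives). *Cd40*, which the paper describes as low, was at -0.49, adjusted p = 0.0113 against naïve cells, called at 0.05 and without AMB replicate 4 (0.00239), and was lower than in non-AMB.

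Against non-AMB, several genes that the paper shows as raised in AMB, and that were higher than in naïve cells, missed the threshold by edgeR. The paper's text does not say against which group they are raised, and it tested with DESeq2. *Nt5e* was at 0.84, adjusted p = 0.0203, called at 0.05, by DESeq2 (0.000995), with no filter (0.00485) and without replicate 1 (0.00967). *Ifng* was at 2.45, adjusted p = 0.0151, called at 0.05, by DESeq2 (5.28e-05), with no filter (0.00163) and with no replicate block (0.00426). *Pdcd1* was at 2.46, adjusted p = 0.0115, called at 0.05, by DESeq2 (1.21e-05), with no filter (0.000928) and without replicate 5 (0.00715). *Fasl* was at 3.57, adjusted p = 0.0167, called at 0.05, by DESeq2 (6.49e-06), with no filter (0.00126), without replicate 2 (0.00617) and without AMB replicates 2 and 3 (0.00977), the last chosen after the values were seen, under which 16 genes of Supplementary file 1 changed as listed in place of 21. *Cd5* was at 1.79, adjusted p = 0.0208, called at 0.05, by DESeq2 (0.000161) and with no filter (0.00187). *Igha* was at 2.73, adjusted p = 0.0814, called by no setting, with adjusted p = 0.0194 by DESeq2. *Aicda*, which the paper names among the genes raised in AMB, was lower than in non-AMB at -1.38, adjusted p = 0.00103. The call for *Aicda* was lost at adjusted p = 0.0149 without AMB replicates 2 and 3 (8.43e-12 to 0.0149 over 11 alternatives), and *Aicda* was higher in AMB than in naïve cells. *Mki67*, which the paper reports as raised, was higher than in naïve cells and at -0.32, adjusted p = 0.666, called by no setting against non-AMB. *Xbp1*, reported as raised, was higher than in naïve cells and at 0.61, adjusted p = 0.04, called at 0.05, by DESeq2 (0.00647) and without replicate 4 (0.00517) against non-AMB. Of the genes that the paper reports as low, *Pax5*, *Bcl6*, *Bcl2*, *Irf4* and *S1pr1* were lower than in naïve cells. Against non-AMB *Pax5* was at -0.39, adjusted p = 0.163, called by no setting, *Bcl6* at -0.76, adjusted p = 0.0769, called by no setting, *Bcl2* at -0.53, adjusted p = 0.0416, called at 0.05, *Irf4* at -0.61, adjusted p = 0.0476, called at 0.05 and *S1pr1* at 0.05, adjusted p = 0.833, called by no setting.

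In B_mem_ the paper reports raised *Cd38* and *Pdcd1lg2*. Both were higher than in FCRL5-negative cells. Against naïve cells *Cd38* was at 0.54, adjusted p = 0.0398, called at 0.05 and without B_mem_ replicate 2 (0.00299), and *Pdcd1lg2* at 1.63, adjusted p = 0.0169, called at 0.05, by DESeq2 (0.000493), with all 25 libraries in the fit (0.00228) and without B_mem_ replicate 4 (0.00122).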

Other observations

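The test of the proteasome genes was set before its result was seen, and of the tests of this part those without AMB replicates 2 and 3 were chosen afterwards. Germinal centre genes were on in both groups of 35dpi and lower in AMB than in non-AMB. Of 12 such genes, 11 were higher in non-AMB than in naïve cells (11 higher and 1 lower adjusted over the list alone; camera adjusted p = 3.79e-15, adjusted p = 0.121 with an estimated correlation), and of 11 measured in AMB, 9 were higher and 1, *Bcl6*, lower than in naïve cells (9 and 1; camera adjusted p = 5.63e-09, adjusted p = 0.0393 with an estimated correlation). Between the groups, 8 of 12 were lower in AMB and the other 4 did not pass edgeR's test (8 lower adjusted over the list alone; camera adjusted p = 2.16e-09, adjusted p = 0.0891 with an estimated correlation), with 5 lower without AMB replicates 2 and 3. *Rgs13*, a regulator of chemokine signals in germinal centre B cells, was at 216 ± 65.9 CPM in non-AMB, 62.2 ± 23.8 CPM in AMB and 3.66 ± 1.33 CPM in naïve cells, with a log2 fold change of -1.77 (SE 0.13, adjusted p = 4.41e-05) between AMB and non-AMB. *Neil1*, a DNA glycosylase, and *Nuggc*, a nuclear GTPase of germinal centres, were lower in AMB at -1.11 (SE 0.13, adjusted p = 0.000528) and -1.47 (SE 0.15, adjusted p = 0.000299). Against B_mem_, 8 of 11 were higher in AMB and the other 3 did not pass (9 adjusted over the list alone; camera adjusted p = 2.73e-09, adjusted p = 0.0419 with an estimated correlation). Naïve cells express 3 of the 12 at 10 CPM or more, and 2 are in another list.

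Interferon-stimulated genes went both ways. Of 28, 10 were higher and 7 lower in AMB than in naïve cells (10 and 7 adjusted over the list alone), and camera did not call the list (camera adjusted p = 0.71, adjusted p = 0.894 with an estimated correlation). The chemokine genes *Cxcl9* and *Cxcl10* and *Iigp1*, a GTPase that acts against parasites in vacuoles, rose by 7.39 (SE 0.99, adjusted p = 4.47e-05), 5.41 (SE 0.43, adjusted p = 8.95e-07) and 6.39 (SE 0.73, adjusted p = 1.31e-05), whereas *Stat2*, a transcription factor of the type I interferon response, and *Ifit2* stood at -1.92 (SE 0.26, adjusted p = 5.14e-05) and -1.99 (SE 0.21, adjusted p = 8.32e-06) in edgeR's test. Of 27 measured in non-AMB against naïve cells 5 were higher and 10 lower (5 and 13 adjusted over the list alone; camera adjusted p = 0.373, adjusted p = 0.862 with an estimated correlation). AMB had more than non-AMB of 8 and less of 1, *Oasl1* (9 and 1 adjusted over the list alone; camera adjusted p = 0.00151, adjusted p = 0.466 with an estimated correlation), and *Cxcl9* was among the 8 at 4.61 (SE 0.46, adjusted p = 0.000233). Of these genes 4 were higher without AMB replicates 2 and 3. *Cxcl9* and *Cxcl10* are also made by macrophages, whose genes rose in AMB as well. Naïve cells express 23 of the 28 at 10 CPM or more, and 1 is in another list. Of 7 erythroid genes measured, 5 were higher in AMB than in naïve cells (6 adjusted over the list alone; camera adjusted p = 0.00764, adjusted p = 0.469 with an estimated correlation) and 5 than in non-AMB, and the haemoglobin gene *Hbb-bs* stood at 471 ± 236 CPM in AMB, 141 ± 62.0 CPM in non-AMB and 57.0 ± 31.8 CPM in naïve cells. Of the 10 listed, 4 are at 10 CPM or more in naïve cells. Of 4 platelet genes measured, 3 were higher and 1, *Itgb3*, lower in AMB than in naïve cells (3 and 1 adjusted over the list alone; camera adjusted p = 0.361, adjusted p = 0.639 with an estimated correlation), 5 of the 8 listed were higher by DESeq2, and 1 of the 8 is at 10 CPM or more in naïve cells.

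A hypothesis concerns the sets of NF-kB and B cell receptor signalling among those raised in AMB in Supplementary file 2. Such sets hold proteasome subunits, which may carry their rise. The list of proteasome subunits was higher in AMB than in naïve cells (camera adjusted p = 0.0047, adjusted p = 0.635 with an estimated correlation), and the list of NF-kB and B cell receptor signalling genes without these subunits was not, at camera adjusted p = 0.208 on the side of a fall. This is what the hypothesis predicts, though the call of the proteasome list is lost with an estimated correlation, and the Reactome sets themselves were not used here. A change in signalling that leaves these transcripts unmoved was not tested.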
